# Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum

**DOI:** 10.1038/s41598-024-59591-6

**Published:** 2024-04-17

**Authors:** L. Cauquil, M. Beaumont, B. Schmaltz-Panneau, L. Liaubet, Y. Lippi, C. Naylies, L. Bluy, M. Poli, L. Gress, C. Lencina, V. Duranthon, S. Combes

**Keywords:** Immunity, Interferon, Gut, Cytokines, Antimicrobial peptides, Gene expression, Animal behaviour, Animal physiology, Immunology, Physiology, Zoology

## Abstract

Coprophagia by suckling rabbits, i.e. ingestion of feces from their mother, reduces mortality after weaning. We hypothesized that this beneficial effect of coprophagia is immune-mediated at the intestinal level. Therefore, this study investigated immune development after weaning by analyzing the ileal transcriptome at day 35 and 49 in rabbits with differential access to coprophagia in early life. Rabbit pups had access between day 1 and 15 to (i) no feces (NF) or (ii) feces from unrelated does (Foreign Feces, FF) or (iii) feces from unrelated does treated with antibiotics (FFab). 350 genes were differentially expressed between day 35 and day 49 in suckling rabbits with access to coprophagia. These genes coded for antimicrobial peptides, a mucin, cytokines and chemokines, pattern recognition receptors, proteins involved in immunoglobulin A secretion and in interferon signaling pathway. Strikingly, prevention of coprophagia or access to feces from antibiotic-treated does in early life blunted immune development between day 35 et 49 in the ileum of rabbits. Thus, coprophagia might be crucial for the maturation of intestinal immunity in rabbits and could explain why this behavior improves survival.

## Introduction

Unlike other altricial species (cats, rats or mice), mother–pup interactions are extremely limited in rabbit. In both wild and domestic rabbit does^1^, the nursing behaviour lasts less than five minutes and ends with the departure of the doe that jumps out of the nest abruptly and does not return to the nest for 24 h. To overcome this mother-young interaction scarcity, which is probably linked to antipredation behavioural traits, rabbit species have developed specific behaviours and physiological adaptations that lead to enhance survival. For example, the success of the once-daily milk intake is optimised thanks to the secretion in the milk of an olfactory attractive molecule, 2-methyl-2-butenal, a pheromone capable of inducing the typical orocephalic udder-searching behaviour^2^. Coprophagia (i.e. ingestion of feces from the mother) described by Hudson and Distel^1^ and later by Kovacs et al.^3^ is another behavioural adaptation that leads to enhance survival rate^4^. From three days of age, in addition to the nest material, young rabbits ingest maternal fecal pellets deposited by the mother at the time of nursing. Ingestion of maternal feces peaks around day 10 after birth (1–2 feces/day/litter) and continues until day 20, with weaning occurring around 35 days of age in commercial rabbit breeding. Despite the small amount of maternal faecal pellet ingested compared to milk ingestion, coprophagia would provide both nutrients and a mother–offspring bacterial inoculum. Feces in rabbit, correspond to coarse particle (> 0.3 mm in diameter) composed from non digested fibre, endogenous proteins, amino acids and vitamins mainly from microbial origin^5,6^. According to Hirakawa^7^, leporids (including rabbits) ingest feces specially when feed availability is low, suggesting a nutritional role of this behavior. Finally, maternal feces found in the nest could be a vector for vertical transmission of the microbiota from mother to offspring, and might compensate for the short contact time between the mother and offspring in rabbit. It might allow a mother to offspring targeted and early microbial colonization of the digestive tract from the first days of neonatal life. In mammals, the key role of the gut microbiota in health and disease has been extensively studied. First, commensal gut microbes prevent the establishment of opportunistic potentially pathogenic microbes by competing for shared nutrients and ecological niches^8,9^. In addition to this "barrier" function, numerous studies have highlighted the effect of the gut microbiota on the development of the immune system^10^. In particular, the early-life exposure to gut microbiota is critical for the establishment of a normal immune function^11,12^.

We have previously shown that preventing coprophagia in early life delays the implantation dynamics of the microbiota in the cecum (the main fermenting compartment of the rabbit gut) and leads to increased mortality with the strongest effect observed after weaning^4^. Despite a similar ingestion of feces by pups, the beneficial long lasting effect of coprophagia on survival rate was no longer observed when feces came from does treated with antibiotics. Based on these previous results, we hypothesized that the beneficial effect of early life coprophagia on rabbit health involved immune mechanisms in the intestine. The aim of this study was to investigate immune development by analyzing ileal transcriptome at day 35 (age at weaning) and 49 in rabbits with different coprophagia behavior in early life, using the same experimental design as previously described for survival rate and cecal microbiota implantation^4^. Using a rabbit 60 K microarray platform, our study revealed that coprophagia during early life tunes immune maturation in the ileum after weaning which may explain the improved survival rate of pups.

## Results and discussion

In order to study the effect of early life coprophagia on ileal transcriptome in young rabbits (n = 56), the following three groups were studied at 35 (weaning) and 49 days of age. These postnatal days were chosen because we have previously shown, using the same experimental design, that preventing coprophagia in suckling rabbits has long-lasting effects that can be observed after weaning. 

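RNA from the ileum of 57 young rabbits had been hybridized to rabbit microarrays with 1 dye, 1 array per rabbit. The values given here first cover the 56 arrays that the paper kept: 10 FF, 9 NF and 10 FFab rabbits at day 35, and 9 rabbits of each treatment at day 49. The array left out belongs to NF rabbit 78 of day 35, which the paper set aside for its place in the clustering and nMDS plots. All 57 arrays lay on 9 slides of 6 or 7 arrays, each with all 6 groups, and were scanned on 1 day. Without NF rabbit 78, its slide holds no NF array of day 35. From the authors' background-subtracted signal of each spot, log2 values were computed and quantile normalized, and a probe was kept when it stood well above background in at least 75% of the arrays of a group. This left 7988 named genes, each read from 1 probe. limma fitted a mean for each of the 6 groups, and a gene passed at an adjusted p under 0.05 with a log2 fold change beyond 0.5, day 49 against day 35. Where counts at an unadjusted p under 0.05 are given, chance alone would put about a share of 0.05 of the genes there. Errors of log2 fold changes are standard errors, and each rabbit was sampled once. Litter and sex entered no test, and rabbits were treated as independent, although the paper gave or withheld feces by nest. If littermates were sampled, the errors and p-values could be too small. On simulated arrays with this design, the FF comparison found 56.7% of the genes planted at 1.5-fold, 85.1% at 2-fold and 98.5% at 3-fold, and called 0 genes when none was planted. These figures need not hold for the real arrays. When those were grouped otherwise within the design, the FF comparison called up to 164 genes, with a median of 0.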

Preventing coprophagia early in life delays caecal microbiota maturation and reduce survival-rate from 90.7 to 77.2%, with the strongest effects observed between day 35 and day 49^4^. In the NF group (No access to Feces), ingestion of maternal feces in the nest was prevented, while in the two other groups the ingestion of feces by pups was allowed by removing the maternal feces from the nest and replacing them with feces from unrelated does without or with antibiotic supplementation: the FF group (access to foreign doe Feces) and the FFab group (access to unrelated Feces from antibiotics treated doe). After signal intensity normalization and microarray probe annotation improvement (Additional Files 1 and 2) a principal component analysis (PCA) of the 10,554 unique annotated probes was carried out (Additional File 1) and revealed that samples clustered according to age (35 days vs 49 days) but not according to treatments.

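Along the third component, which held 9.41% of the variance of the 7988 genes, rabbits of day 49 scored higher than rabbits of day 35 (mean 9.03 ± 11.3 SD against -8.41 ± 10.6; two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The ages also differed along the fourth component, with 7.29% of the variance (p = 7.9e-04). On the first component (16.6%) and the second (15.6%) no difference between ages was detected (p = 0.0946 and p = 0.318). The 3 treatments gave p = 0.831, 0.975, 0.321 and 0.744 on these components in order, and p = 0.00297 on the next, which held 3.96%. None of these p-values is adjusted, and the components after the second were tested once the first and second had been seen. Across all genes at once (PERMANOVA), age took 6.73% of the variance (p = 1e-04, the smallest that its permutations can give), treatment 3.35% (p = 0.503) and their interaction 2.44% (p = 0.941). With all 57 arrays the shares were 6.62%, 3.34% and 2.38%.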

In agreement with the PCA, transcription was affected by age with a total of 209 genes differentially expressed (DE) with thresholds of |log2FC|> 0.5 and P.adj < 0.05 (Table 1, Additional File 3). 

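From day 35 to day 49, averaged over the treatments, 285 of 7988 genes changed, of which 84 fell and the others rose. The lipase LPL, which frees fatty acids from blood lipids, rose by 1.37 ± 0.16 on the log2 scale, and FABP4, a fatty acid carrier of fat cells, by 1.73 ± 0.27. The tryptophan-degrading enzyme IDO1 had the largest rise (3.16 ± 0.77), and among the genes that fell were ASS1 of arginine synthesis (-0.65 ± 0.11) and KYNU of the kynurenine pathway (-0.70 ± 0.18). Of the 12 measured markers of red blood cells, 5 fell, 1 rose and 6 did not pass (5 and 1 adjusted over the list alone), and the list's fall is lost with an estimated correlation (adjusted p = 0.242). Of the 18 markers of fat tissue, 5 rose and 2 fell (6 and 2 adjusted over the list alone), a rise in the list mean of 0.30 that held with an estimated correlation (camera, adjusted p = 0.0105). The counts come from limma over 29 and 27 rabbits, with 2036 genes at an unadjusted p under 0.05. With all 57 arrays 290 genes passed, and with a normexp background correction 178 did.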

No DE genes were observed according to treatments when age was not considered. However, contrast analysis revealed that the number of DE genes according to age (35 days vs 49 days) differed between treatments (Fig. 1A). 

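Averaged over both ages, limma called 0 of 7988 genes for treatment, with 303 at an unadjusted p under 0.05. The smallest p-values belonged to LRP2BP, which binds a receptor of the LDL family (largest difference between treatments 0.91 on the log2 scale, adjusted p = 0.242), to an unnamed locus, LOC100358851 (0.22, 0.242), and to FNTA, a subunit of farnesyltransferase (0.26, 0.533). Taken in pairs, FF against NF, FF against FFab and NF against FFab gave 0 genes each, with 258, 409 and 243 at an unadjusted p under 0.05. Within day 35, 3 genes passed as lower in FF than in NF: LSMEM1, a membrane protein (-2.27 ± 0.47), LRP2BP (-1.31 ± 0.28) and DNAI7, a part of motile cilia (-0.77 ± 0.16), each with adjusted p = 0.0413. FGF19, the hormone by which the ileum restrains bile acid synthesis in the liver, was higher in FF than in FFab at day 35 (2.66 ± 0.54, adjusted p = 0.032). LSMEM1 stood above background in 1 of 10 FF arrays of that day and in 7 of 9 NF arrays, and 0 genes passed between FF and NF at that day with the slide as fixed block, with all 57 arrays or with the authors' value table. Within day 49, none of the 3 pairs had a gene that passed (87, 186 and 143 at an unadjusted p under 0.05).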

Coprophagia by suckling rabbit leads to the differential expression of 350 genes in the ileum between 35 and 49 days of age (FF group, Additional File 4). 

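In the FF rabbits (10 at day 35, 9 at day 49), 352 genes changed, of which 238 rose (67.6%), and without a fold change minimum 628 did, of which 330 rose (52.5%). Beside immune genes, those that rose include UBD, a ubiquitin-like protein tag (2.95 ± 0.73 on the log2 scale), the detoxifying enzyme CYP1A1 (2.32 ± 0.59), the intestinal alkaline phosphatase ALPI (1.14 ± 0.29) and the glucose transporter SLC5A1 (0.81 ± 0.19). AQP4, a water channel that was under the background at day 35, was at least 2.62-fold higher, and IDO2, a relative of IDO1, at least 2.42-fold. Of 17 genes of hypoxia and glycolysis, ALDOC (1.30 ± 0.22), EGLN3 (1.01 ± 0.18) and PFKFB4 (0.76 ± 0.17) rose and the other 14 did not pass (3 adjusted over the list alone), and camera gave adjusted p = 0.0122, and 0.0972 with an estimated correlation. Markers of another cell type moved as well: of 23 genes of striated muscle, 6 rose, TNNC1 (1.85 ± 0.29) and ACTN2 (2.09 ± 0.41) among them, and 1 fell (8 and 1 adjusted over the list alone; adjusted p = 0.156 with an estimated correlation). Per rabbit the FF change of the muscle list exceeded that in NF by 0.50 (permutation p = 0.00849, adjusted p = 0.119), or 0.41 without the NF rabbit of day 49 lowest in it (p = 0.0165), and that of the hypoxia list by 0.19 (p = 0.00575, adjusted p = 0.119). Against FFab, where the muscle list mean was 0.37 higher at day 49, these differences were 0.19 (permutation p = 0.379) and 0.13 (p = 0.0568). In FF minus NF the hypoxia list mean was -0.16 at day 35 and 0.03 at day 49. For the muscle list these values were -0.27 and 0.22. For TNNC1 the FF change was -0.40 without the filter on dim probes, where another probe of the gene can be the one read. limma put 1633 genes at an unadjusted p under 0.05 in this comparison, and 329 passed with all 57 arrays.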

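Of the 352 genes, 154 passed in FF and neither in NF, nor in FFab, nor over all rabbits: 93 rose and 61 fell. They include IL17B, a cytokine, whose change was 0.74 on the log2 scale in FF, -0.33 in NF and 0.10 in FFab; NFKBIZ, a regulator of NF-kappa B target genes (0.95, 0.35 and 0.06); and XCR1, a receptor of dendritic cells (0.86, 0.00 and 0.24). Among those that fell is KRT18, a keratin of the epithelium (-0.61, -0.07 and -0.20). In the direction of the FF change, the median change of the 154 genes was 0.62 in FF, on which they were picked, 0.21 in NF and 0.27 in FFab. limma's test of the difference between age changes called 0 of the 154 for FF against NF and 0 for FF against FFab, with 55 and 50 at an unadjusted p under 0.05. Since these genes were chosen for passing in FF and in neither other treatment, the counts of 55 and 50 are raised by that choice. For 125 of them the age effect over all rabbits had an adjusted p under 0.05, short of the minimum fold change. Membership of this set follows from a threshold passed in a single group and is not in itself a test of a difference between groups.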

A set of 188 genes out of the 350 genes were found DE with age only in the FF group (Contrast FF-35-49d, Fig. 1A). Almost two third of the 350 DE genes of the FF group were upregulated (Contrast FF-35-49d, Table 1 and Fig. 1B). 

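In the NF rabbits, 3 genes passed between day 35 (9 rabbits) and day 49 (9 rabbits): the water channel AQP4, at least 2.10-fold higher, the troponin TNNC1 (1.55 ± 0.29, adjusted p = 0.00642), and LVRN, a membrane peptidase, which fell by 1.58 ± 0.29 on the log2 scale. In the FFab rabbits (10 and 9), 6 genes rose: AQP4, at least 1.57-fold; TNNC1 (1.60 ± 0.29); THRSP, a regulator of fat synthesis (1.19 ± 0.26); AKR1C1L, an aldo-keto reductase (1.16 ± 0.23); the B cell factor TNFSF13 (0.90 ± 0.19); and NFKBIE, an inhibitor of NF-kappa B (0.61 ± 0.11). AQP4 and TNNC1 passed in FF as well, so that 2 genes passed in all 3 treatments. TNNC1 was dim at day 35, above background in 4 of 10 FF, 5 of 9 NF and 2 of 10 FFab arrays, which leaves its folds uncertain. LVRN was above background in 4 of 9 NF arrays at day 49, so that the size of its fall is uncertain too, and it lost its call when signal was required on every array. Behind these counts limma placed 489 genes in NF and 651 in FFab at an unadjusted p under 0.05. Both counts move with the setting: NF had 7 genes with all 57 arrays, 10 with the slide as a random block and 12 without the rabbit of day 49 whose fat absorption genes stood highest, and FFab had 15 with the random block, 24 with array weights and 0 when fitted on its own arrays. Without the filter on dim probes the TNNC1 value turned to -0.29 in NF and was 0.06 in FFab, with no call in either, and with all 57 arrays THRSP lost its call in FFab. Without that filter TNNC1 can be read from another probe, so that its call in all 3 treatments may rest on the probe kept.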

When coprophagia was prevented, the number of DE genes between 35 and 49 days of age was very low (10 DE genes for NF group, Additional File 5) and was equivalent to the number of DE genes of pups that had access to feces from does treated with antibiotics (9 DE genes for the FFab group, Additional File 6). According to age, the log2 fold change (log2FC) values of the ileal transcriptome varied from − 1.96 to 3.06 (Additional File 3) and the age-related DE variability was the highest in the FF group (– 3.37 to 3.96, Table 2, Additional File 4) compare to that in the NF and the FFab group whom log2FC values ranged from − 0.77 to 2.12 and − 0.60 to 1.43 respectively (NF group, Additional file 5, FFab group, Additional File 6).

**Table 1:** Number of genes found up- or down-regulated (|log2FC|> 0.5 and p-adjust value < 0.05) according to age and treatment, and probe gene annotation.

	Genes up-regulated	Genes down-regulated	Total DE genes	Gene annotation	
				HUGO	Ensembl ID
Age	149	60	209	95%	93%
Groups	0	0	0	0	0
Age contrast within groups					
NF between 35 and 49 days	7	3	10	100%	100%
FF between 35 and 49 days	231	119	350	89%	91%
FFab between 35 and 49 days	8	1	9	89%	89%

In the NF group, ingestion of feces was prevented, in the FF and the FFab groups, rabbit pups had access in the nest to feces excreted by unrelated does receiving either no antibiotic or treated with tiamulin and tetracycline.

**Figure 1:**
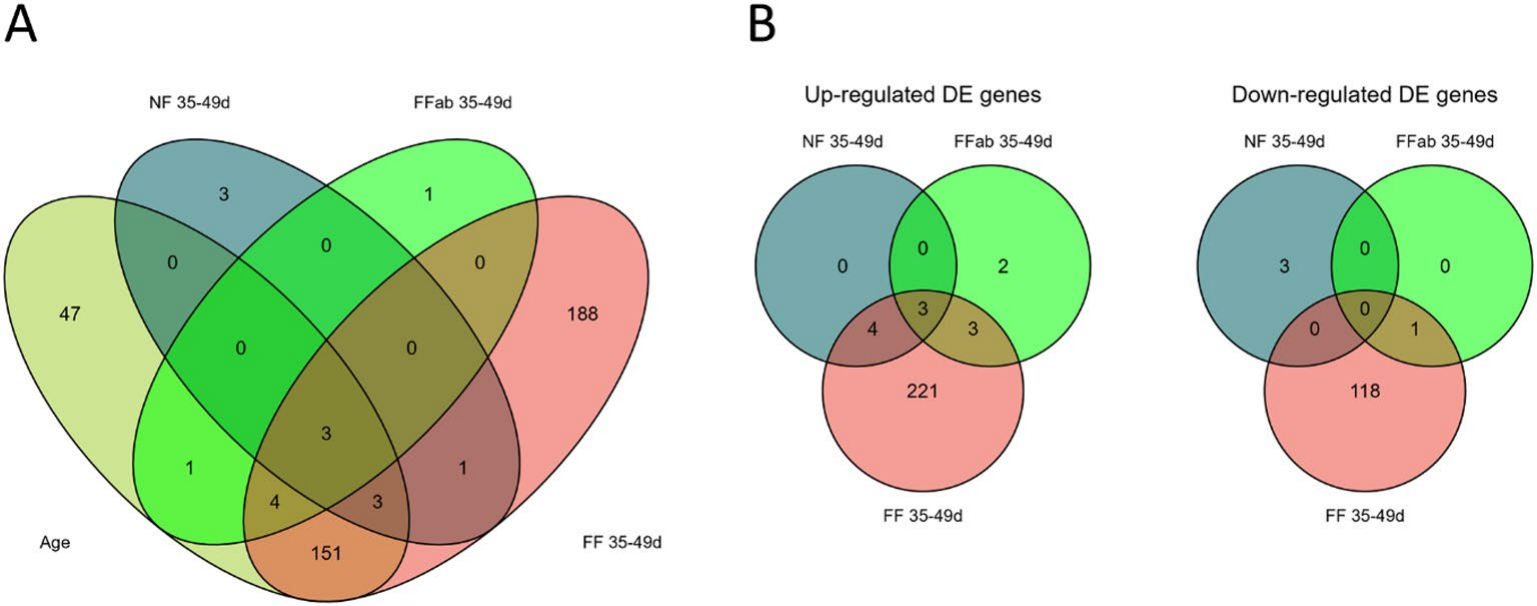
Venn diagram of differentially expressed (DE) genes according (**A**) to the age effect and the 3 contrast analyses and (**B**) for up- and down regulated DE genes between 35 and 49 days of age in NF group, where ingestion of feces was prevented, in the FF and the FFab groups where pups had access in the nest to feces excreted by unrelated does receiving either no antibiotic or treated with tiamulin and tetracycline.

**Table 2:** Top-ten up- and down-regulated DE genes in the ileum according to age in the FF group where rabbit pups had access in the nest to feces excreted by unrelated does receiving no antibiotics.

Up-regulation			Down-regulation		
Gene symbol	Log2FC	Adj.P.val	Gene symbol	Log2FC	Adj.P.val
REG3G	3.96	3.95E–04	FGF19	− 3.37	3.82E–06
IDO1	3.59	4.17E–02	HMGCS2	− 3.01	1.03E–03
DDX60	3.17	1.57E–04	NPC1L1	− 2.79	4.58E–02
UBD	2.85	5.63E–03	TM4SF4	− 2.38	1.42E–02
GZMH	2.66	1.78E–03	CA1	− 2.20	6.75E–03
USP18	2.40	5.34E–03	EPOR	− 2.02	3.51E–02
HERC5	2.39	7.26E–04	MMP1	− 1.94	2.02E–02
GBP1	2.37	1.16E–03	NR0B2	− 1.83	2.36E–02
LYG2	2.21	1.12E–03	ANXA13	− 1.63	5.45E–03
XAF1	2.18	1.73E–03	NPL	− 1.57	1.21E–03

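The 3 genes with the smallest p for a difference in age change between FF and NF were LSMEM1, a membrane protein (2.74 ± 0.67 on the log2 scale), UTP15, a protein of ribosome assembly (-0.51 ± 0.13), and DNAI7, a part of motile cilia (0.86 ± 0.23), each with adjusted p = 0.712. The value of LSMEM1 is uncertain, since it stood above background in 1 of 10 FF arrays at day 35. For FGF19 the difference was -2.95 ± 0.79 and for the mucin MUC12 1.15 ± 0.42, neither of which passed. limma's test of this difference called 0 of 7988 genes, with 354 at an unadjusted p under 0.05. On simulated arrays it found 37.9% of differences planted at 1.5-fold, 76.1% at 2-fold and 89.2% at 3-fold. Of 38 interferon genes all planted at 2-fold it found 26.3%. The age changes of FF and NF correlated across the genes with r = 0.632 (jackknife SE 0.0854 over rabbits; genes are not independent replicates). The 352 genes changed in FF had, in the direction of that change, a median of 0.38 ± 0.08 (jackknife SE) in NF and 0.41 ± 0.14 in FFab, and 93.5% and 98.6% of them moved in the FF direction. Their median of 0.89 in FF is the size on which they were selected.

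**Figure D1:**
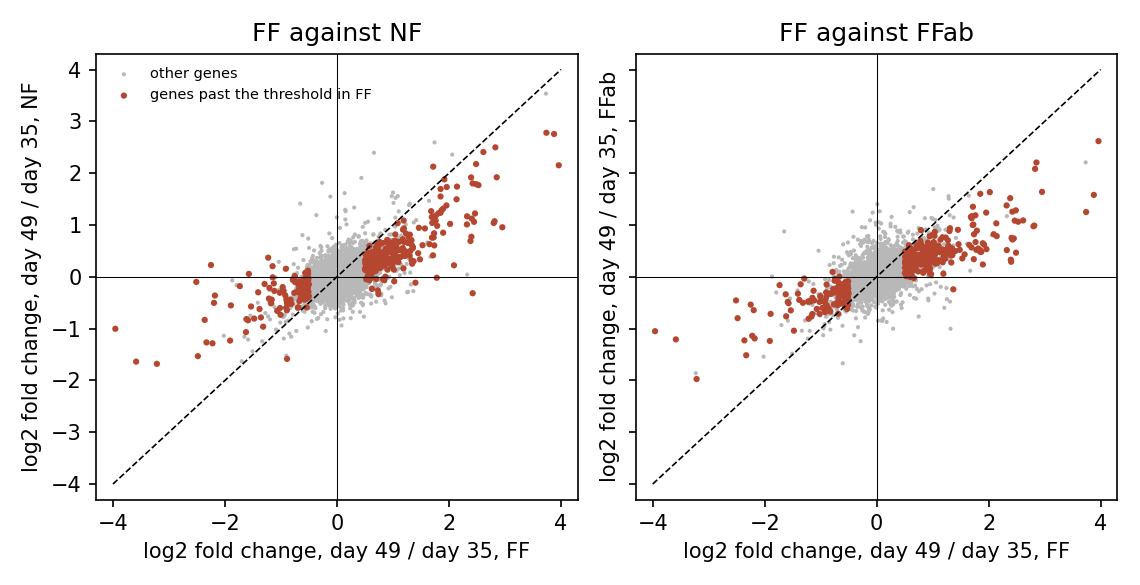
Log2 fold change from day 35 to day 49 in FF against NF (left) and FFab (right) for 7988 genes. Red: the 352 genes past the threshold in FF. Dashed line: equal change in both treatments.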

Altogether, the higher number of DE genes in the FF group between 35 and 49 days of age compared to the NF group suggests that coprophagia early in life modulates ileal maturation. 

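NF and FFab did not differ detectably in any gene's age change: limma called 0 of 7988, with 67 at an unadjusted p under 0.05. The smallest p-values were those of LRP2BP (-1.23 ± 0.40 in NF minus FFab), the HSP90 cochaperone FKBP4 (0.34 ± 0.11) and the replication factor RFC3 (-0.73 ± 0.26). Between FF and FFab 0 genes passed too (222 at an unadjusted p under 0.05), and FGF19 came first with -2.91 ± 0.78, then SLN, a regulator of the muscle calcium pump (-1.19 ± 0.33), and the potassium channel KCNA10 (2.32 ± 0.70), whose value is uncertain, since it stood above background in 3 of 10 FF and 4 of 10 FFab arrays at day 35. Across genes the age changes of NF and FFab correlated with r = 0.615 (jackknife SE 0.121), no more closely than those of FF and FFab (0.650, SE 0.0982). In the genes of the interferon response the list mean changed by 1.14 in NF and 0.46 in FFab, a difference of 0.69 (permutation p = 0.138), and the difference between FF and FFab was 1.01 (p = 0.0492, adjusted p = 0.361 over 42 lists), and 0.77 (p = 0.0820) without the FF genes of the paper.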

Similarity of gene expression profile (number and level of gene DE) between the NF and the FFab groups suggest that ingestion of feces from antibiotic-treated does might dampen the effects of coprophagia on the gene expression. Does were treated with tetracyclin and tiamulin antibiotics. These antibiotics are used in veterinary medicine and particularly in rabbit farming to treat Epizootic Rabbit Enteropathy^13^. Both were found in the feces of the unrelated treated does (38.2 μg/g feces and 0.97 μg/g feces for tetracycline and tiamulin, respectively^4^). Both have a broad antimicrobial spectrum of activity against gram-negative and gram-positive bacteria. Tetracycline antibiotics bind to the bacterial 30S ribosomal subunit and prevent translation^14^. In the same way, the tiamulin antibiotic targets the 50S subunit of the bacterial ribosome inhibiting protein synthesis^15^. Thus, the presence of these antibiotics in the ingested feces might have altered ileal bacterial community of pups and might have further indirectly impacted their ileal transcriptome. In addition, similar effects of preventing coprophagia and ingesting feces from antibiotic-treated does may indicate that the gene expression effects observed following feces ingestion (FF group) are more likely to be related to the feces bacterial load rather than its nutritional content (feces residual dietary fibers, microbial protein or vitamins^5^). Altogether, the dampening of immune development in the ileum, after weaning, when pups ingested the feces from does treated by antibiotics could thus involve two complementary mechanisms: (i) indirectly through the lack of vertical transmission of bacterial taxa and (ii) directly through antimicrobial action of the residual antibiotics present in feces. To further investigate whether coprophagia in suckling rabbits alters the ileal microbiota composition after weaning, we carried out V3-V4 amplicon sequencing of the 16S RNA genes. Although we observed an effect of age on α and β diversity and taxonomic composition of ileal microbiota, no effect of early life coprophagia was observed on the microbiota after weaning (Additional File 7). We had previously shown, using the same experimental design, that preventing coprophagia delayed cecal microbiota maturation with the strongest effect observed at day 35 and day 49. The difference in results between these two digestive segments could be explained in particular by the greater inter-individual variability in the composition of the microbiota in the ileum compared with the caecum^16^. We hypothesize that coprophagia in suckling rabbit could influence the gut microbiota establishment in both ileum and caecum but that these changes could persist after weaning only in the large intestine due to the overall higher stability of the microbial community in this region. The greater ileal microbial variability compared to cecum microbiota might be explained by the influence of the environmental bacterial metacommunity with the introduction of feed and caecotrophy that take place after weaning (i.e. ingestion of soft feces from the anus) in the rabbit.

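Genes that present peptides on MHC class I rose as a group in the FF rabbits (10 at day 35, 9 at day 49): 9 of 12 measured members rose, 0 fell and 3 did not pass (9 adjusted over the list alone). They include the immunoproteasome subunit PSMB8 (1.36 ± 0.29 on the log2 scale), the class I heavy chain RLA-A2 (1.05 ± 0.23), the peptide-trimming enzyme ERAP1 (0.96 ± 0.20) and the proteasome activator PSME2 (0.68 ± 0.14). camera gave the list adjusted p = 4.8e-09, and 0.106 with an estimated correlation. The mean level of the list rose by 0.758 per rabbit (exact permutation test, p = 4.5e-04, adjusted p = 0.00382), in 8 of 9 slides, with a slide mean of 0.742. In NF the list mean was 0.36 higher at day 49 (exact permutation p = 0.0510, 0 of 12 genes passing) and in FFab 0.245 (p = 0.251, 0 of 12); with all 57 arrays the NF value was 0.49. The change in FF differed from that in NF by 0.40 (permutation p = 0.103) and from that in FFab by 0.51 (p = 0.0553). The list mean of FF stood 0.35 under that of NF at day 35 and 0.05 over it at day 49.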

In the FF group, early life coprophagia up-regulated genes during the first two weeks after weaning (Table 2, Additional File 4) that code for antimicrobial peptides (REG3G, LYG2), mucin production (MUC13), cytokines and chemokines (CCL4, CCL5, CXCL9, CXCL10, CXCL11, CXCR6, IL15, IL17B, IL18, IFNG, TNFSF10), and some of their binding protein (IL18BP), and receptor (IL18R1), pattern recognition receptors (TLR3, IFIH1), and associated interferon regulatory transcription factor (IRF1, IRF7) and proteins involved in immunoglobulin A secretion (PIGR, TNFSF13, TNFRSF17) or antiviral responses (ISG15, DDX60; HERC5, MX1). To gain functional insight into the FF group up-regulated gene list between 35 and 49 days of age, pathway enrichment analysis was carried out. The 144 significant GO annotations indicated that the enriched biological processes were related to defense response and regulation of defense response, to type I interferon signaling and immune system process (Fig. 2, Additional File 8). 

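Among the genes that fell in FF were FGF19, the bile acid hormone (-3.96 ± 0.55, adjusted p = 9.9e-06), and NPC1L1, the cholesterol transporter of enterocytes (-3.22 ± 1.04). NPL, which breaks down sialic acid (-2.51 ± 0.49), the carbonic anhydrase CA1 (-2.48 ± 0.67) and TM4SF4 (-2.36 ± 0.66) fell as well. The size of the fall of NPL is uncertain, since it stood above background in 6 of 9 FF arrays at day 49. Of 26 genes of bile acids and cholesterol, 3 fell (FGF19, NPC1L1 and the nuclear receptor NR0B2, -1.89 ± 0.57), 0 rose and 23 did not pass (4 fell adjusted over the list alone), and the list as a whole had adjusted p = 0.605 in camera. Of 20 genes of dietary fat absorption, SLC27A4, a fatty acid transporter, fell (-1.38 ± 0.42; 3 adjusted over the list alone), and the list had adjusted p = 0.431. Among 12 markers of red blood cells 3 fell, CA1 included, and the list's fall (adjusted p = 0.0265) is lost with an estimated correlation (adjusted p = 0.315). The bile acid list had a mean change of -0.318 per rabbit (exact permutation p = 0.0247, adjusted p = 0.0649, slide mean -0.337), which rests mainly on those 3 genes, since the median over the list was 0.08 and 17 of the 26 were higher. In NF the mean changed by -0.0572 and in FFab by 0.0101. NPC1L1 lost its call with the median signal, with a normexp background and with no filter on dim probes, and CA1 with only the FF arrays fitted. GO terms were not tested here.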

The pathway enrichment analysis for the down-regulated gene list 35d-49d FF contrast lead to only 7 significant GO annotations and was not further analyzed.

**Figure 2:**
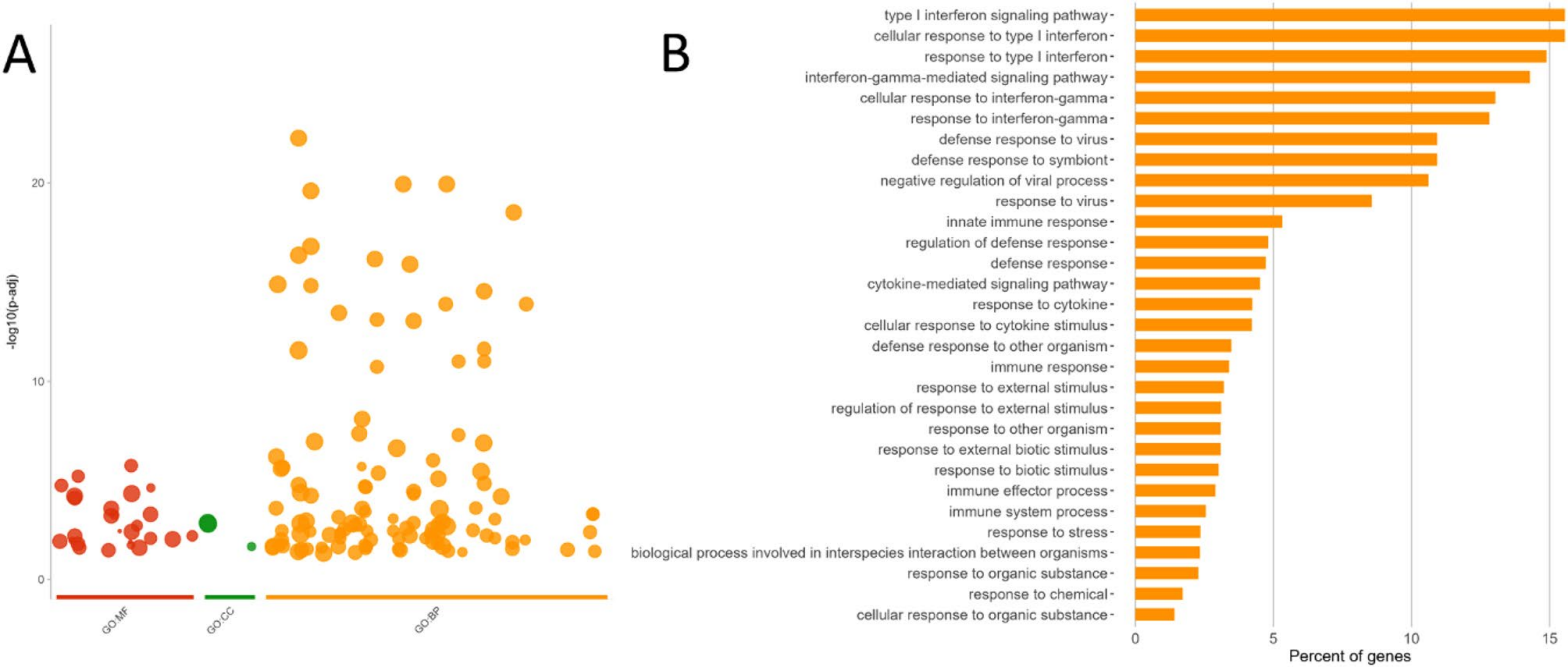
GO analysis of annotated and up-regulated differentially expressed genes in the FF group in the two weeks after weaning where pups had access in the nest to feces excreted by unrelated does not treated with antibiotics. (**A**) Manhattan plot illustrating the significantly changed terms enriched by GO for the Molecular Function (MF), Cellular Component (CC) and Biological Process (BP). The x-axis represents functional terms that are grouped and color-coded by data sources (e.g. Molecular Function from GO is red). The y-axis shows the adjusted enrichment p-values in negative log10 scale. (**B**) Histogram of percentage of enriched genes for the 25 first Biological Process (p adj < 0.025).

### Coprophagia in early life enhances type I interferon signaling pathway in the ileum after weaning

Type I interferons (IFN) are central regulators of innate and adaptive immune responses^17^. The production of type I IFN is triggered upon detection of microbial products by pattern recognition receptors (PRR) such as “toll-like receptor 3” (TLR3), “DEAD box and DEAH box helicases” (DEXD-box/DDX60) and “melanoma differentiation-associated gene 5” (MDA5/IFIH1)^17^. 

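In the FF rabbits 4 genes of the sensing of viral RNA rose from day 35 (n = 10) to day 49 (n = 9). The helicase DDX60, which promotes RNA sensing, was 13.4-fold higher (log2 3.74 ± 0.68, adjusted p = 3.1e-04), RIGI, the receptor RIG-I, 3.65-fold (1.87 ± 0.41, adjusted p = 0.00237), the endosomal receptor TLR3 1.91-fold (0.93 ± 0.20, adjusted p = 0.00186) and IFIH1, also known as MDA5, 1.74-fold (0.80 ± 0.19, adjusted p = 0.00426). On the log2 scale DDX60 changed by 2.78 ± 0.72 in NF (adjusted p = 0.134) and 1.25 ± 0.68 in FFab (adjusted p = 0.657), TLR3 by 0.29 ± 0.20 and 0.45 ± 0.20, and IFIH1 by 0.46 ± 0.19 and 0.24 ± 0.19, none of which passed. With the slide as random block DDX60 was called in NF (adjusted p = 0.0477). The difference in age change between FF and NF was 0.96 ± 1.00 for DDX60 and 0.64 ± 0.28 for TLR3, and between FF and FFab 2.49 ± 0.97 and 0.48 ± 0.28, and limma passed none of these. A separate list of 13 sensors of nucleic acids and microbes holds TLR3 but not the other 3 genes. Of it TLR3 alone rose in FF and 12 did not pass (1 adjusted over the list alone), with a mean of 0.13 and adjusted p = 0.341 in camera. No rise of this list was detected, and since it leaves out those 3 genes it cannot decide whether such sensors rose as a class.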

TLR3, DDX60 and IFIH1 were up-regulated between D35 and D49 in FF rabbits (+ 1.8, + 9.0 and + 1.7 FC, Fig. 3). Signaling pathways downstream of these PRR activate “interferon regulatory factors” (IRF), and DExH-box helicase 58 (LGP2/DHX58), which acts as a regulator of DDX58/RIG-I and IFIH1^18^. IRF and DHX58 thus regulates the production of type I IFN^17^. 

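Transcription factors of the interferon pathway rose in the FF rabbits: IRF7, which drives interferon genes, by 3.78-fold (log2 1.92 ± 0.51, adjusted p = 0.0119), IRF1 by 1.98-fold (0.99 ± 0.28, adjusted p = 0.0187) and IRF9, a factor of the same family, by 1.76-fold (0.82 ± 0.18, adjusted p = 0.00214). DHX58, also known as LGP2, a regulator of RNA sensing, rose by 2.29-fold (1.19 ± 0.27, adjusted p = 0.00329). In NF the log2 changes were 1.88 ± 0.52 for IRF7 (adjusted p = 0.233), 0.47 ± 0.29 for IRF1 and 0.93 ± 0.28 for DHX58, and in FFab 0.62 ± 0.51, 0.33 ± 0.28 and 0.36 ± 0.27, with no call by limma. The change in FF differed from that in NF by 0.04 ± 0.73 for IRF7 and 0.26 ± 0.39 for DHX58, and from that in FFab by 1.30 ± 0.72 and 0.83 ± 0.38, none past the threshold.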

IRF1, IRF7 and DHX58 were upregulated between D35 and D49 in FF rabbits (+ 1.7, + 3.8 and + 2.2 FC, respectively). Subsequently, the released type I IFN trigger the binding of “signal transducer and activator of transcription” (STAT1 and STAT2) and IRF9 which together activate the transcription of “interferon-stimulated genes” (ISG)^17^. Type I IFN can also signal through STAT1 homodimers. STAT1 was upregulated between D35 and D49 in rabbits that had ingested feces from doe in early life (+ 2.1 FC). Accordingly, numerous ISG^19^ were also upregulated, including ISG15 (+ 3.9 FC), “ubiquitin specific peptidase 18” (USP18, + 5.3 FC), “myxovirus resistance 1” (MX1,  + 3.3 FC), “IFN-inducible double-stranded RNA-dependent protein kinase” (PKR/EIF2AK2,  + 1.8 FC), “oligoadenylate synthetase” (OAS) OAS2, OAS3, OASL (+ 1.7, 1.7 and 3.1 FC respectively), “interferon induced protein” (IFI) IFI44, IFI35, IFI44L, IFIT3, IFIT5. (+ 3.5, + 2.1, + 2.7, + 3.3 and + 2.1 FC, respectively) and CXC-chemokine ligand 9 (CXCL9)^17^. 

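The ubiquitin-like ISG15 rose in FF by 3.89-fold (log2 1.96 ± 0.60), its protease USP18 by 6.12-fold (2.61 ± 0.64), its ligase HERC5 by 5.6-fold (2.48 ± 0.50) and the antiviral GTPase MX1 by 3.72-fold (1.90 ± 0.49). Also past the threshold were EIF2AK2, the RNA-dependent kinase PKR (0.90 ± 0.24), the RNA-degradation activators OAS2 (1.69 ± 0.44) and OAS3 (1.08 ± 0.35), and IFI44 (2.14 ± 0.50), IFI44L (2.53 ± 0.43), IFI35 (1.18 ± 0.38), IFIT3 (1.85 ± 0.57) and IFIT5 (1.19 ± 0.38). OASL had a log2 value of 2.06 ± 0.72 with adjusted p = 0.068; it passed with the slide as a block (0.0280), without the FF rabbit of day 35 highest in interferon genes (0.0277) and without the NF rabbit of day 49 highest in them (0.0497). In turn OAS3 lost its call with 75th percentile scaling, a normexp background, no filter on dim probes and only the FF arrays fitted, IFI35 and IFIT5 with the last 2 of these settings, and ISG15 and IFIT3 with the last. IFI35 lost it also without genes named by the paper's tables alone. OAS2 stood above background in 4 of 10 FF arrays at day 35 and IFI44L in 5, so that their folds rest in part on dim signals. Of the 19 interferon genes that the paper names, 18 rose in FF (19 adjusted over the list alone) and 0 passed in NF (15 adjusted over the list alone) or in FFab (0). The study chose them on these samples, so that their count is not independent evidence of the direction. In NF, USP18 had 2.41 ± 0.66, HERC5 2.18 ± 0.51 and IFI44L 1.77 ± 0.44, and in FFab 1.09 ± 0.64, 1.28 ± 0.50 and 1.06 ± 0.43, with no call in either. HERC5 in NF was called with all 57 arrays (adjusted p = 0.0382), the slide as random block (0.0337), array weights (0.0101), the authors' value table (0.0474) and without the NF rabbit of day 49 highest in fat absorption genes (0.0149), and IFI44L in NF without that rabbit (0.0317).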

Overall, our results indicate that type I IFN signaling was strongly activated between D35 and D49 in the ileum of rabbits that ingested feces from doe in early life. 

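On a list of interferon response genes, 32 of 38 measured members rose in FF, 0 fell and 6 did not pass (33 adjusted over the list alone), with a mean log2 fold change of 1.47. Of these members, 19 are named through the paper's tables of changed genes alone, and so were picked on these samples, and of the other 19, 15 rose with a mean of 1.21 (0.86 in NF and 0.37 in FFab). GBP1, a GTPase that attacks pathogens (2.45 ± 0.52), XAF1, a promoter of cell death (2.49 ± 0.56), EPSTI1 (1.82 ± 0.36) and PARP9 (1.16 ± 0.22) are among the 32. camera gave adjusted p = 3.8e-31, and 0.0962 with an estimated correlation, since these genes rise and fall together. Per rabbit the mean level of the list went from 8.75 ± 0.679 (SD, n = 10) to 10.2 ± 1.03 (n = 9) in FF (exact permutation test, p = 0.00219, adjusted p = 0.0107), higher in 8 of 9 slides with a slide mean of 1.45. In NF it went from 8.79 ± 0.673 (n = 9) to 9.93 ± 0.827 (n = 9), with 0 of 38 genes past the threshold but 27 adjusted over the list alone (exact permutation p = 0.00304, adjusted p = 0.0314, higher in 8 of 8 slides, slide mean 1.01, camera adjusted p = 0.0455 with an estimated correlation). With NF rabbit 78 of day 35 added, the NF difference was 1.18. In FFab it went from 8.83 ± 0.565 (n = 10) to 9.29 ± 0.599 (n = 9), with 0 of 38 passing, also adjusted over the list alone (exact permutation p = 0.106, higher in 8 of 9 slides, slide mean 0.502). The FF change exceeded the NF change by 0.33 (permutation p = 0.542), so that a difference between them was not detected, and single rabbits move it: 0.57 without the NF rabbit of day 49 highest in these genes, 0.51 without the highest FF rabbit of day 35 and 0.12 without the highest NF rabbit of day 35 (permutation p = 0.262, 0.319 and 0.810). Of the 8 measured members that are not among the paper's FF genes, 3 rose in FF. The paper reads the sensors, factors and target genes that rose in FF rabbits as pointing to activated type I interferon signaling after weaning.

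**Figure D2:**
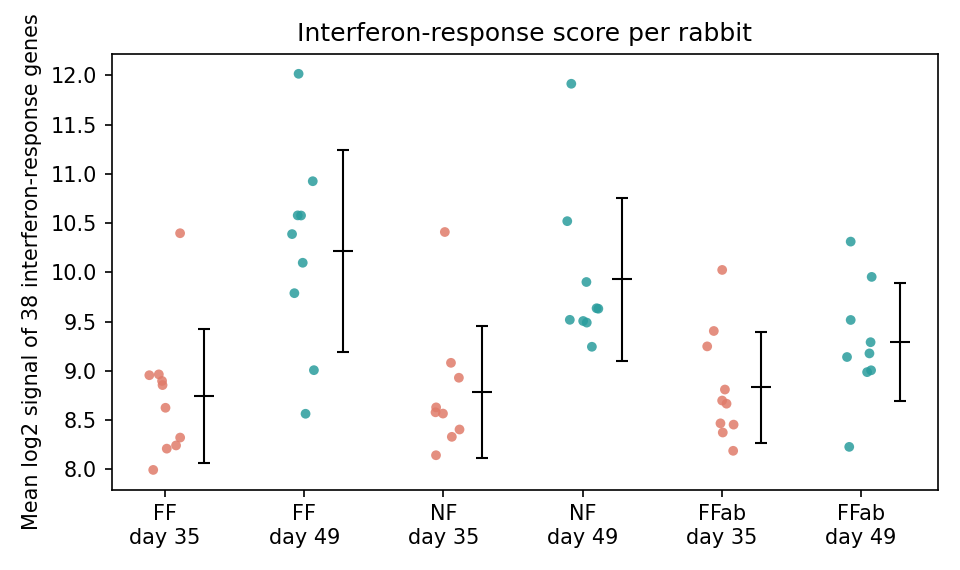
Mean log2 signal of 38 interferon response genes in each rabbit, by treatment and day. Points are rabbits; bars show mean and SD.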

We hypothesize that ingestion of adult feces in early life might have resulted in the implantation of bacterial species able to activate type I IFN signaling. Indeed, the gut microbiota plays an essential role in the induction of type I IFN signaling in the gut, as demonstrated by experiments in germ-free or antibiotics treated mice. Depletion of microbiota prior to virus infection blunted the type I IFN response^20^. Various mechanisms underlying the microbial enhancement of type I IFN signaling have been described, including the detection by TLR3 of double-stranded RNA from commensal bacteria of the small intestine^21^ or involving immunomodulatory bacterial metabolites such as desaminotyrosine^22^.

**Figure 3:**
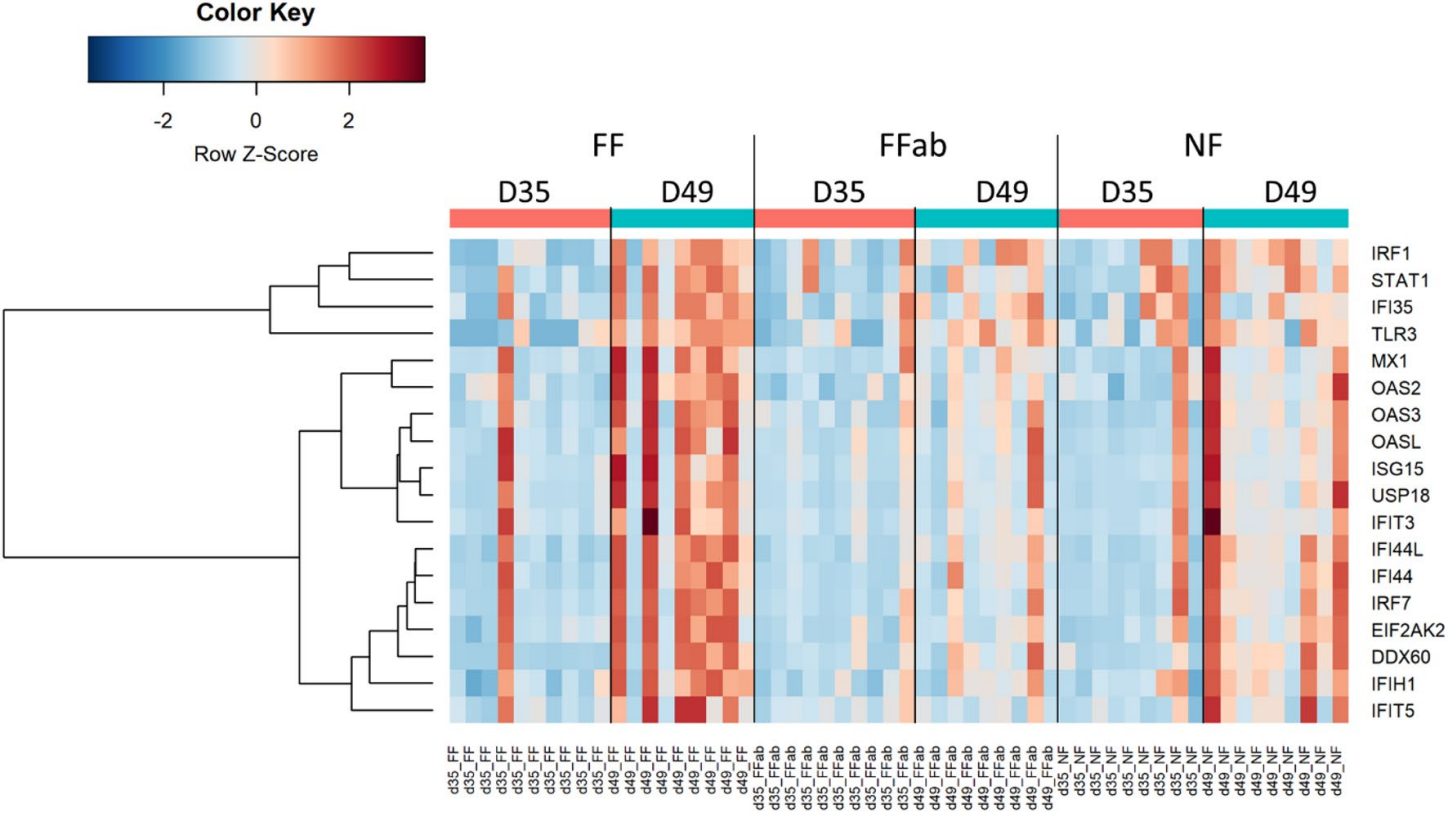
Type I interferon signaling pathway in the ileum of young rabbit after weaning in the NF group, where ingestion of feces was prevented, in the FF and the FFab groups where pups had access in the nest to feces excreted by unrelated does receiving either no antibiotic or treated with tiamulin and tetracycline. Heatmap representing the expression level of genes involved in type I interferon signaling pathway (rows) in individual samples (columns). The colors represent the Z-scores (row-scaled expression) from low (blue) to high values (red). Genes (rows) were clustered by the ward.D method.

### Coprophagia in early life activates immune responses in the ileum after weaning

The intestinal epithelium plays an important role in the gut barrier function^23^. Epithelial cells limit the quantity of live bacteria at the mucosal surface through the secretion of antimicrobial peptides such as the C-type lectin “regenerating islet-derived protein 3 gamma” (REG3G) or lysozymes^23^. REG3G and “lysozyme G2” (LYG2) were up-regulated between D35 and D49 in FF rabbits (+ 15.6 and + 4.6 FC, respectively, Fig. 4). 

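REG3G, a lectin that kills Gram-positive bacteria, was 15.6-fold higher at day 49 in FF (adjusted p = 6.6e-04) and LYG2, a lysozyme that cuts bacterial walls, 5.22-fold (log2 2.38 ± 0.51, adjusted p = 0.00185). In NF the log2 changes were 2.15 ± 0.79 for REG3G and 0.69 ± 0.52 for LYG2, and in FFab 2.62 ± 0.77 and 1.52 ± 0.51, with adjusted p of 0.504, 0.986, 0.226 and 0.321. The age change of REG3G differed between FF and NF by 1.81 and between FF and FFab by 1.34, for LYG2 these differences were 1.69 ± 0.72 and 0.87 ± 0.72, and none passed. Of 15 measured antimicrobial proteins, these 2 rose in FF and 13 did not pass (3 rose adjusted over the list alone), while RNASE6 had 0.70 ± 0.26 and ITLN2, an intelectin, 1.29 ± 0.54. Adjusted over the list alone, 3 rose in FFab as well and 0 in NF. camera gave the list adjusted p = 0.0342, and 0.315 with an estimated correlation. Its mean level per rabbit rose by 0.557 in FF before adjustment (exact permutation p = 0.0398, adjusted p = 0.0930, higher in 7 of 9 slides, slide mean 0.594), beside 0.130 in NF (p = 0.564) and 0.117 in FFab (p = 0.646). Without the FF rabbit of day 35 that stood apart as lowest in this list the FF value was 0.439 (exact permutation p = 0.0760).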

Epithelial cells also keep bacteria at distance by the expression of transmembrane mucins that form a protective layer called glycocalyx^24^. The transmembrane mucins MUC13 was up-regulated between D35 and D49 in FF rabbits (+ 1.8 FC). 

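The transmembrane mucin MUC13 rose in FF by 1.8-fold (log2 0.85 ± 0.19, adjusted p = 0.00372), and MUC12, another mucin anchored in the membrane, by 2.79-fold (1.48 ± 0.29, adjusted p = 7.0e-04). AGR3, a protein-folding enzyme of secretory cells, rose as well (0.98 ± 0.26). These are the 3 of 11 measured genes of mucins and goblet cells that passed, 0 fell (3 and 0 adjusted over the list alone), and the list's rise in camera (adjusted p = 0.0359) is lost with an estimated correlation (adjusted p = 0.185). MUC13 changed by 0.22 ± 0.20 in NF and 0.38 ± 0.19 in FFab, and MUC12 by 0.34 ± 0.30 and 0.52 ± 0.29, none of which passed. The list mean per rabbit was higher at day 49 by 0.242 in FF (exact permutation p = 0.0303, adjusted p = 0.0748, 8 of 9 slides, slide mean 0.270), 0.184 in NF (p = 0.121) and 0.186 in FFab (p = 0.0404). Without the NF rabbit of day 49 that stood apart as highest in this list the NF value was 0.100 (exact permutation p = 0.243). The FF change differed from that in NF by 0.06 (permutation p = 0.703), and by 0.14 without that rabbit (p = 0.277).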

Epithelial cells also participate to the secretion of immunoglobulin A (IgA) in the intestinal lumen, which allows the control of the gut microbiota through immune exclusion^25^. Epithelial cells promote naive B cells class-switch recombination to the IgA isotype through the secretion of “proliferation-inducing ligand” (APRIL/TNFSF13) that activates the receptor “B cell maturation antigen” (BCMA/TNFRSF17)^25^. 

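TNFSF13, known as APRIL, a factor that keeps plasma cells alive and favours the switch to IgA, rose in FF by 1.73-fold (log2 0.79 ± 0.19, adjusted p = 0.00713), and its receptor TNFRSF17, known as BCMA, by 1.94-fold (0.95 ± 0.28, adjusted p = 0.0251). TNFSF13 passed in FFab too (adjusted p = 0.0327), though not with the slide as fixed block (0.0537), with all 57 arrays or with only the arrays compared, and its change in NF was 0.46 ± 0.20, while TNFRSF17 had 0.49 ± 0.29 in NF and 0.57 ± 0.28 in FFab. Of 16 measured genes of IgA secretion 5 rose in FF, 0 fell and 11 did not pass (6 rose adjusted over the list alone), in NF 0 passed and in FFab 1. camera gave the list adjusted p = 0.00478 in FF, and 0.262 with an estimated correlation. Per rabbit its mean level differed by 0.348 between the ages in FF (exact permutation p = 0.0217, adjusted p = 0.0608, 8 of 9 slides, slide mean 0.378), by 0.141 in NF (p = 0.333) and by 0.218 in FFab (p = 0.155), or by 0.314 (p = 0.0208) without the FFab rabbit of day 49 that stood apart as lowest in this list.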

APRIL/TNFSF13 and BCMA/TNFRSF17 were up-regulated between D35 and D49 in FF rabbits (+ 1.7 and + 1.9 FC, respectively). After secretion in the lamina propria by plasmocytes, IgA bind to the polymeric immunoglobulin receptor (PIGR) at the basolateral side of epithelial cells before transcytosis towards the intestinal lumen^25^. 

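PIGR, the receptor that carries IgA across the epithelium, rose in FF by 1.93-fold (log2 0.95 ± 0.22, adjusted p = 0.00459). Its change was 0.61 ± 0.23 in NF (adjusted p = 0.526) and 0.78 ± 0.22 in FFab (adjusted p = 0.205), and over all rabbits 0.78 ± 0.13 (adjusted p = 2.6e-05). With array weights it was called in FFab too. The FF change exceeded that in NF by 0.33 ± 0.32 and that in FFab by 0.16 ± 0.31 in limma's test of the difference, which passed neither. The heavy chain gene IGHM of IgM, which PIGR carries as well, rose by 1.18 ± 0.26 in FF and had 0.56 ± 0.27 in NF and 0.76 ± 0.26 in FFab, with adjusted p of 0.00264, 0.807 and 0.345.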

PIGR expression was up-regulated between D35 and D49 in FF rabbits (+ 1.9 FC). Ileal IgA levels were further quantified to assess whether upregulation of PIGR could affect its secretion into the lumen. As expected, IgA levels decreased in all groups (Additional File 9), but were not different between groups. This decrease in IgA levels reflects the transition from passive immunity provided by milk ingestion to the development of an endogenous adaptive immune system. According to Paës et al.^26^, a significant increase of caecal IgA concentration after weaning was only observed at postnatal day 57. Thus, in our study, the up-regulation of genes involved in IgA secretion (PIGR, APRIL/TNFSF13, BCMA/TNFRSF17) during the first 15 days after weaning may not be sufficient to translate into IgA levels in the lumen.

**Figure 4:**
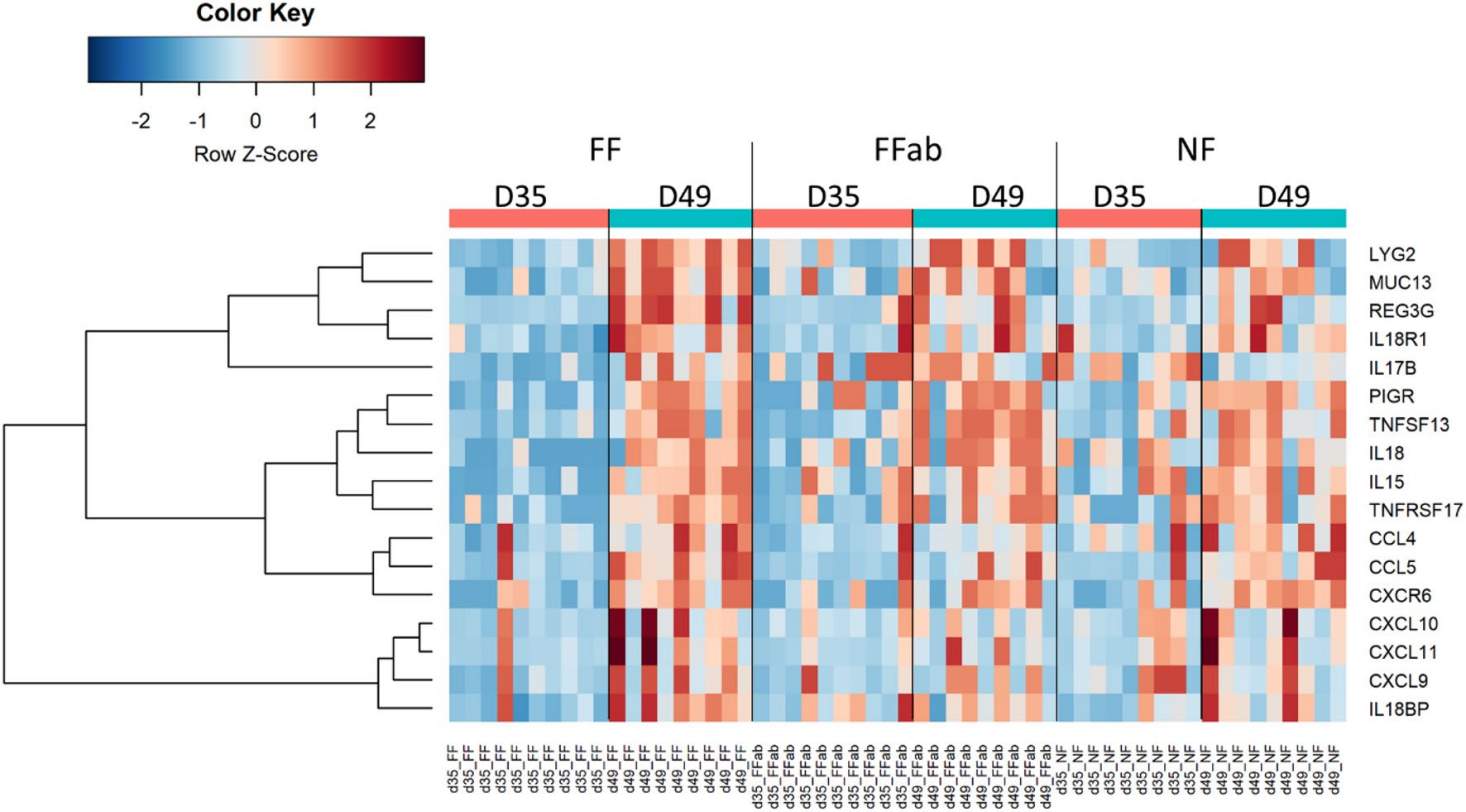
Immune response pathway in the ileum of young rabbits after weaning in the NF group, where ingestion of feces was prevented, in the FF and the FFab groups where pups had access in the nest to feces excreted by unrelated does receiving either no antibiotic or treated with tiamulin and tetracycline. Heatmap representing the expression level of genes involved in immune responses (rows) in individual samples (columns). The colors represent the Z-scores (row-scaled expression) from low (blue) to high values (red). Genes (rows) were clustered by the ward.D method.

Epithelial detection of microbes triggers the secretion of cytokines that recruit and activate innate and adaptive immune cells, which in turn also produce cytokines that, as a whole, regulate mucosal immune responses. Numerous cytokines and related receptors were up-regulated between D35 and D49 in the ileum of FF rabbits: C–C motif ligand 4 (CCL4, + 2 FC), CCL5 (+ 4.3 FC), C-X-C motif chemokine 9 (CXCL9, + 2.6 FC), CXCL10 (+ 3.3 FC), CXCL11 (+ 2.7 FC), C-X-C chemokine receptor type 6 (CXCR6, + 1.7 FC), Interferon γ (IFNG, + 1.5 FC), interleukin 15 (IL15, + 2.2 FC), IL18 (+ 1.6 FC), IL18 receptor 1 (IL18R1, + 1.8 FC), IL18 binding protein (IL18BP, + 1.7 FC) and IL17B (+ 1.6 FC). 

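Of 33 measured cytokines and chemokines, 13 rose in FF, 0 fell and 20 did not pass (15 rose adjusted over the list alone). Among them are CCL5, which draws T cells, with 5.36-fold (log2 2.42 ± 0.57, adjusted p = 0.00457), CCL4 (1.04 ± 0.33), the interferon-induced chemokines CXCL10 (1.90 ± 0.58) and CXCL11 (2.47 ± 0.76), and CXCR6, a homing receptor of T cells (0.92 ± 0.28). IL15, which maintains intraepithelial lymphocytes, rose by 2.46-fold (1.30 ± 0.24, adjusted p = 3.0e-04), interferon gamma, IFNG, by 2.97-fold (1.57 ± 0.46), IL18 by 1.49-fold (0.58 ± 0.14), and so did its receptor IL18R1 (1.28 ± 0.33), its binding protein IL18BP (0.83 ± 0.23) and TNFSF10, the death ligand TRAIL (1.34 ± 0.44). CXCL9 had 1.61 ± 0.54 with adjusted p = 0.0528; it passed with the slide as a block (0.0394), without the FF rabbit of day 35 highest in interferon genes (0.0221), and without the NF rabbit of day 49 highest in those of fat absorption (0.0452) or in those of interferon (0.0421). Calls were lost as well: CXCL11 with the median signal and a normexp background, IFNG with 75th percentile scaling and a normexp background, TNFSF10 with no filter on dim probes and without genes named by the paper's tables alone, and TNFSF10, CCL4, CXCL10 and IL18BP with only the FF arrays fitted. At day 35, CXCL11 and IFNG stood above background in 2 of 10 FF arrays each, which leaves their folds uncertain. camera gave the list adjusted p = 5.9e-07, and 0.0962 with an estimated correlation. Its mean level per rabbit rose by 0.719 in FF (exact permutation p = 0.00247, adjusted p = 0.0107, 8 of 9 slides, slide mean 0.734), and was 0.280 higher in NF (p = 0.142) and 0.150 in FFab (p = 0.433). The difference in this change was 0.44 between FF and NF (permutation p = 0.113) and 0.57 between FF and FFab (p = 0.0461, adjusted p = 0.361). Against NF, the FF mean was 0.34 lower at day 35 and 0.10 higher at day 49.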

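Genes of killer lymphocytes rose in FF: the granzyme GZMH by 6.96-fold (log2 2.80 ± 0.63, adjusted p = 0.00325), CD96, a receptor of T and natural killer cells, by 2.31-fold (1.21 ± 0.26, adjusted p = 0.00216), the death ligand FASLG by 1.94-fold (0.95 ± 0.26, adjusted p = 0.0157) and perforin, PRF1, by 2.06-fold (1.04 ± 0.32, adjusted p = 0.031). With all 57 arrays FASLG and PRF1 lost their calls (adjusted p = 0.123 and 0.160). These are the 4 of 24 measured markers of T and natural killer cells that passed, 20 did not and 0 fell (4 adjusted over the list alone), and camera gave adjusted p = 4.1e-05, and 0.238 with an estimated correlation. The mean level of the list rose by 0.509 per rabbit in FF (exact permutation p = 0.00255, adjusted p = 0.0107, 8 of 9 slides, slide mean 0.513), beside 0.241 in NF (p = 0.0891) and 0.298 in FFab (p = 0.136). The FF change differed from that in NF by 0.27 (permutation p = 0.179) and from that in FFab by 0.21 (p = 0.372). Of 17 immune genes that the paper names, some of them members of the lists above, 16 rose in FF, 0 passed in NF and 1 in FFab (17, 0 and 4 adjusted over the list alone). The study chose them on these samples, so that this is not independent evidence. Their mean rose by 1.47 per rabbit in FF (exact permutation p = 2.2e-05), by 0.712 in NF (p = 8.2e-04) and by 0.737 in FFab (p = 0.0113), higher in 9 of 9, 8 of 8 and 9 of 9 slides. Since they were chosen for their change in FF, a test of that change against NF or FFab would favour FF, and none is given.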

Altogether, our results indicate a cytokine mediated activation of innate and adaptive immune responses in the ileum of FF rabbits after weaning.

Up-regulation of immune responses in the ileum after weaning has been previously reported in mice and this process is partly dependent on the detection of microbes^27,28^. Accordingly, microbial colonization of germ-free mice induces in the small intestine a strong up-regulation of antimicrobial peptides, genes involved in IgA secretion, cytokines and chemokines^28–32^. Thus, the D35-D49 activation of immune responses in the ileum of FF rabbits might be the result of a high microbial stimuli induced by the early life ingestion of adult microbiota. We previously showed that coprophagia accelerated the establishment of microbiota in the cecum before weaning, allowing bacteria belonging to the Ruminoccocaceae family to became predominant at the expense of those belonging to the Bacteroidaceae family^4^.

### Validation of differentially expressed genes by quantitative reverse transcription-PCR (qRT-PCR) analysis

To validate the microarray results, the expression of a set of 14 genes was analysed using real time qRT-PCR on all the samples (n = 56). These genes were selected according to their expression level (up- or down-regulated, Additional File 10). 

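Of the 14 genes chosen for qPCR, 13 were measured on the arrays over the filter, KRT20 being the exception, and in FF 6 of them rose and 5 fell (7 and 6 adjusted over the list alone). The enzyme IDO1 and DGAT1, which makes triglycerides, did not pass (3.73 ± 1.32, adjusted p = 0.0725, and -0.73 ± 0.25, adjusted p = 0.0589). Without the NF rabbit of day 49 whose fat absorption genes stood highest, both did (0.0452 and 0.0295). In NF 0 of the 13 passed, with NR0B2 at -0.55 ± 0.59 on the log2 scale and SLC27A4 at -0.62 ± 0.43. In FFab TNFSF13 alone passed, a call lost with the slide as fixed block, with all 57 arrays and with only the arrays compared, and these 2 genes had -0.72 ± 0.57 and -0.45 ± 0.42. The difference in age change between FF and NF was -1.34 ± 0.82 for NR0B2, which did not pass. The study picked these genes on the samples measured here, so that their directions are not independent evidence. The qPCR values were not analysed here.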

The similarity between the results obtained with the microarray and qRT-PCR is illustrated in Additional File 9. The 14 genes exhibit a significant spearman correlation between microarray gene and qRT-PCR expression measurement confirming the accuracy of microarray gene (Table 3).

**Table 3:** Correlation between qPCR and microarray results for selected genes (n = 56 samples).

Gene	Spearman’s correlation	P-value
REG3G	0.777	< 0.001
HMGCS2	0.655	< 0.001
DGAT1	0.451	< 0.001
SLC27A4	0.558	< 0.001
LYG2	0.850	< 0.001
MUC12	0.729	< 0.001
KRT20	0.560	< 0.001
FGF19	0.891	< 0.001
NPC1L1	0.837	< 0.001
PIGR	0.634	< 0.001
TNFSF13	0.712	< 0.001
IL18	0.532	< 0.001
IDO1	0.639	< 0.001
NR0B2	0.799	< 0.001

## Conclusions

We have shown that early life coprophagia in rabbits induces transcriptomic changes reflecting immune development in the ileum during the first two weeks after weaning. These changes specifically involve the type I interferon signaling pathway but also include innate immune responses involving altogether transcriptional regulation of antimicrobial peptide, mucin and cytokine secretion and adaptative immune responses through transcriptional regulation of IgA secretion. Lack of differential effect on the ileal transcriptome between 35 and 49 days induced by prevention of early life coprophagia or by ingestion of feces from antibiotic treated does suggest that the effects of coprophagia on ileal maturation after weaning involve vertical transfer of microbes or microbial metabolites. Thus, we propose that the protective effect of early life coprophagia on rabbit survival is mediated by its effects on immune system development in the ileum after weaning. 

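Between FF and the other groups the counts of genes that passed differed, 352 against 3 and 6. Direction differed less: 93.5% and 98.6% of the 352 moved in the FF direction in NF and FFab. Their median change in that direction was 0.89 in FF, on which they were picked, 0.38 in NF and 0.41 in FFab. A change beyond 0.5 in the FF direction was seen for 130 of them in NF and 125 in FFab. These fell short of the adjusted p in nearly every case, since 3 of the 352 passed in NF and 4 in FFab. Of the 352, 198 also passed over all rabbits, and 87 genes passed over all rabbits without passing in FF. From the few genes changed in NF and FFab beside the many in FF, the paper proposes that microbes or their metabolites, passed from the doe through feces, act on the maturation of the ileum.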

A characterisation of the ileal lamina propria immune cell population would provide additional interesting insights to further understand the effects of early life coprophagia. It would also be interesting to assess whether coprophagia in early life might alter susceptibility to infectious diseases such as epizootic rabbit enteropathy, a common infectious disease affecting rabbits mainly after weaning. Further studies should be conducted to better understand which bacterial taxa or microbial metabolites vertically transmitted from the mother to the pup by coprophagia drive the immune effect of coprophagia. The host-microbiota dialogue is based on intimate interactions involving numerous molecular mechanisms. The recognition of molecular patterns associated with microbes and the action of metabolites resulting from bacterial activity play a role in this context, particularly in the development and maintenance of the integrity of the epithelial barrier and the immune system. Controlling the microbial community building and/or the production of microbial metabolites to optimize this dialogue is a promising avenue of research to promote health around weaning.

## Methods

### Experimental design

All animal housing and handling procedures complied with the guidelines for animal research of the French Ministry of Agriculture and were approved by INRAE Toulouse research center president responsible for the application of ethics in animal experimentation (agreement number C3111316). Rabbit doe and their progeny (PS Hyplus 19 × PS Hyplus 39, commercial hybrids; Hypharm, Roussay, France) were born and reared at the PECTOUL Experimental Unit (INRAE, Castanet-Tolosan, France 10.17180/ftvh-x393). This work was done with the same experimental design used to quantify early life coprophagia and its effects on growth performance, survival rate and cecal microbiota analysis^4^. Briefly, to assess the effect of coprophagia on ileal transcriptome, ileal tissue of 35 and 49 day-old rabbits belonging to the following three groups were used. In the NF group (No access to Feces), ingestion of maternal feces in the nest was prevented, while in the two other groups, FF group (unrelated doe, Foreign Feces) and the FFab group (Foreign Feces from unrelated AntiBiotics treated doe), feces ingestion by the pups was monitored removing the maternal feces from the nest and replacing them with foreign faeces from doe without or with antibiotic supplementation (5, 7, and 9 faeces were provided in each nest from 2 to 13, 14 to 17, and 18 to 20 d, respectively). To prevent or quantify pup fecal pellet ingestion in the nest, initial bedding material (wood shavings and maternal fur) was removed and replaced by a layer of wood shavings and a layer of carded cotton. Suckling was controlled by allowing does access to pups until D20 only once a day for 20 to 30 min in the morning. In all the groups, feces excreted by the mothers in nest boxes were removed immediately after suckling and the cotton layer was removed and replaced with a new one. Foreign fecal pellets were collected from 5 nonlactating, nonpregnant unrelated does from the same husbandry and fed the same experimental diet. After a 15 days adaptation to the diet, fecal pellets were collected for 5 days and frozen. Unrelated does were then treated in drinking water with tetracycline (50 mg/kg body weight) and tiamulin (10 mg/kg body weight). At D35 and D59, ten male or female kits per group were weighed and then euthanized after an injection (20 mg Nesdonal ≅ kg^–1^, Merial, Lyon, France; and 0.3 mL T61 ≅ kg^–1^, Intervet, Beaucouzé, France). Immediately after euthanasia, the ileum was isolated and ileum contents were collected in sterile tubes and stored at − 80 °C until further analysis. The ileal tissue was collected, washed in ice-cold PBS and snap-frozen in liquid nitrogen and stored at − 80 °C. The stomach was isolated and a picture of its contents was taken to confirm the presence or absence of ingested hard fecal pellets.

### Ileal content DNA extraction, 16S rRNA gene sequencing and sequences analysis

Total microbial genomic DNA was extracted from 50 mg of ileal luminal content using the Quick-DNA Fecal/Soil Microbe Miniprep Kit (ZymoResearch, Irvine, California, USA) after mechanical lyses by bead beating, according to manufacturer’s instructions. 16S rRNA gene V3-V4 region was amplified using the primer set 343 F/784 R (343 F: 5′–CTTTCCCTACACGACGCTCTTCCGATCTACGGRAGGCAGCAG –3′ and 784 R: 5′–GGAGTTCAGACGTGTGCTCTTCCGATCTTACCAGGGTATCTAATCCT–3′). Thirty PCR amplification cycles were carried out with an annealing temperature of 65 °C. The PCR products were controlled by gel electrophoresis. The PCR products were sequenced by MiSeq Illumina Sequencing at the Genomic and Transcriptomic Platform (INRAE, Toulouse, France). Amplicon sequences are available online (NCBI accession PRJNA1063899). Sequences processing was performed using the Galaxy-supported pipeline FROGS^33^. Amplicons were filtered according to their size (350–500 nucleotides) and clustered into ASV using Swarm. After chimera removal`, ASV were kept when present in at least 3 samples and representing more than 0.005% and of the total number of sequences^34^. ASV taxonomic affiliation was performed using the reference database silva138 16S with a pintail quality of 100^35^. At the end of the process the mean number of reads per sample in ileal contents was 22 681 (min: 12 200–max: 37 578). The microbiota α and β diversity analyses after rarefaction to even sequencing depth. α diversity indices and relative abundances at the phylum, family and genus taxonomic level were analysed using an ANOVA model.

### RNA extraction

Total RNA was isolated from ileum at 35 and 49 days of age (n = 57 rabbits) as previously described^36^. Ileum samples were homogenized and grounded to a fine powder by rapid agitation for 1 min in a liquid-nitrogen cooled grinder with stainless steel beads. An aliquot of 100 mg of the fine powder was then processed for total RNA isolation and purification using Trizol (Invitrogen, France) and the Nucleospin RNA II kit (Macherey–Nagel, France) according to the manufacturer’s instructions. The method included a DNase digestion step to remove contaminating DNA. The extracted total RNA was eluted in 70 μl of RNase-free water and stored at − 80 °C. RNA quality and concentration were controlled using an AGILENT 2100 bioanalyzer (RNA solutions and RNA 6000 Nano Lab- Chip Kit, Agilent Technologies France, Massy, France).

### Microarray description

The microarray used in this study is a customized DNA Agilent SurePrint G3 Rabbit GE 8 × 60 K (GPL18913 Agilent-042421 Rabbit BDR version 2). That was enriched with a set of 453 specific rabbit genes involved in the immune system process (GO: 0002376)^37^. This microarray contained 62,976 spots. Microarray fingerprints acquisition and microarray data analysis carried out at GeT-TRIX Genopole Toulouse Midi-Pyrénées facility (https://doi.org/10.15454/1.5572370921303193E12). Among them, 1319 were controls spots (Agilent controls). 9029 probes were duplicated twice and 5238 three times. Thus, each array contained 42,089 unique probes targeting 29,026 different genes. After quality control, the signal intensity was found to be above background noise for 33,284 probes, whom 22,599 were Agilent designed probes and 10,685 were custom design probes. 

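Of 42089 probes on the array, 31722 stood well above background in at least 75% of the arrays of a group, and 31687 of these are also among the 33284 probes for which the authors give normalized values. A gene name could be given to 20643 of the 42089 probes, for 9609 genes, and the 21436 probes without a gene enter none of the counts by gene.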

The data have been submitted to NCBI GEO (Gene Expression Omnibus; accession number: GSE104838 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104838). After quantile normalization, hierarchical clustering analysis and non-metric multidimensional scaling analysis (nMDS) was carried out to point out outlier sample and one sample was removed from further analysis (Additional File 1). Considering, the continuous improvement of the rabbit genome annotation, probe annotation was improved using an augmented annotation and functional analysis for Agilent gene expression microarray for rabbit, the web tool BetterBunny v3.0 (http://cptweb.cpt.wayne.edu). Finally, the probe annotation was completed with a manual annotation of 36 differentially expressed (DE) probes out of 222 using BLASTn on NCBI database (Additional File 2).

### Microarray statistical analysis

All statistical analyses were performed with R 4.1.0^38^. When several probes targeted one gene, the probe with the median expression level was selected. PCA (principal component analysis) were performed to point out dispersion of the samples. Microarray data were analyzed using the R/Bioconductor package limma (Linear Models for Microarray Data and RNA-seq Data)^39^. A linear model was fitted for all probes using the *lmfit* function for age and treatment, the *makeContrasts* function was used to form a contrast matrix combining age and treatment levels. The fitted model object and contrast matrix were used by the function *contrasts.fit* to compute log_2_-fold-changes and *t*-statistics for all contrasts between age and treatment. Significant differences were determined using Bayes moderated paired t-statistics. Resulting p-values were corrected for multiple testing using the Benjamini–Hochberg False Discovery Rate adjustment. To identify explicit differences between modalities we used cutoff values for a log2fold change (FC) > 0.5 and an adjusted p-value < 0.05.

### Gene ontology enrichment term analysis

Lists of significantly up- and down-regulated genes (absolute log2-fold change greater than 0.5) were analyzed separately for GO enrichment analysis to obtain the top biological functions with g:profiler public web server^40^. The R package gprofiler2 version 0.1.8 which provides an R interface to the g:Profiler tools was used^41^. The tool performs statistical enrichment analysis to find over-representation of information from Gene Ontology terms. gprofiler was used with the following parameters: list of gene name or Human Ensembl Gene ID differentially expressed, Homo sapiens organism, ordered query, no electronic GO annotations, g:SCS multiple testing correction with a threshold at 0.05.

### ELISA measurements of ileal IgA levels

Ileal IgA levels were determined in duplicates by sandwich ELISA in 96-well plates coated with specific polyclonal goat anti-rabbit IgG or IgA antibodies (Bethyl Laboratories, Montgomery, TX, USA) with plate reading at 450 nm as previously described^42^. For IgA relative quantification, samples were pooled to build a reference for the standard curve construction. IgA levels were normalized according to protein concentration and analysed using an ANOVA model.

### Quantitative reverse transcription-PCR (qRT-PCR) analysis and validation of DE genes

cDNA were prepared from 1 µg RNA with Superscript II (ThermoFisher Scientific) following the manufacturer instructions. The primers were designed using Primer 3 software (Additional File 9). Duplicate reactions were performed in a final volume of 5 μL, mixing 2 μL cDNA, 500 nM primers and 2.5 μL SYBR Green PCR Master Mix (Applied Biosystems), using a QuantStudio 12 K Flex system (Life Technologies, Carlsbad, CA, USA). A mix of samples were used to performed a five-point five-fold dilution standard curves for each primer couple to ensure accurate amplification efficiency. Data were analyzed with the 2^–ΔCt^ method with the non-regulated GAPDH gene expression used as a reference. Spearman correlation were calculated between qRT-PCR and microarray expression level.

### Ethics approval and consent to participate

The care, maintenance and experimental use of does rabbit and their progeny (Oryctolagus cuniculus) were performed in accordance with the guidelines for animal research of the French Ministry of Agriculture on the use of agricultural animals in research. This study was approved by INRAE Toulouse research center president responsible for the application of ethics in animal experimentation (number C3111316). This study was performed in accordance with ARRIVE guidelines.

### Supplementary Information

Supplementary Figures.

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

## Data Availability

The files containing information about a microarray experiment are available from the NCBI GEO (accession number: GSE104838). Amplicon sequences are available online (NCBI accession PRJNA1063899). R scripts used to perform statistical analysis can be sourced from GitHub https://forgemia.inra.fr/lcauquil/rabbit-coprophagous-behavior. Additional data generated or analyzed during this study are included within this published article and supplementary files.

## Abbreviations

DE: Differentially expressed
FC: Fold change
qRT-PCR: Quantitative real-time PCR

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6

**Additional file 1: Additional material for outlier illustrations and PCA of unique annotated expressed probe microarray data**

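The array set aside, NF rabbit 78 of day 35, stood apart by its pancreas genes: the mean of 6 markers of pancreas, among them CPB1, PNLIP and CLPS, digestive enzymes and a cofactor of lipase, was 13.9 on the log2 scale against 6.50 ± 0.386 (SD) in the other 9 NF rabbits of that day. CPB1 reached 17.7, CLPS 18.7 and PNLIP 17.8, against at most 8.10, 8.45 and 10.3 in any of the 56 other arrays. Markers of T and natural killer cells were at 5.08 against 7.21 ± 0.344, and genes of class I antigen presentation at 12.0 against 13.3 ± 0.463. With this array included, the age change of the pancreas list in NF turned from 0.0453 to -0.693.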

Based on Hierarchical clustering analysis and Non Metric Distance Scaling (nMDS) plot one sample was considered as outlier and removed from the dataset before further analysis.

**Figure 1** Hierarchical clustering dendogram plot using correlation (1-correlation) as distance matrix and Ward algorithm using all microarray expressed probe with correlation as distance matrix.

**
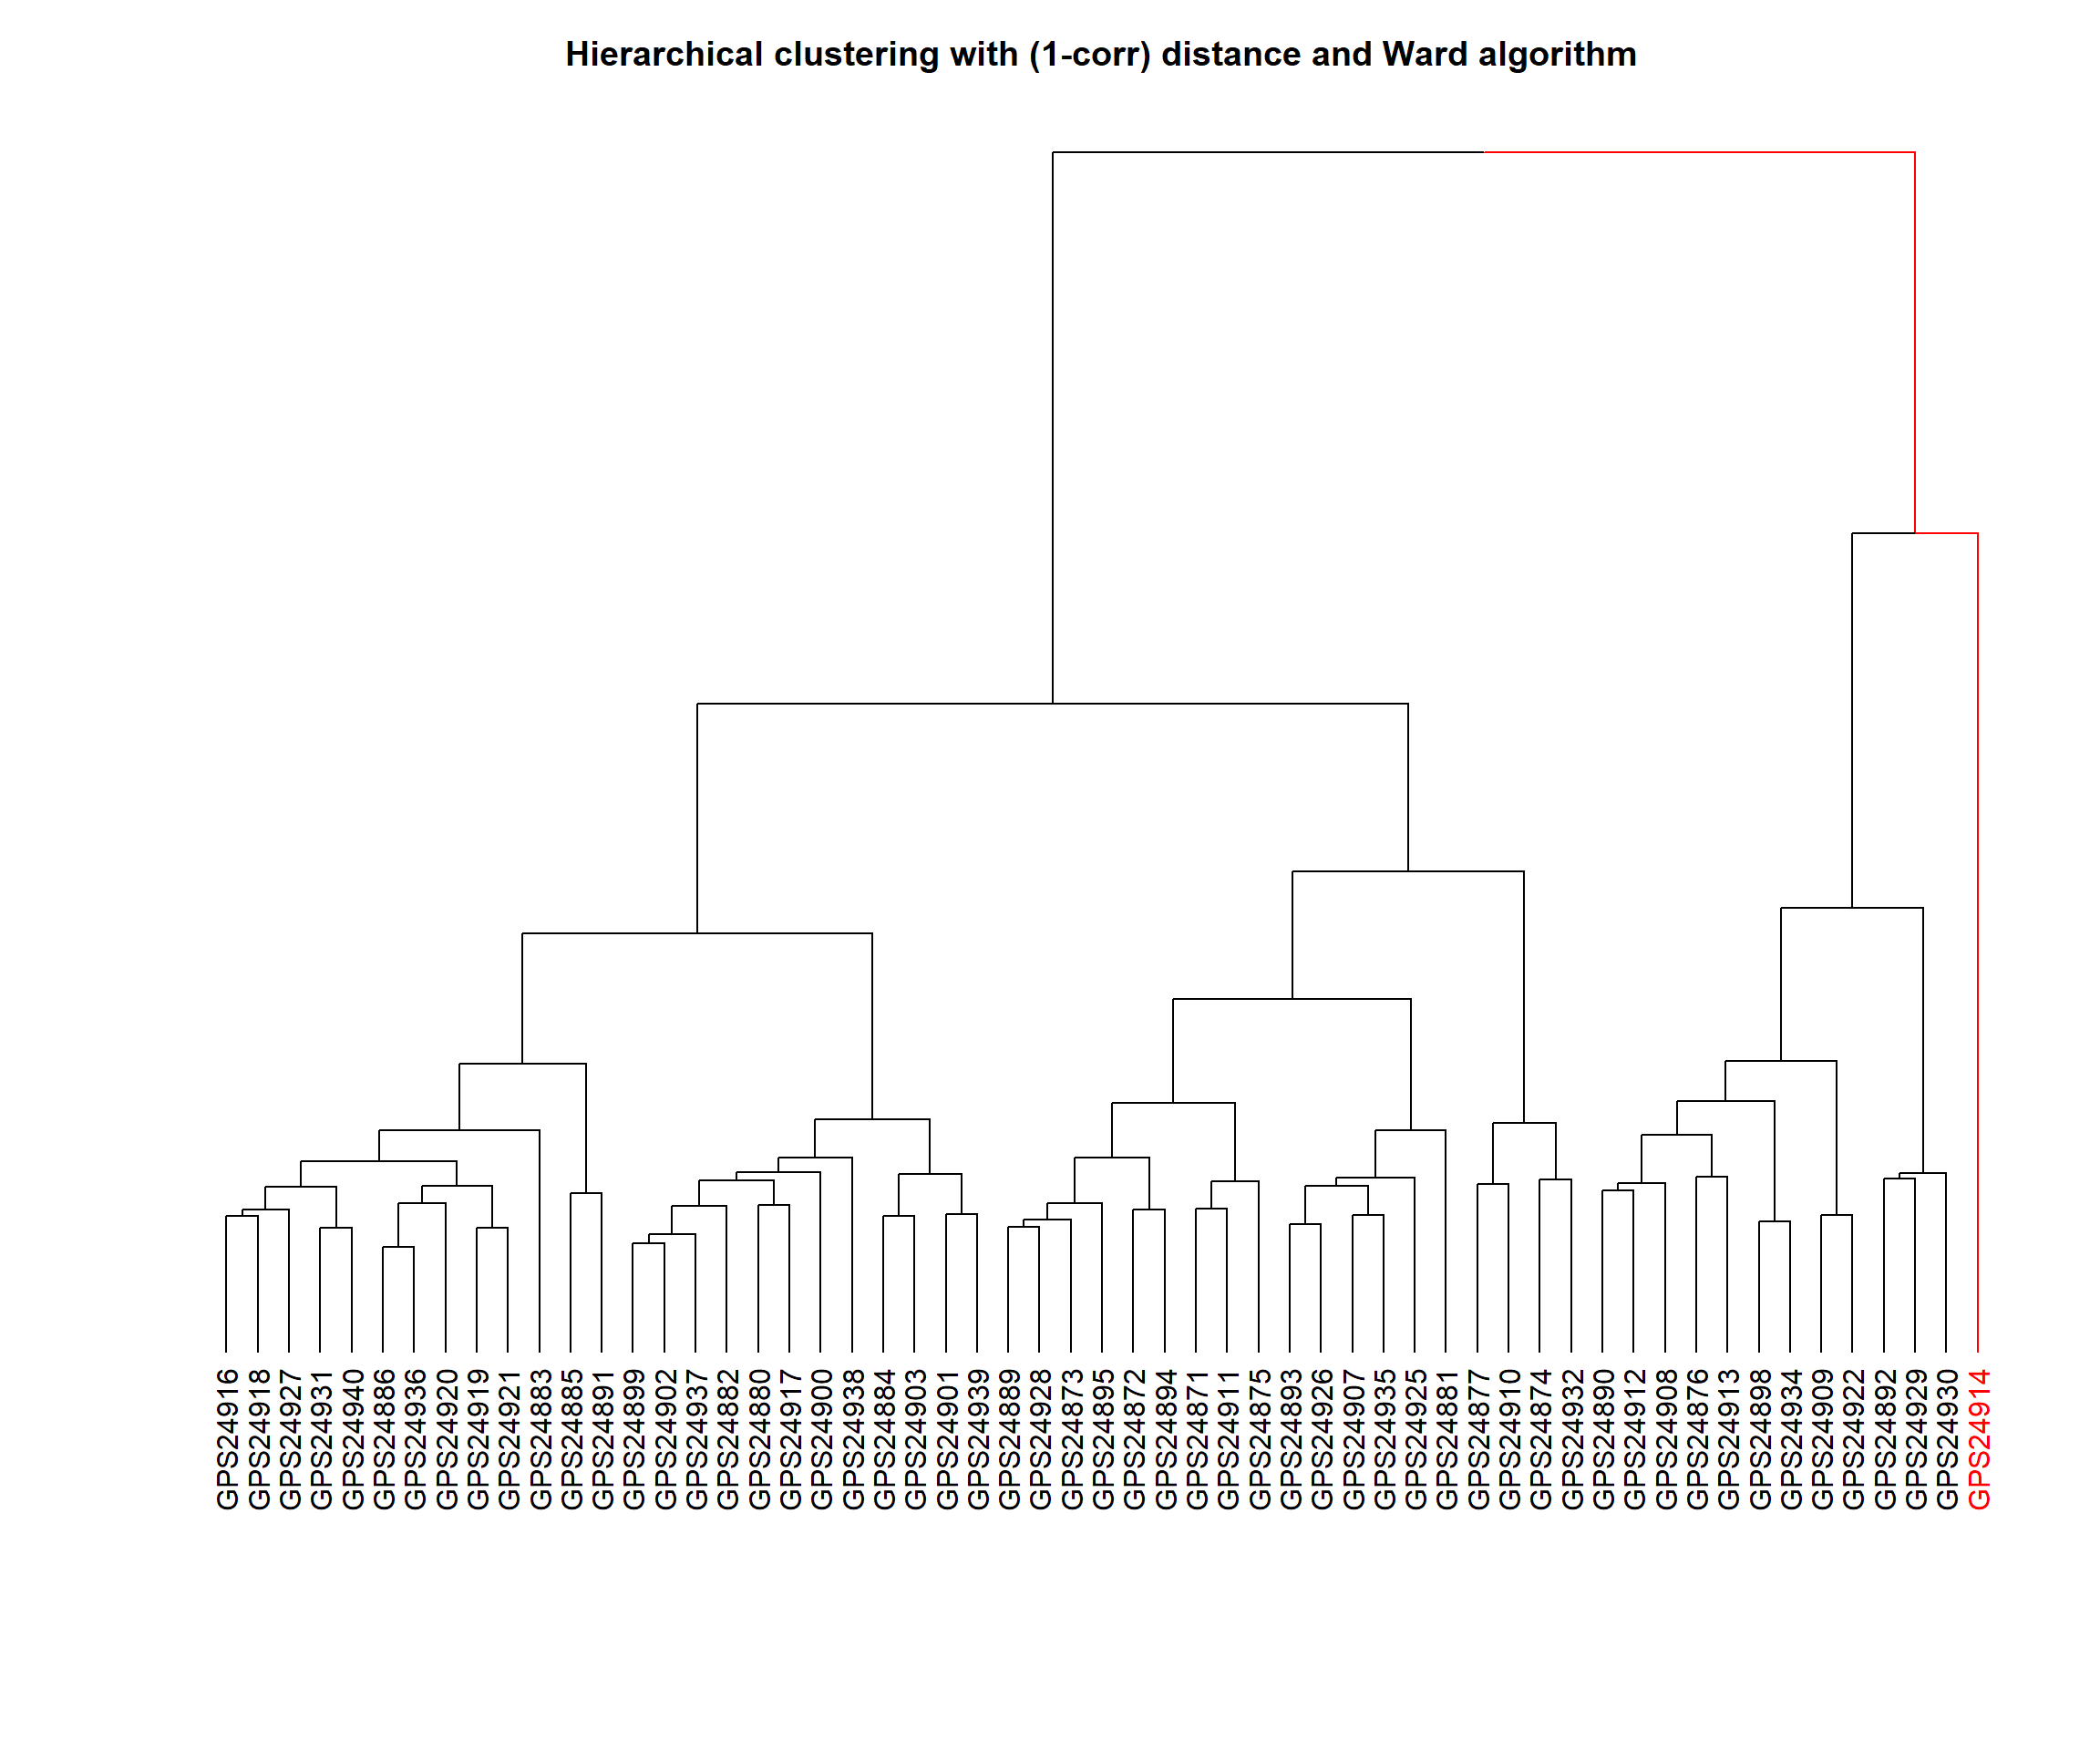
**

**Figure 2** Non Metric Distance Scaling (nMDS) ordination diagram of samples according to age using all microarray expressed probe with 1-correlation as distance matrix.

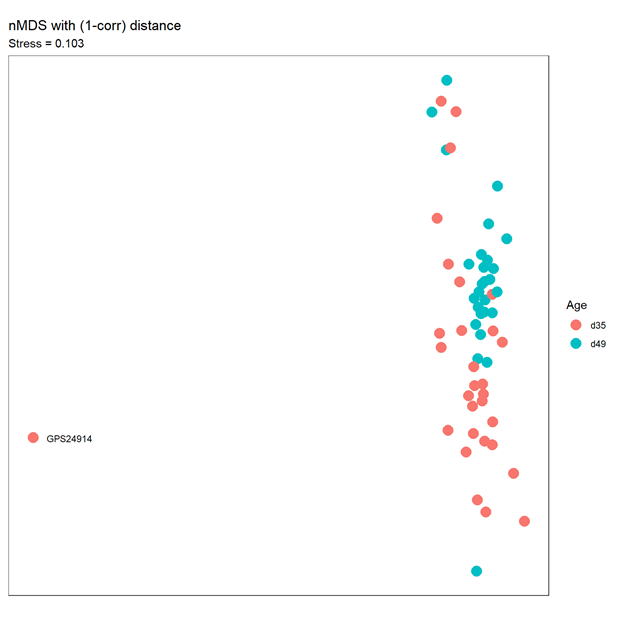

**Figure 3:** Principal component analysis (PCA) of unique annotated expressed probe microarray data according to age (A) or treatment (B). In NF group, ingestion of hard feces was prevented, in the FF and FFab groups pups had access in the nest to feces excreted by foreign females receiving either no antibiotic or medicated with tiamulin and tetracycline

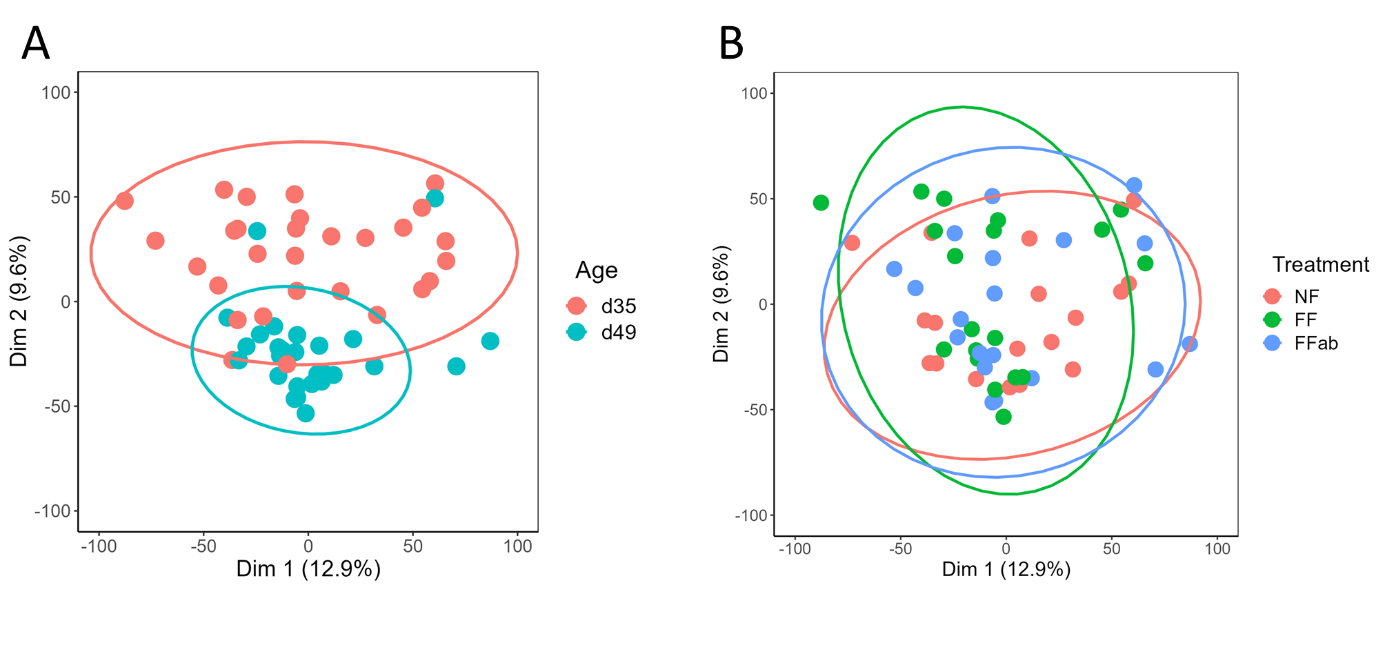

**Supplement:** Supplementary file 1 — Supplementary Figures.

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6

**Additional file 2: Probe annotation pipeline using the Agilent designed probe annotations with BetterBunny augmented annotation and analysis of rabbit genes** (http://cptweb.cpt.wayne.edu)

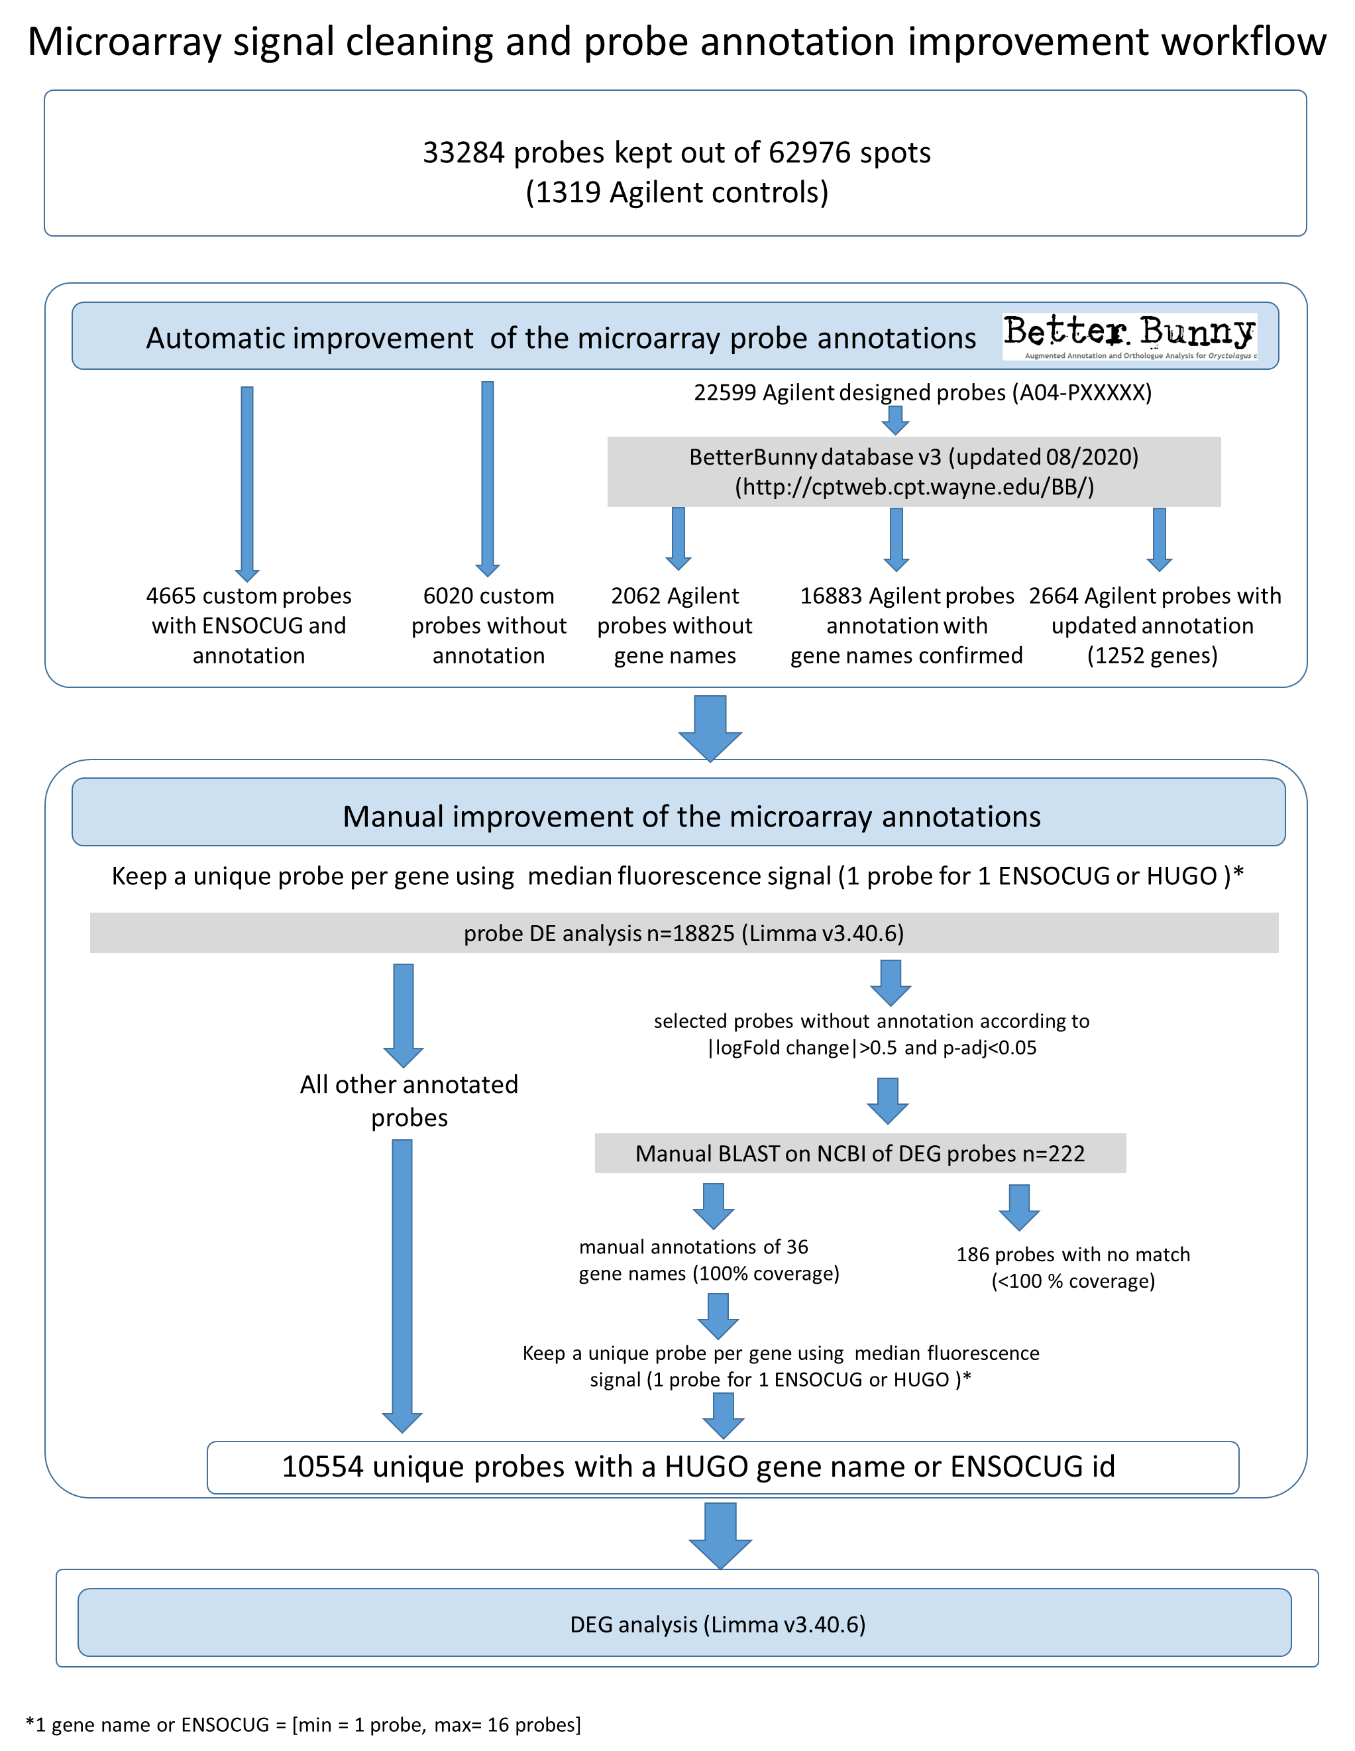

**Supplement:** Supplementary file 2 — Supplementary Information 1.

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6
**Supplement:** Supplementary file 7 — Supplementary Information 6.

**Additional file 7: Microbiota alpha, beta diversity and taxonomic composition in ileal content of rabbit at 35 and 49 days of age** in NF group, where ingestion of hard feces was prevented, in the FF and FFab groups where pups had access in the nest to feces excreted by foreign females receiving either no antibiotic or medicated with tiamulin and tetracycline.

**A. Alpha diversity**

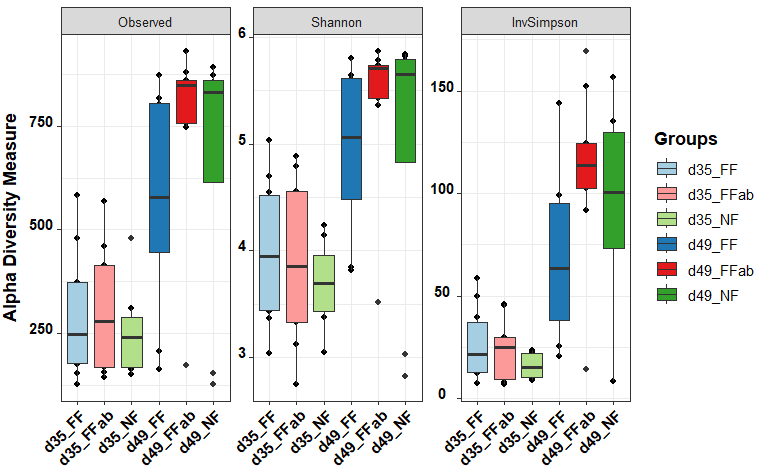

ANOVA table

| **Indices** | **Treatment** | **Age** | **Treatment:age** |
| --- | --- | --- | --- |
| Observed | 0.3631 | <0.001 | 0.4126 |
| Shannon | 0.5223 | <0.001 | 0.5831 |
| InvSimpson | 0.2281 | <0.001 | 0.1478 |

**B. Beta diversity: PCoA plot**

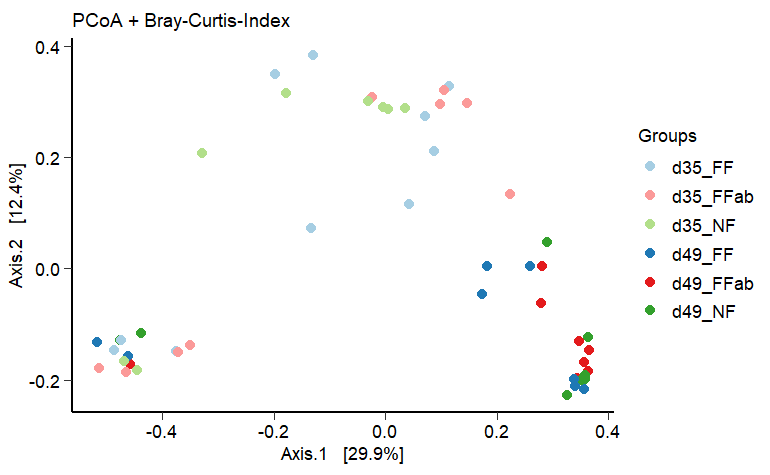

**C. Taxonomic composition**

At phylum level

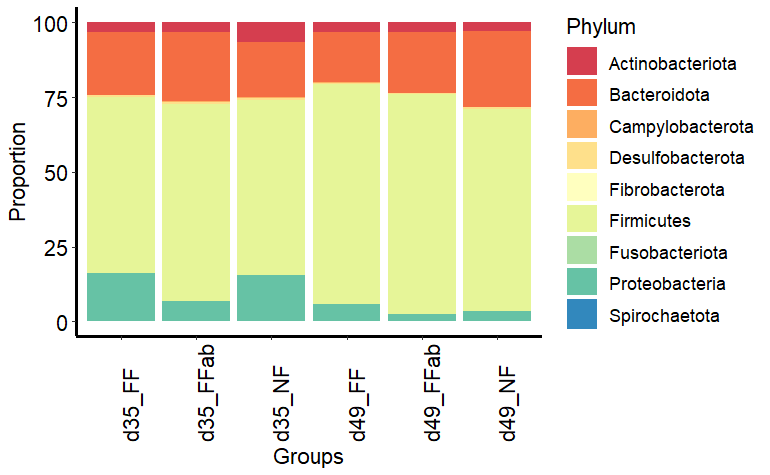

**ANOVA table**

| **Phylum** | **Pvalue treatment** | **Pvalue  age** | **Pvalue treatment:age** |
| --- | --- | --- | --- |
| Actinobacteriota | 0.8379 | 0.7791 | 0.6017 |
| Bacteroidota | 0.5123 | 0.8893 | 0.0716 |
| Campylobacterota | 0.7542 | 0.2933 | 0.8315 |
| Desulfobacterota | 0.7738 | 0.178 | 0.6732 |
| Fibrobacterota | 0.5528 | 0.1289 | 0.5528 |
| Firmicutes | 0.3122 | 0.0043 | 0.6546 |
| Fusobacteriota | 0.9924 | 0.2275 | 0.913 |
| Proteobacteria | 0.1608 | 0.0084 | 0.8032 |
| Spirochaetota | 0.4578 | 0.2646 | 0.2624 |
| Firmicutes to_bacteroides ratio | 0.5332 | 0.4851 | 0.0506 |

At family level (top 20 most abundant families)

**
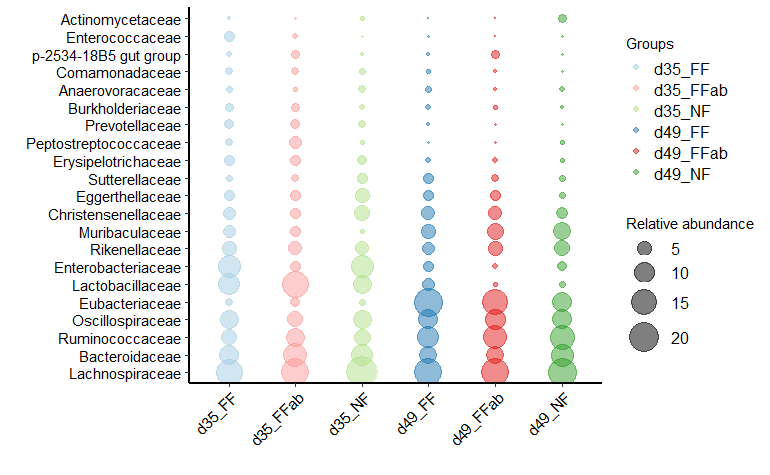
**

**ANOVA table**

At genus level (top 20 most abundant genera)

**
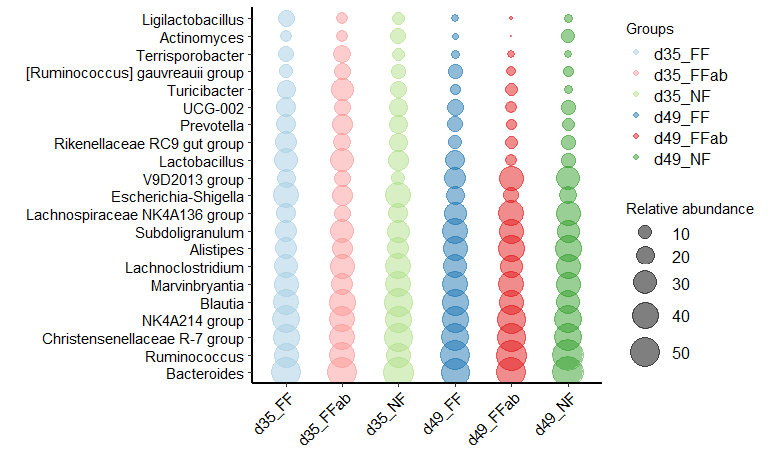
**

**ANOVA table**

| **Genus** | Pvalue treatment | Pvalue  age | Pvalue treatment:age |
| --- | --- | --- | --- |
| [Eubacterium] siraeum group | 0.7884 | 0.3025 | 0.8637 |
| [Ruminococcus] gauvreauii group | 0.9391 | 0.2293 | 0.4434 |
| Actinomyces | 0.1309 | 0.1901 | 0.9023 |
| Alistipes | 0.8834 | 0.0054 | 0.6552 |
| Bacteroides | 0.4675 | 0.9488 | 0.8053 |
| Blautia | 0.9954 | 0.1029 | 0.274 |
| Burkholderia-Caballeronia-Paraburkholderia | 0.4799 | 0.7906 | 0.8551 |
| CAG-352 | 0.6239 | 0 | 0.7153 |
| Christensenellaceae R-7 group | 0.7642 | 0.276 | 0.1481 |
| Clostridium sensu stricto 1 | 0.7777 | 0.0438 | 0.3132 |
| Coprococcus | 0.5174 | 0.5029 | 0.5601 |
| Desulfovibrio | 0.4319 | 0.442 | 0.5788 |
| dgA-11 gut group | 0.9751 | 0.1237 | 0.3778 |
| Enterococcus | 0.5362 | 0.0859 | 0.5543 |
| Escherichia-Shigella | 0.1826 | 0.0029 | 0.7577 |
| Family XIII AD3011 group | 0.5457 | 0.0002 | 0.5181 |
| Fusicatenibacter | 0.9645 | 0.6831 | 0.3388 |
| GCA-900066575 | 0.786 | 0.0044 | 0.8363 |
| Lachnoclostridium | 0.498 | 0.3734 | 0.728 |
| Lachnospiraceae NK4A136 group | 0.8878 | 0.0094 | 0.4449 |
| Lachnospiraceae UCG-006 | 0.2868 | 0.2235 | 0.0979 |
| Lactobacillus | 0.4163 | 0.0108 | 0.536 |
| Ligilactobacillus | 0.3961 | 0.015 | 0.5092 |
| Limosilactobacillus | 0.8852 | 0.0023 | 0.9679 |
| Marvinbryantia | 0.6052 | 0.1317 | 0.1329 |
| Monoglobus | 0.9145 | 0.0103 | 0.2281 |
| NK4A214 group | 0.8752 | 0.3639 | 0.2433 |
| Parabacteroides | 0.5092 | 0.0045 | 0.9766 |
| Prevotella | 0.787 | 0.0075 | 0.6979 |
| Rikenellaceae RC9 gut group | 0.7005 | 0.0421 | 0.7225 |
| Romboutsia | 0.9841 | 0.0802 | 0.789 |
| Roseburia | 0.4476 | 0.0339 | 0.5307 |
| Ruminococcus | 0.7148 | 0 | 0.927 |
| Subdoligranulum | 0.5454 | 0.2538 | 0.3833 |
| Terrisporobacter | 0.8009 | 0.0201 | 0.7328 |
| Turicibacter | 0.2746 | 0.0029 | 0.7291 |
| Tyzzerella | 0.755 | 0.1878 | 0.7074 |
| UCG-002 | 0.6423 | 0.1785 | 0.9685 |
| UCG-005 | 0.9345 | 0.4686 | 0.7956 |
| V9D2013 group | 0.8492 | 0.0013 | 0.3572 |
| Variovorax | 0.972 | 0.2259 | 0.8767 |

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6
**Supplement:** Supplementary file 9 — Supplementary Information 8.

**Additional file 8: IgA levels in ileal content of rabbit after weaning** in NF group, where ingestion of hard faeces was prevented, in the FF and FFab groups where pups had access in the nest to faeces excreted by foreign females receiving either no antibiotic or medicated with tiamulin and tetracycline.

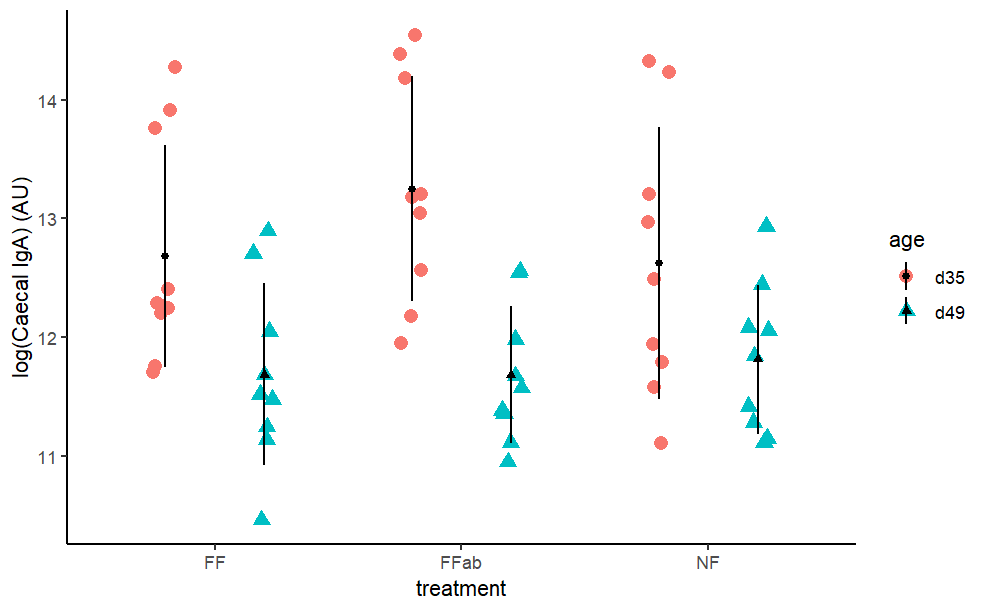

ANOVA table

| **term** | **p.value** |
| --- | --- |
| treatment | 0.561 |
| age | <0.001 |
| treatment:age | 0.393 |

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6
**Supplement:** Supplementary file 10 — Supplementary Information 9.

**Additional file 9: Primer sequences for qRT-PCR validation and graphical representation of selected gene expression using qRT-PCR or microarray and their correlation**

Table 1: Primer sequences for qRT-PCR validation

| Gene symbol | Gene name | Sequence (5’ – 3’)  F: Forward ; R: Reverse |
| --- | --- | --- |
| REG3G | Regenerating family member 3 gamma | F: ATGGACATGGATGGGAGTGG  R: GGGTAACTGCGCATCACAAT |
| HMGCS2 | 3-Hydroxy-3-Methylglutaryl-CoA Synthase 2 | F: AAATCTGGCCTCCGAGTACC  R: GGACCATCTTGCAAAAGGGG |
| DGAT1 | Diacylglycerol O-Acyltransferase 1 | F: GCATCCTGAACTGGTGTGTG  R: TCAGGAACAAAGACACCACC |
| SLC27A4 | Solute Carrier Family 27 Member 4 | F: CTGCTCTACTTGGGGTCTGG  R: GCACTTTGGCCTTCACCTTC |
| LYG2 | Lysozyme G2 | F: TGGGGCGCTCTGTAACATAA  R: GGGTCTACGCAATGCCTCTG |
| MUC12 | Mucin 12, Cell Surface Associated | F: ACGTGTCTCAAGAGTGGCAG  R: GGCCGGAAGTAGCTGTAGAC |
| KRT20 | Keratin 20 | F: GCTGCAGAACCAGATTAAGGATGC  R: GCTAGGCGTATCGCCCTCTC |
| FGF19 | Fibroblast Growth Factor 19 | F: CGCACCGTGGCCTTCAAG  R: CTTGGCACTGCTCAGAGAC |
| NPC1L1 | NPC1 Like Intracellular Cholesterol Transporter 1 | F: CAGCAAATTCCAGGTCACGT  R: CAGCGTGATCTTGGAGTCCA |
| PIGR | Polymeric Immunoglobulin Receptor | F: GGAGCCATTGACAACCCAAG  R: CTTGGGCTCCTCAATCTCCA |
| TNFSF13 | TNF Superfamily Member 13 | F: CACTTCTTCACCTTGTTCCCA  R: CCGGGGAATTACGACACTCA |
| IL18 | Interleukin 18 | F: TGTAAGCCTCTCTGTGAAGTGT  R: TCTTATCTTTCTGTCCTGCGAGA |
| IDO1 | Indoleamine 2,3-Dioxygenase 1 | F: AATGCAGCCCCACTTTCTACTTA  R: TAGCGTCTGTGCTCCAAGTCG |
| NR0B2 | Nuclear Receptor Subfamily 0 Group B Member 2 | F: AATTCGCCGACTCTGACTCT  R: TTTTCGAGGACTGGGACTCC |

Figure 1: Graphical representations of the expression measurement of the 14 selected genes using qRT-PCR (left panel) or microarray (right panel) and their correlation

| 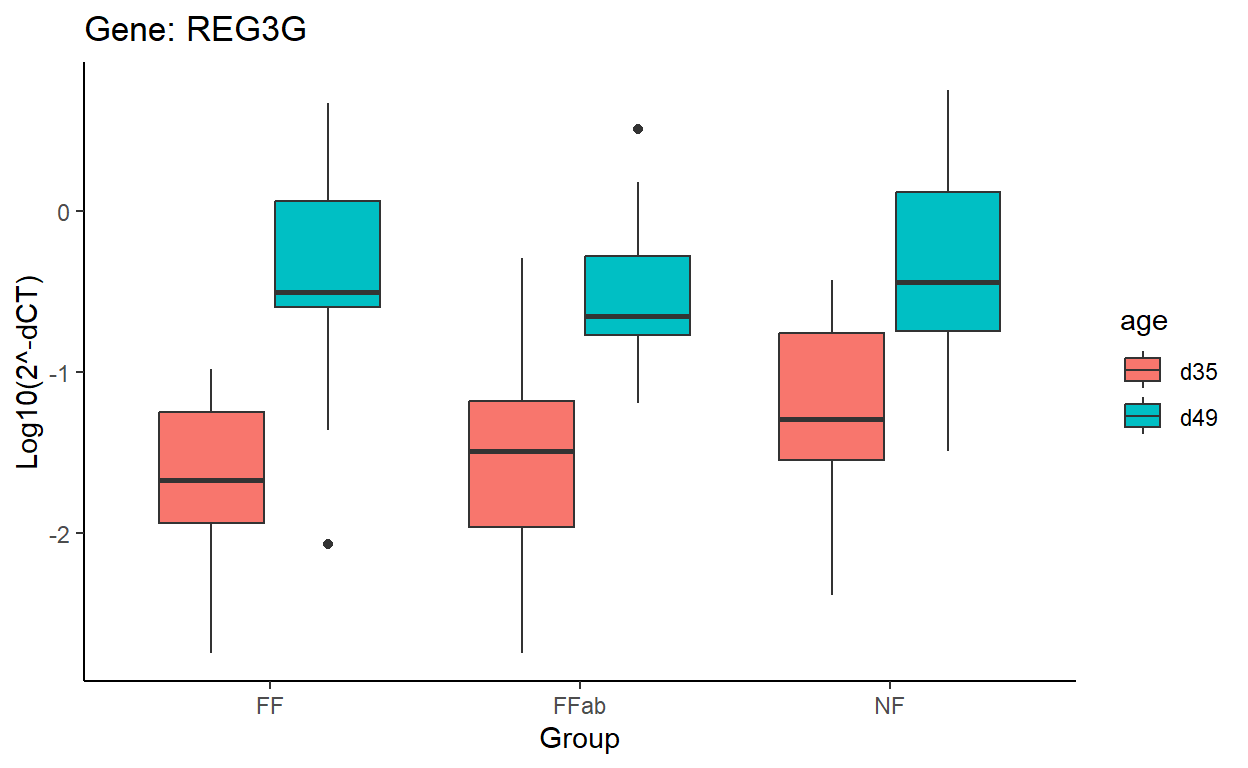 | 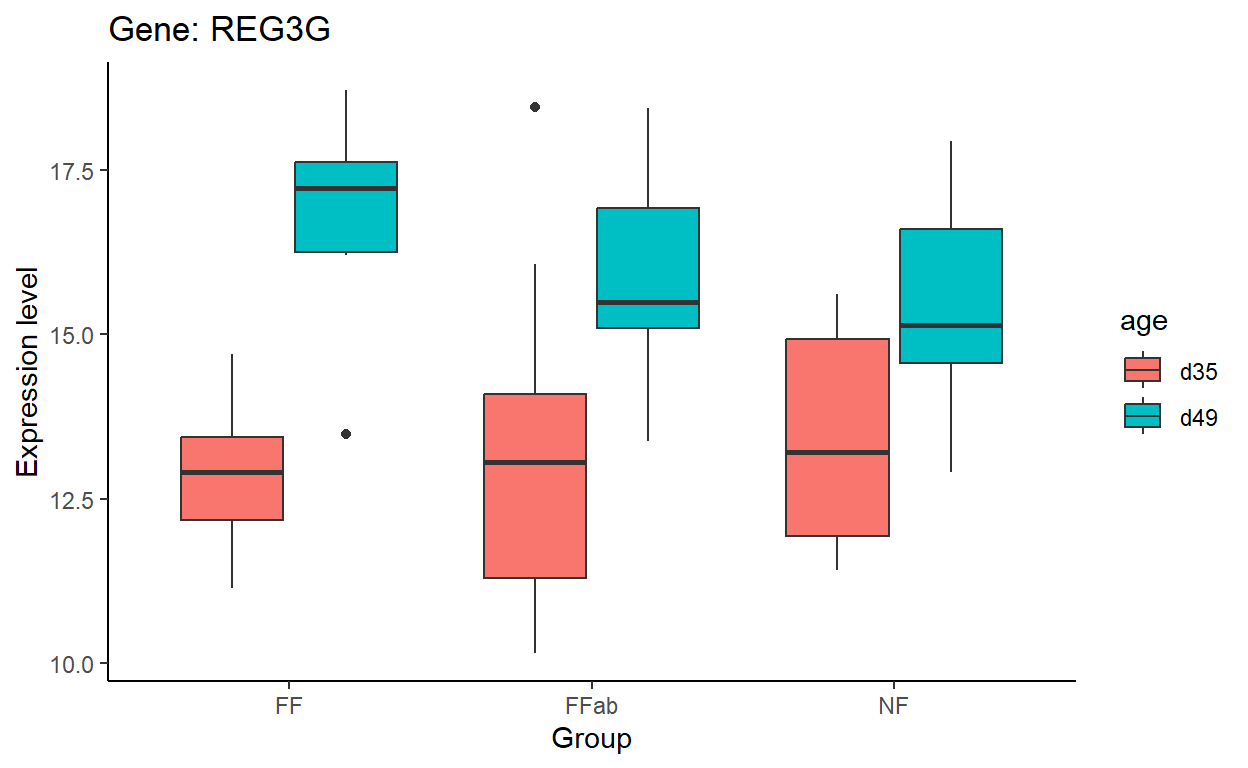 |
| --- | --- |
| 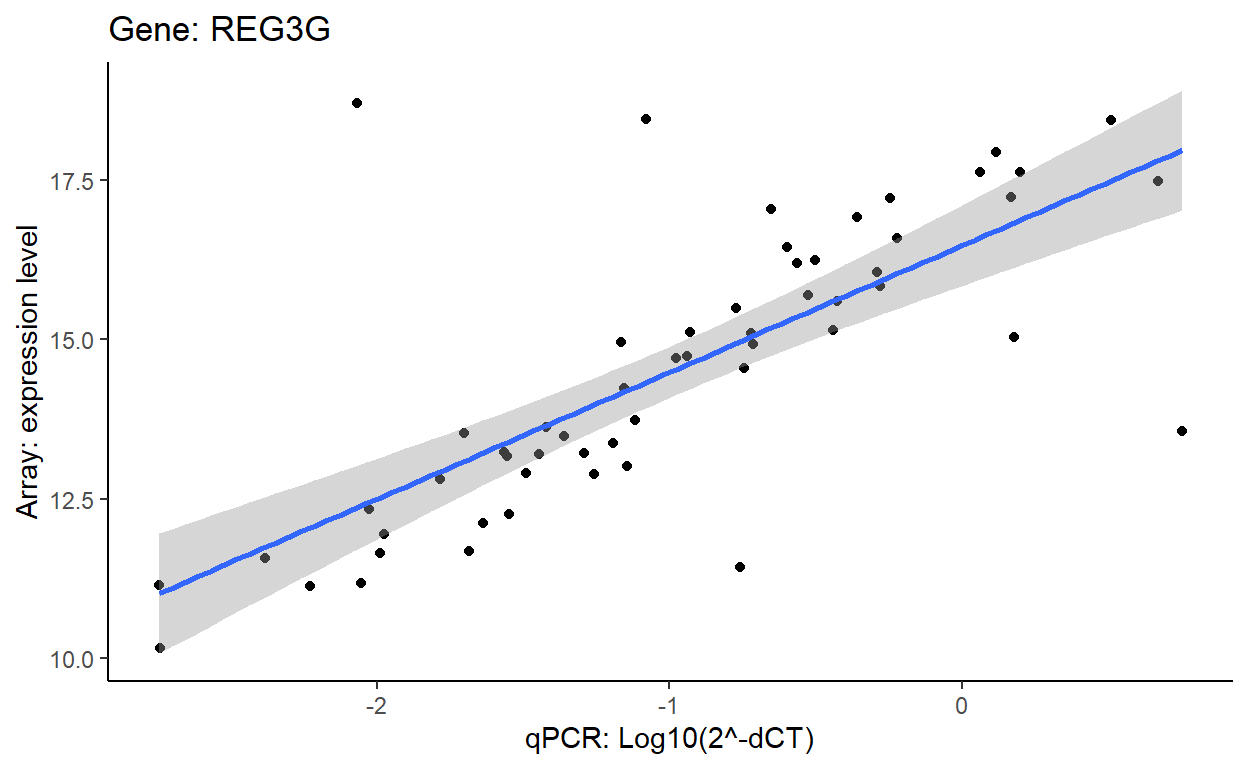 | Spearman's rank correlation rho  p-value = 1.766e-12  rho = 0.7777987 |

| 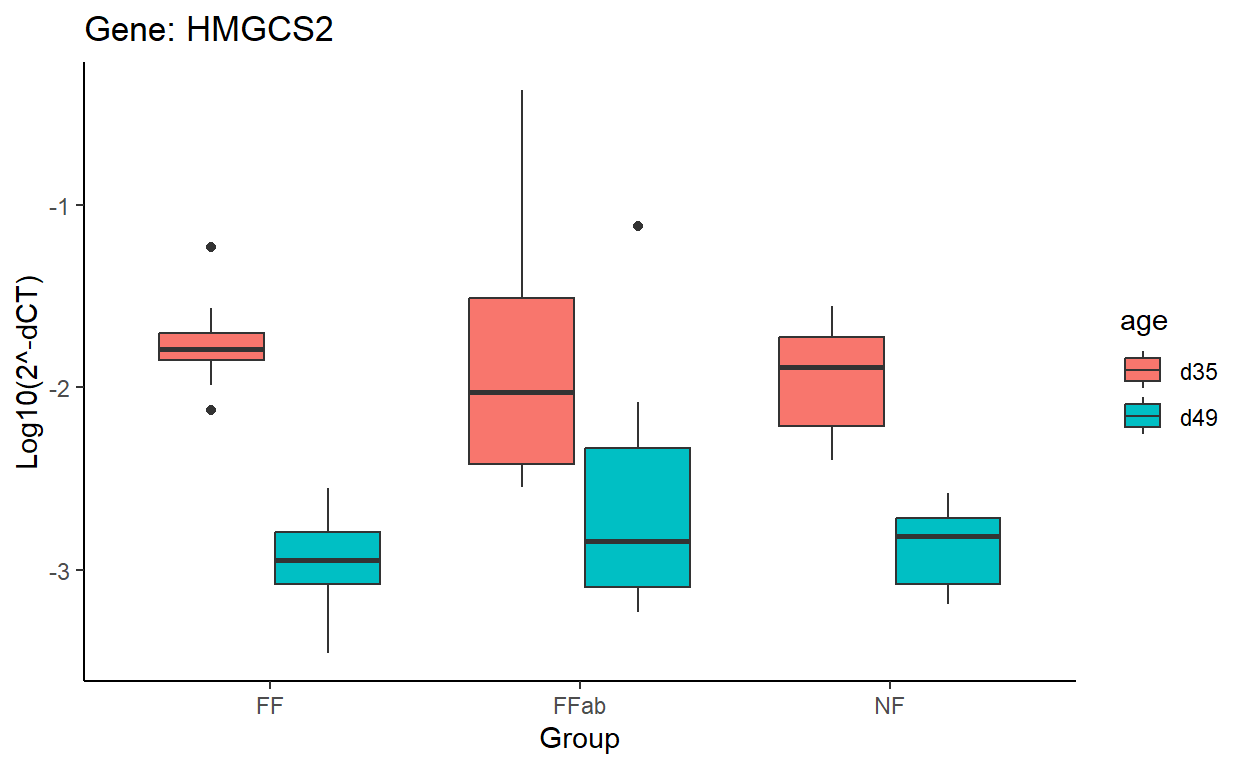 | 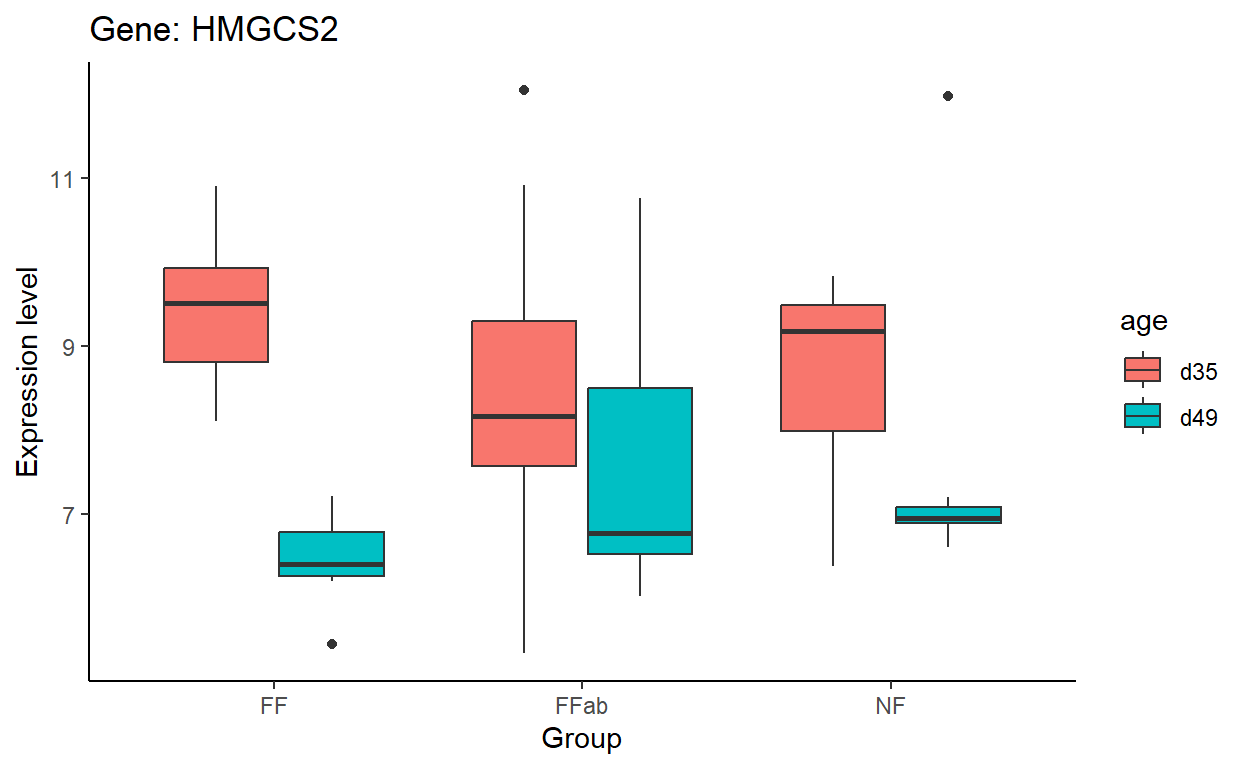 |
| --- | --- |
| 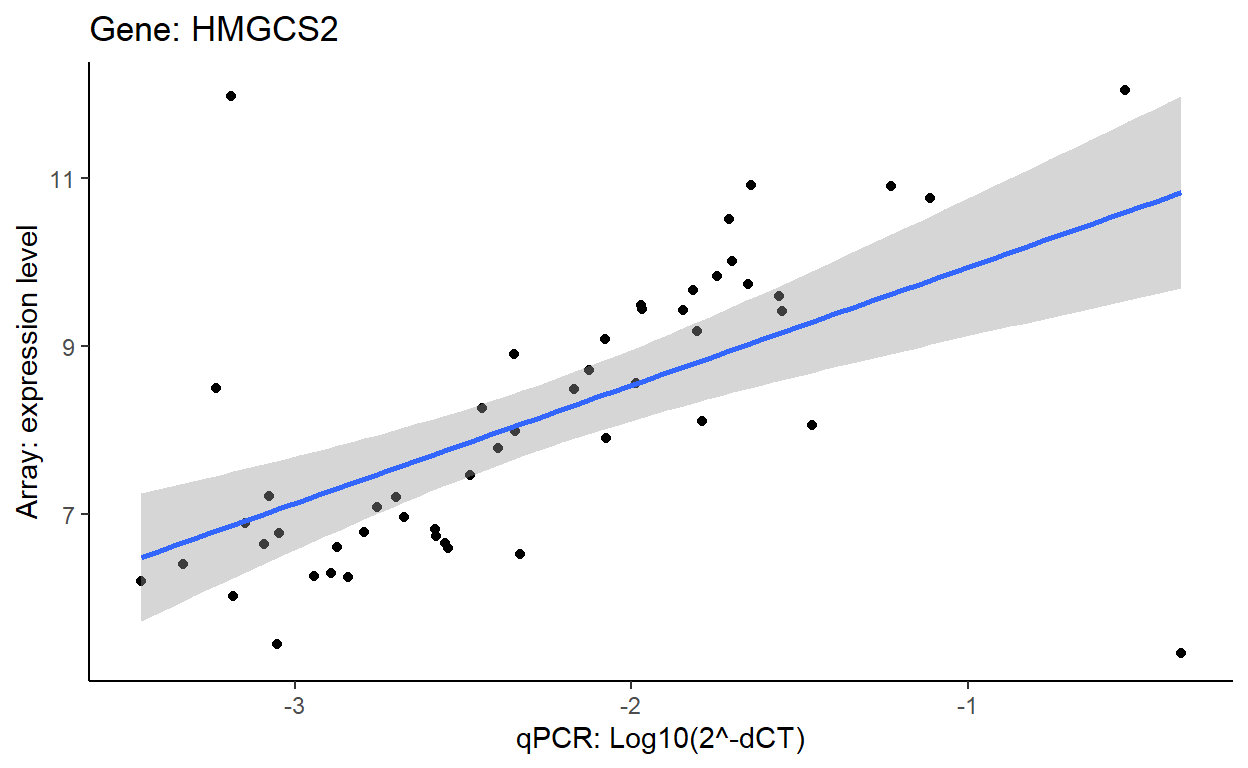 | Spearman's rank correlation rho  p-value = 4.243e-07  rho =0.6553846 |

| 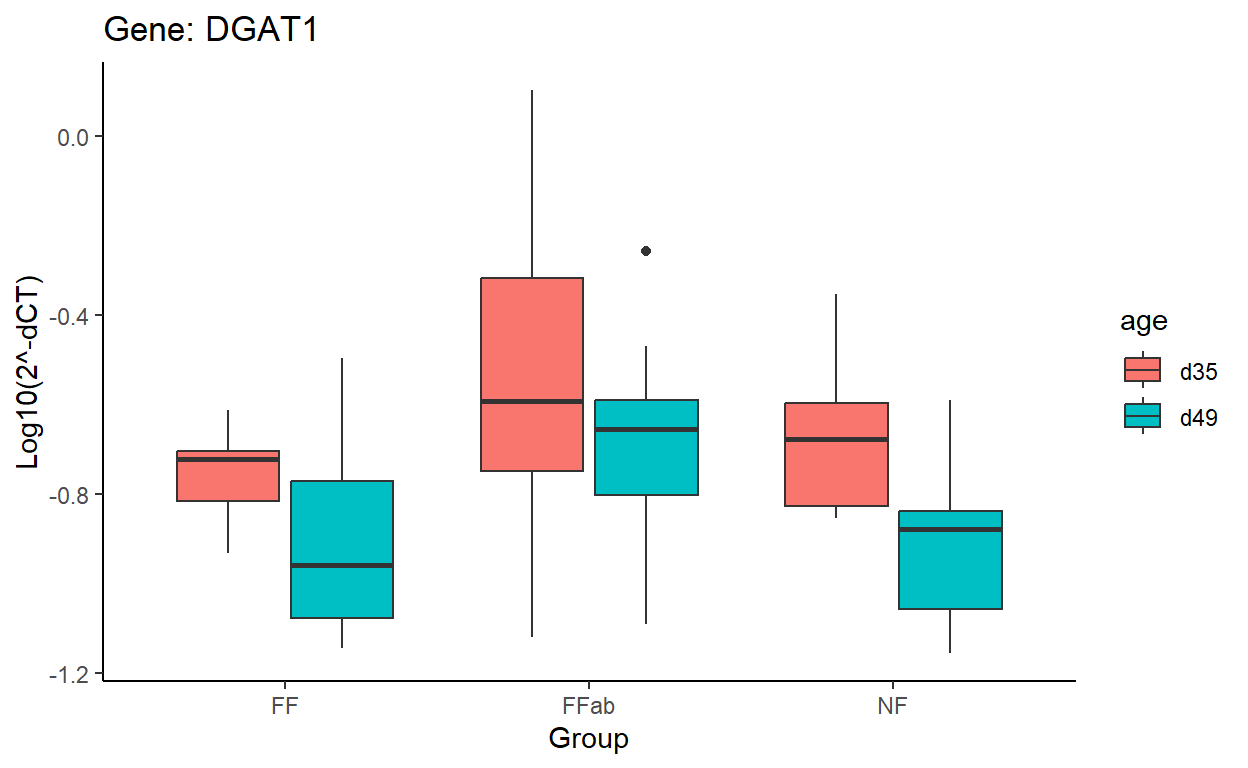 | 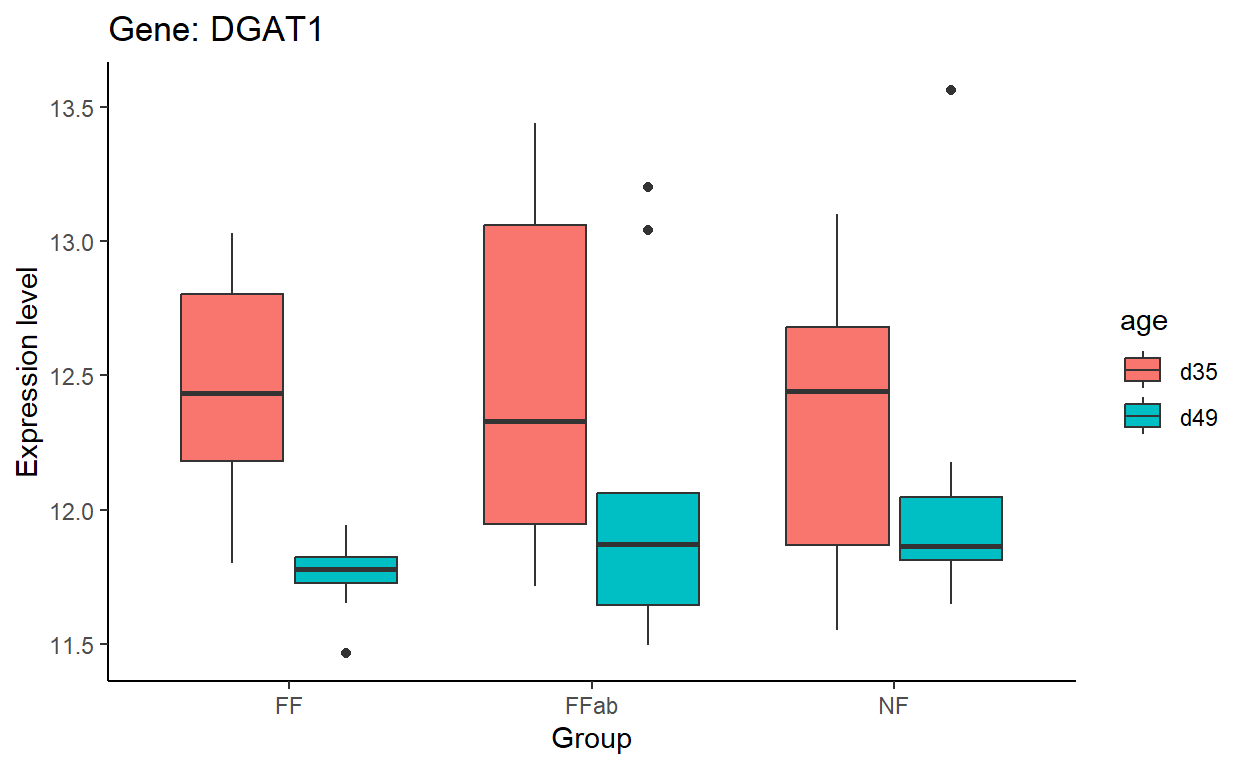 |
| --- | --- |
| 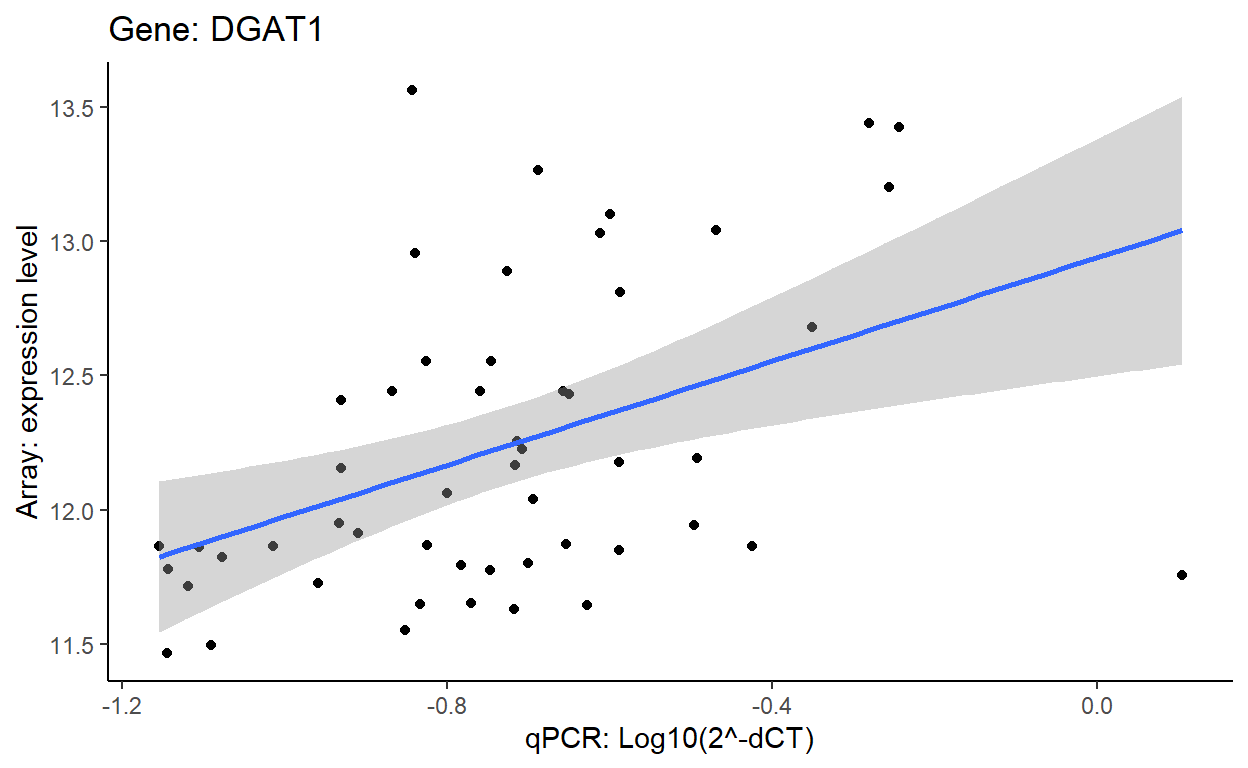 | Spearman's rank correlation rho  p-value = 0.0008744  rho = 0.4517203 |

| 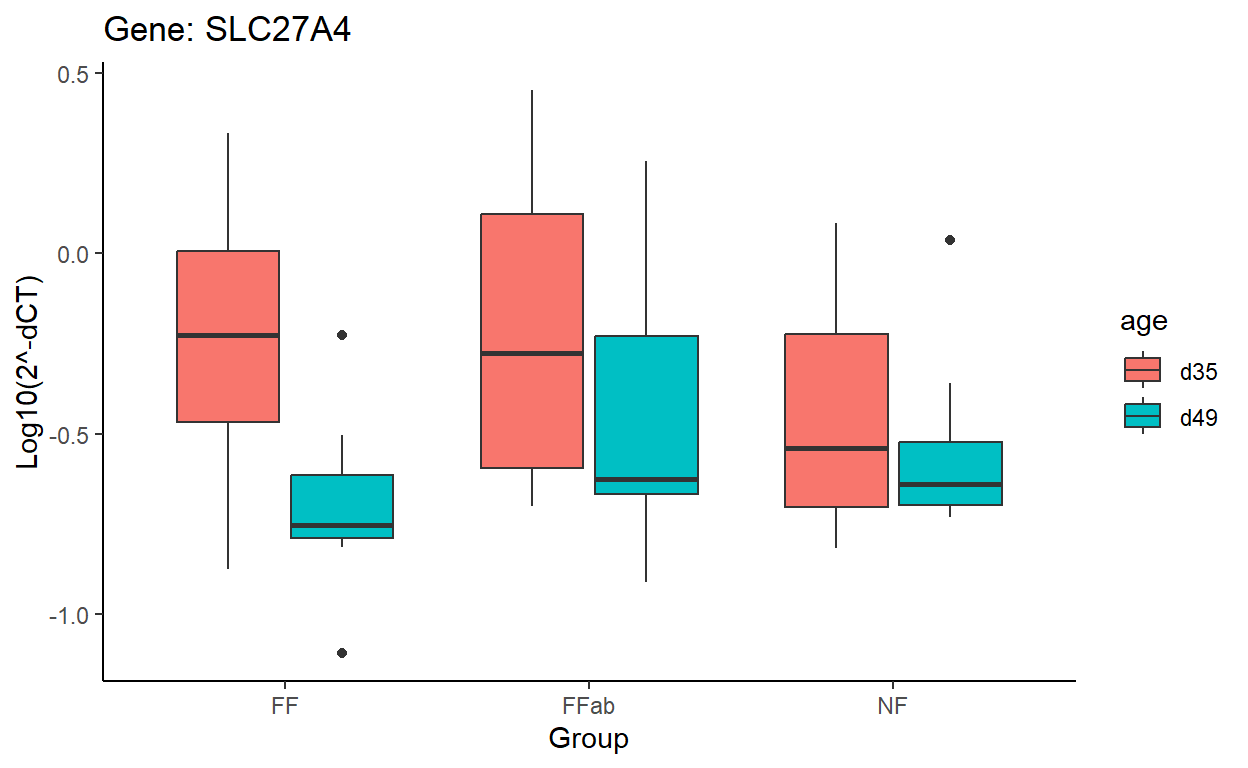 | 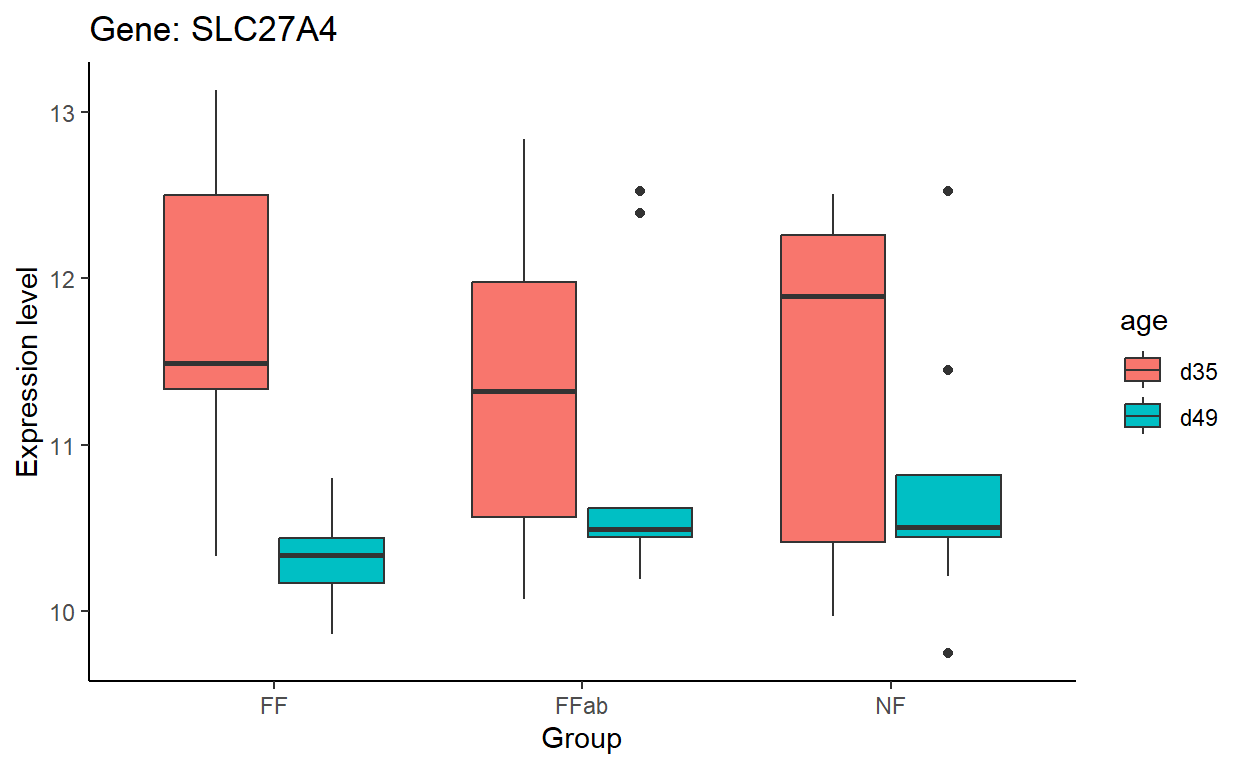 |
| --- | --- |
| 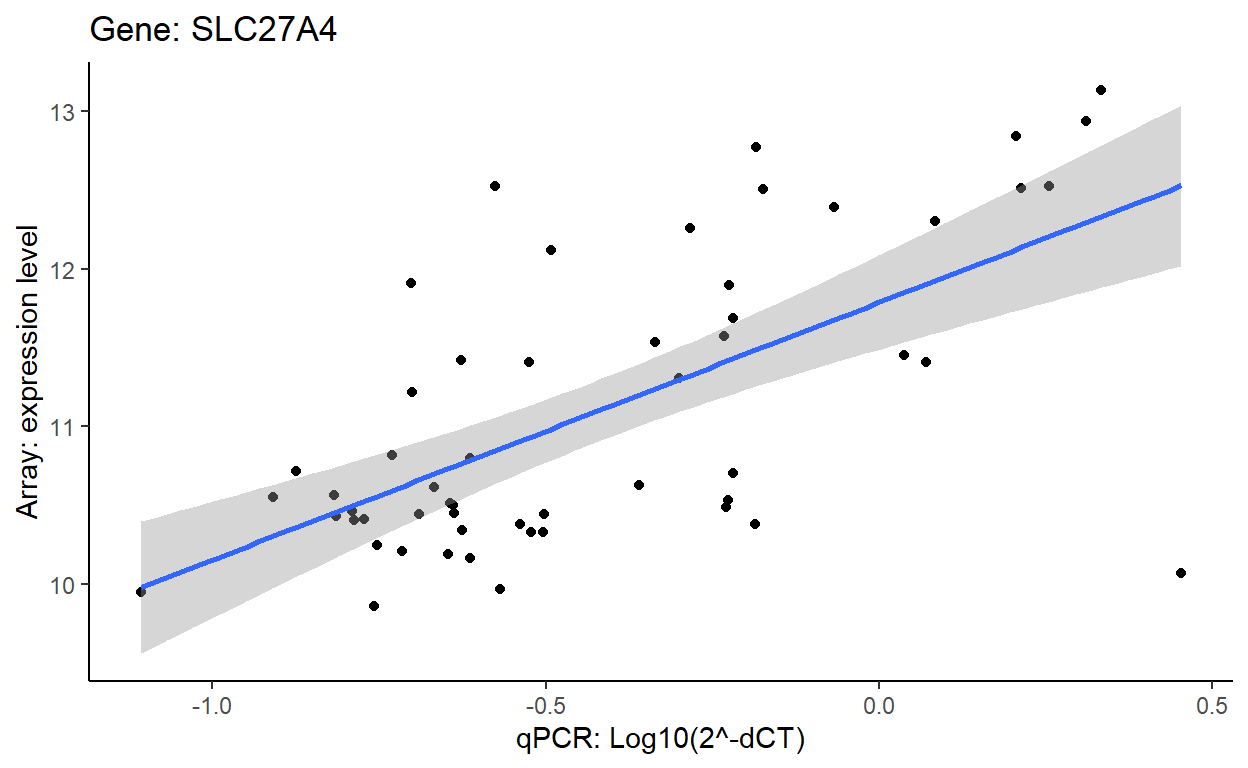 | Spearman's rank correlation rho  p-value = 0.1.338e-05  rho = 0.5585137 |

| 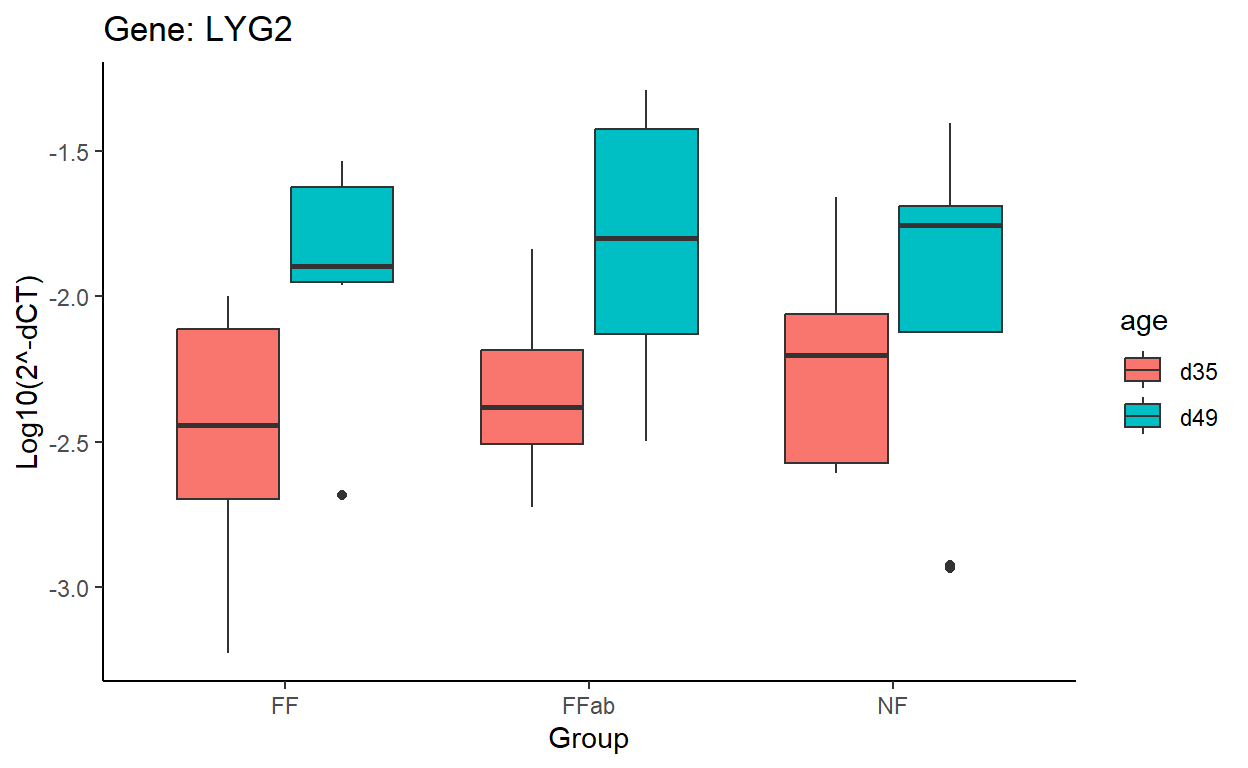 | 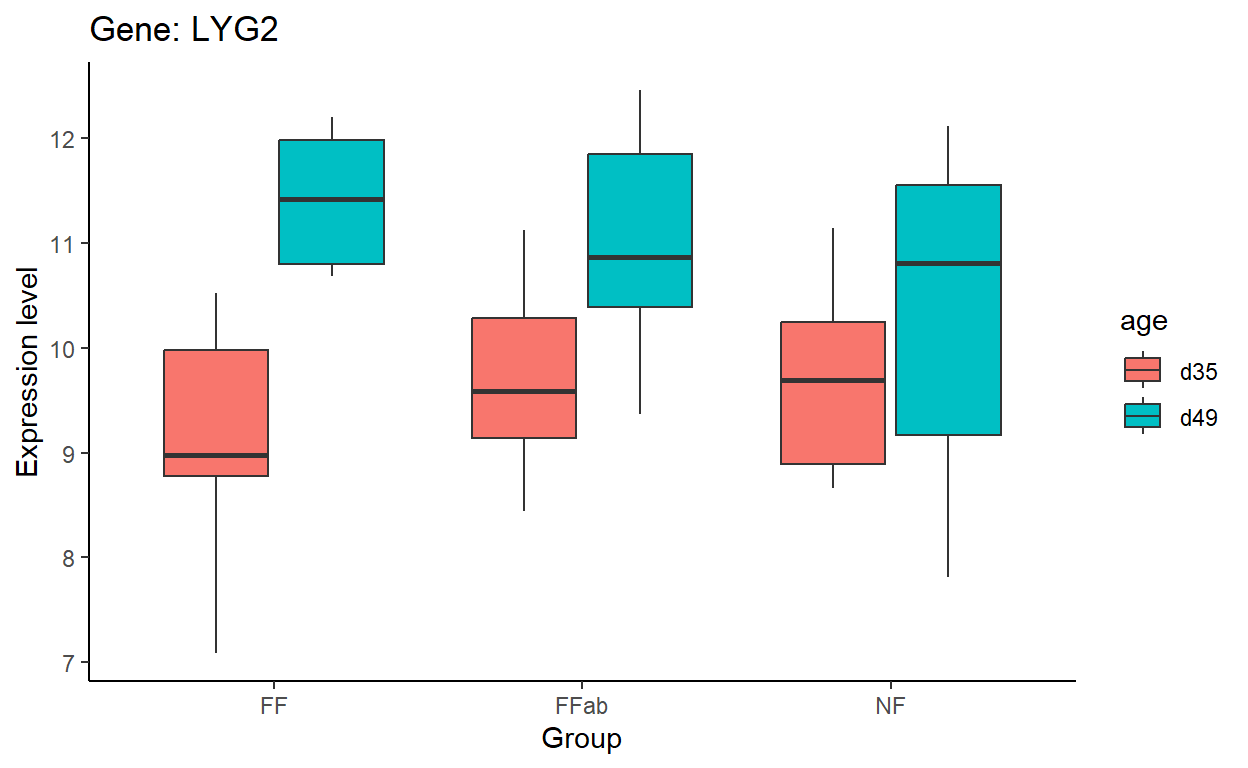 |
| --- | --- |
| 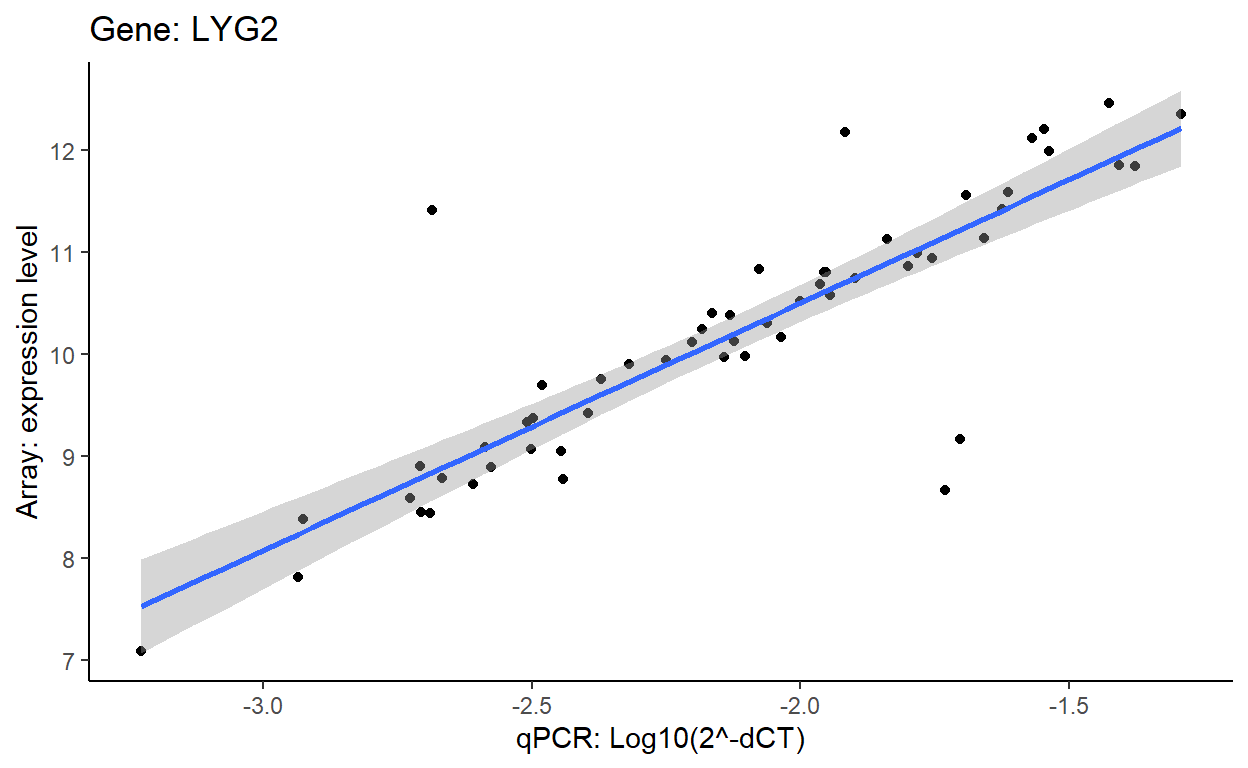 | Spearman's rank correlation rho  p-value = < 2.2e-16  rho = 0.8502392 |

| 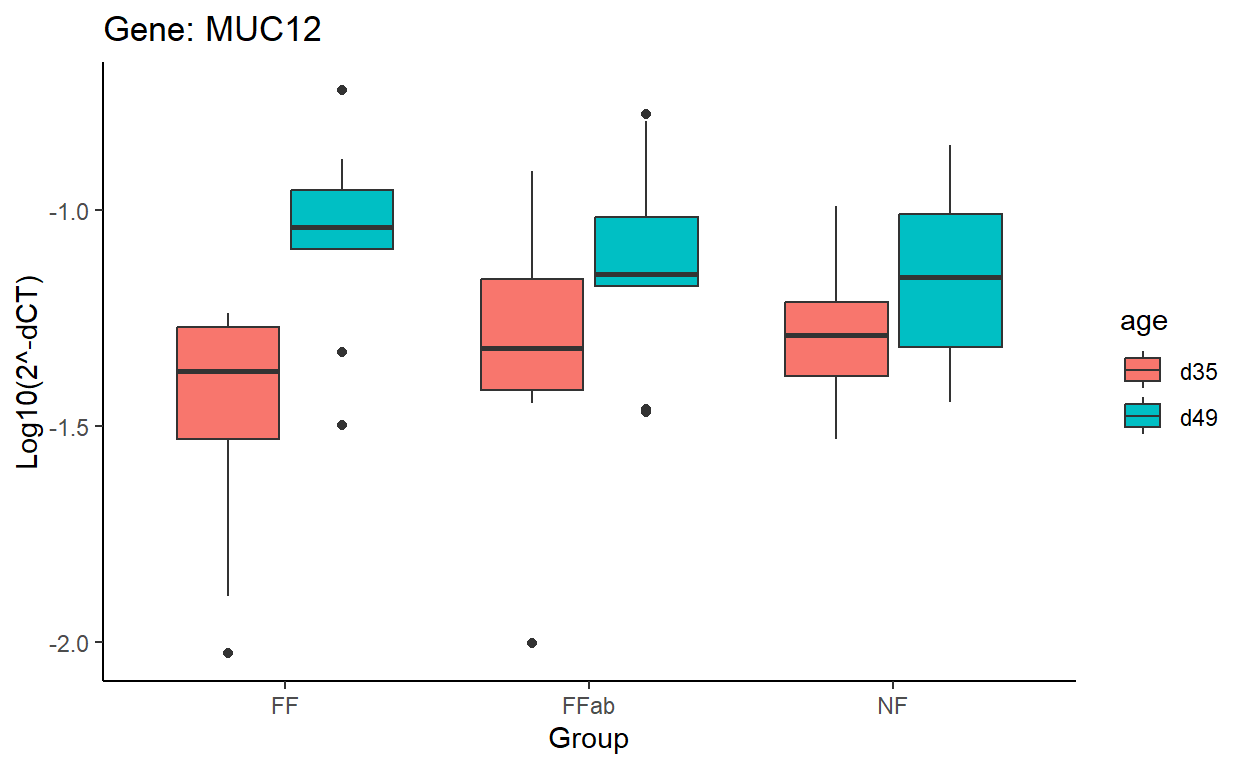 | 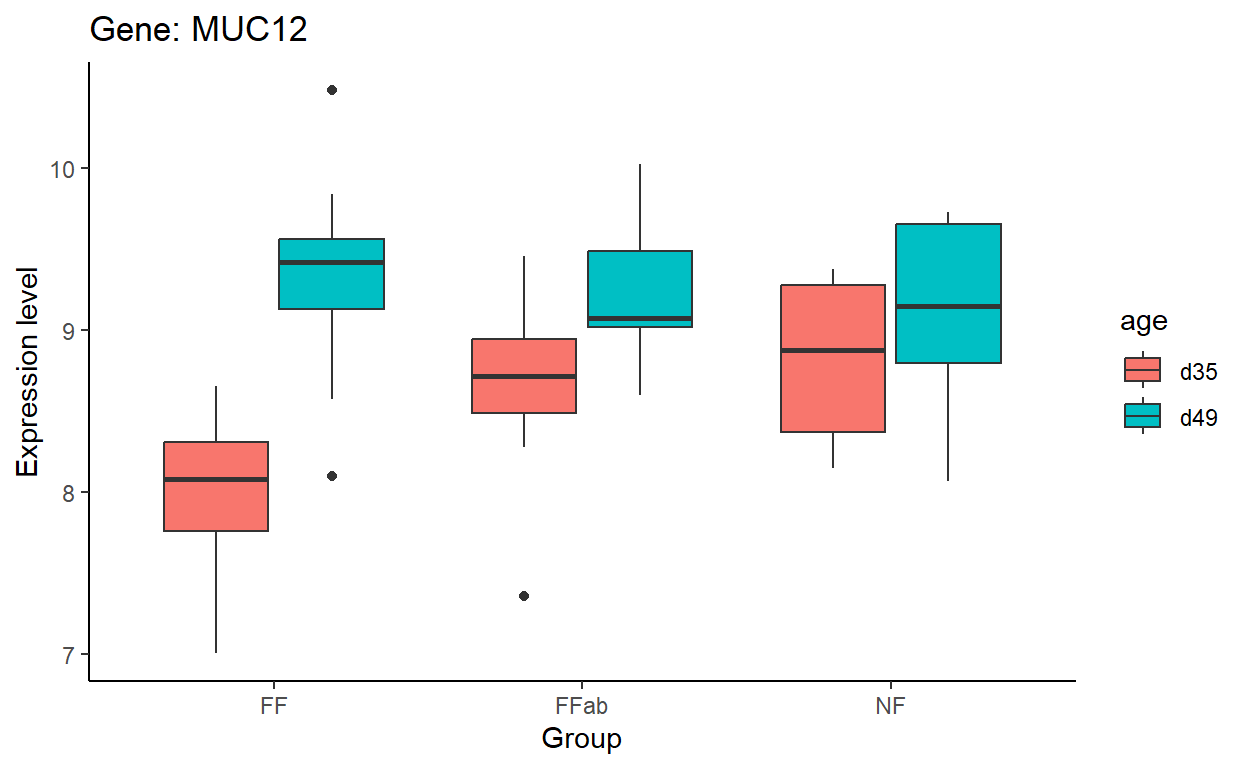 |
| --- | --- |
| 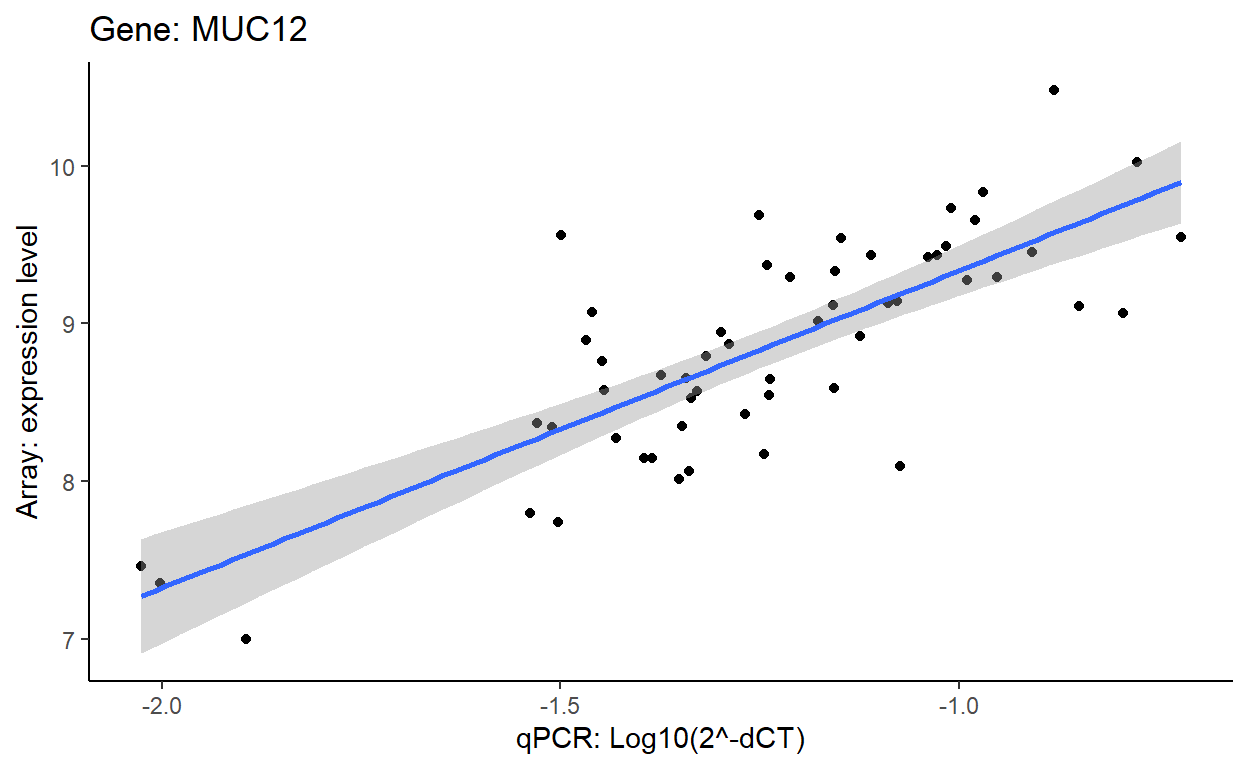 | Spearman's rank correlation rho  p-value = < 2.2e-16  rho = 0.7289815 |

| 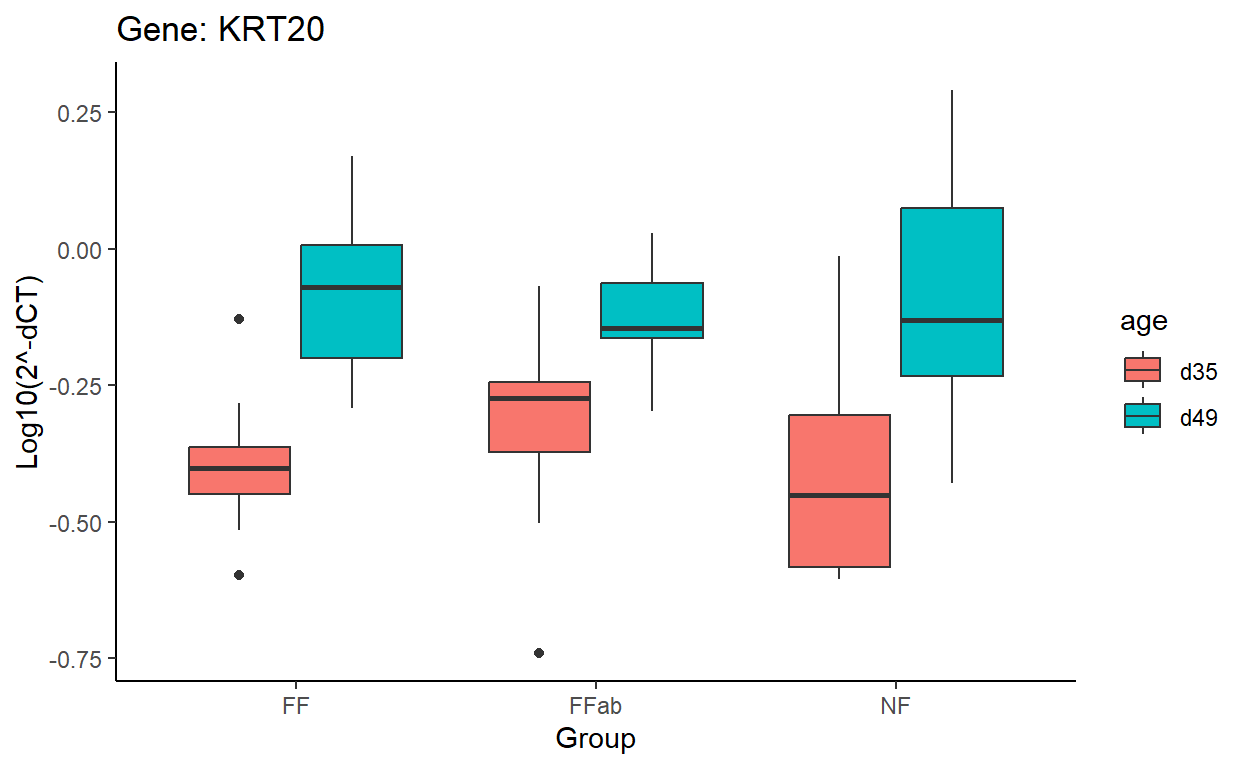 | 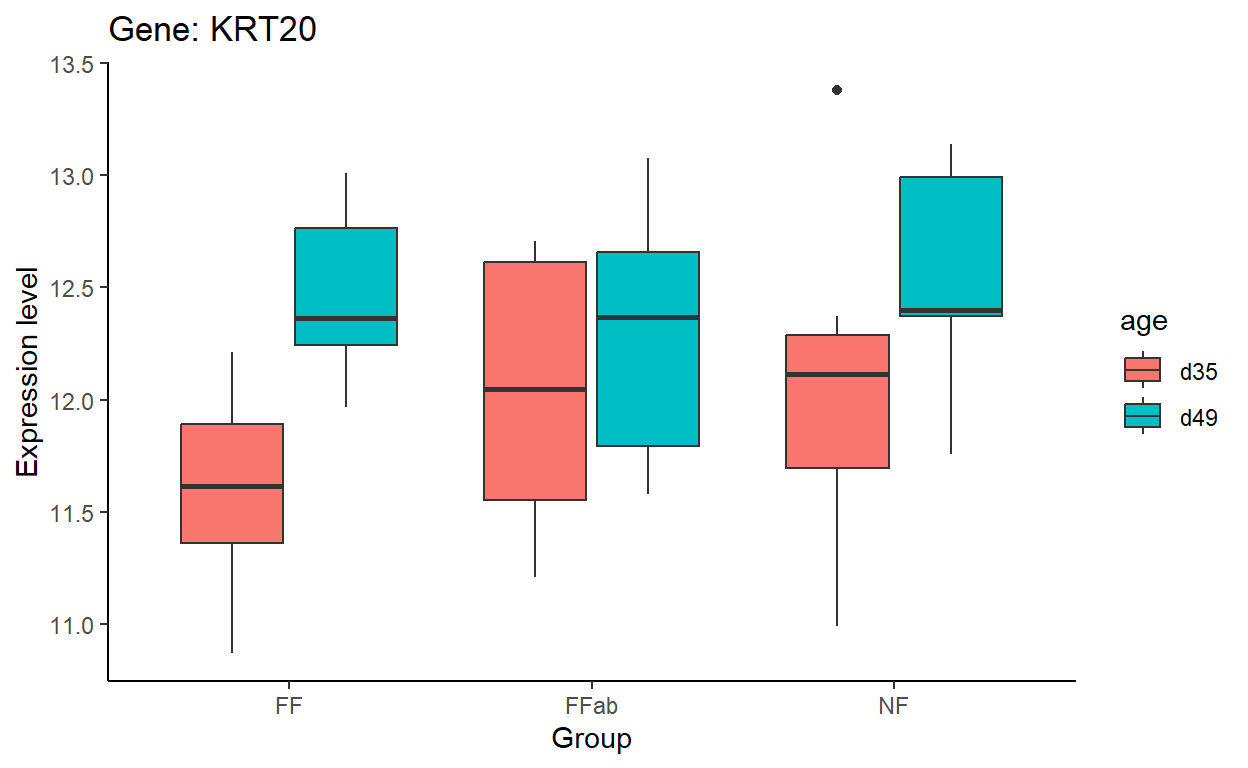 |
| --- | --- |
| 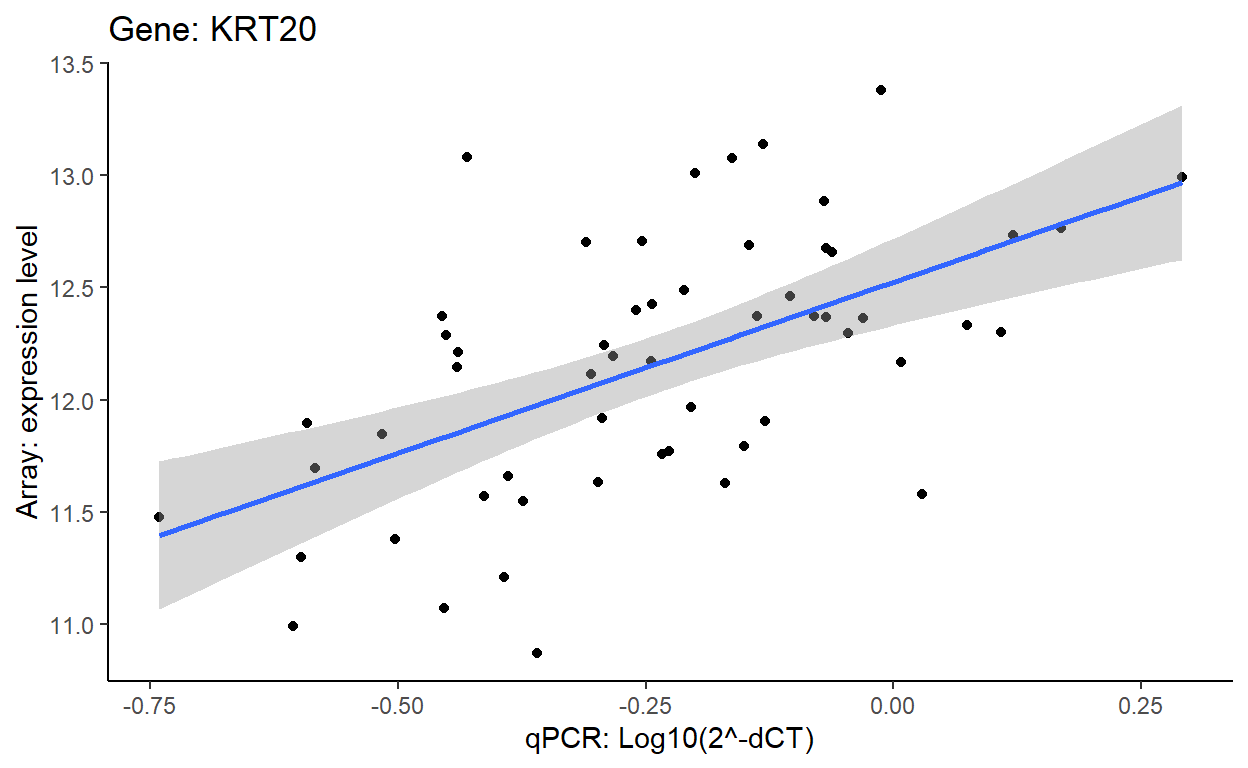 | Spearman's rank correlation rho  p-value = 6.974e-06  rho = 0.5607068 |

| 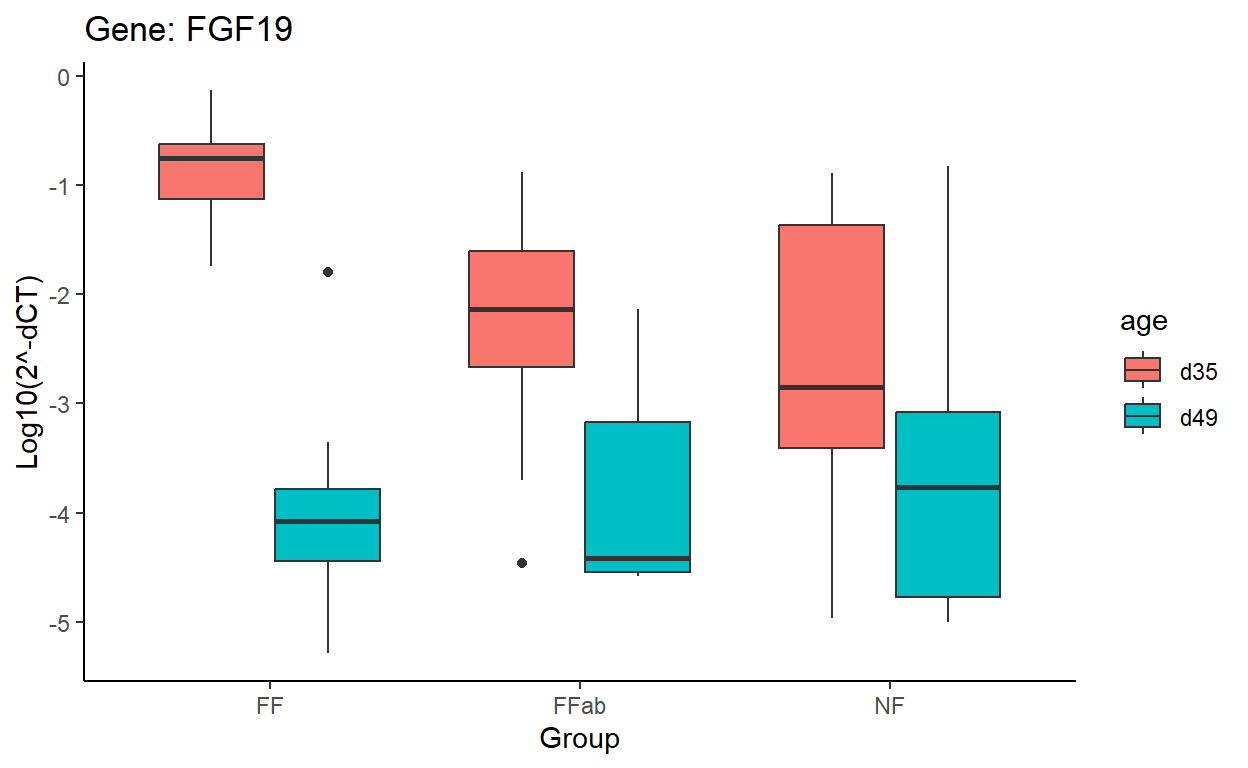 | 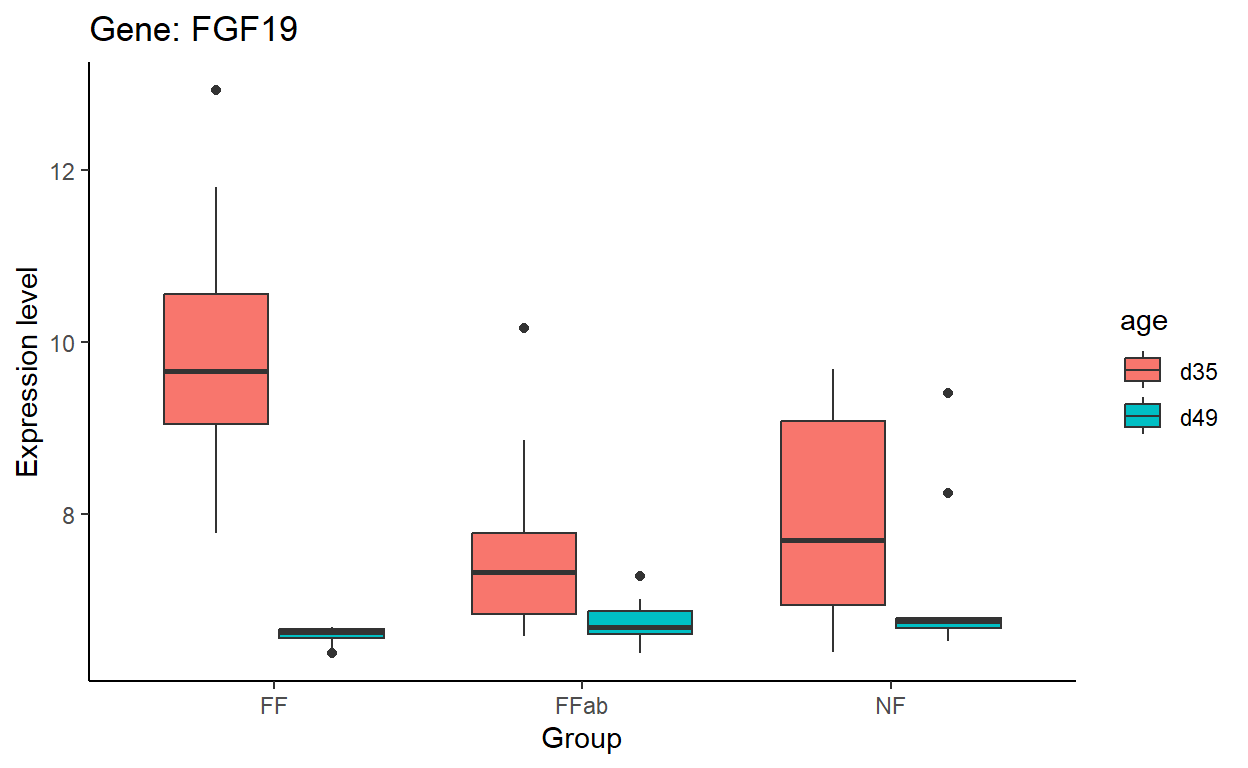 |
| --- | --- |
| 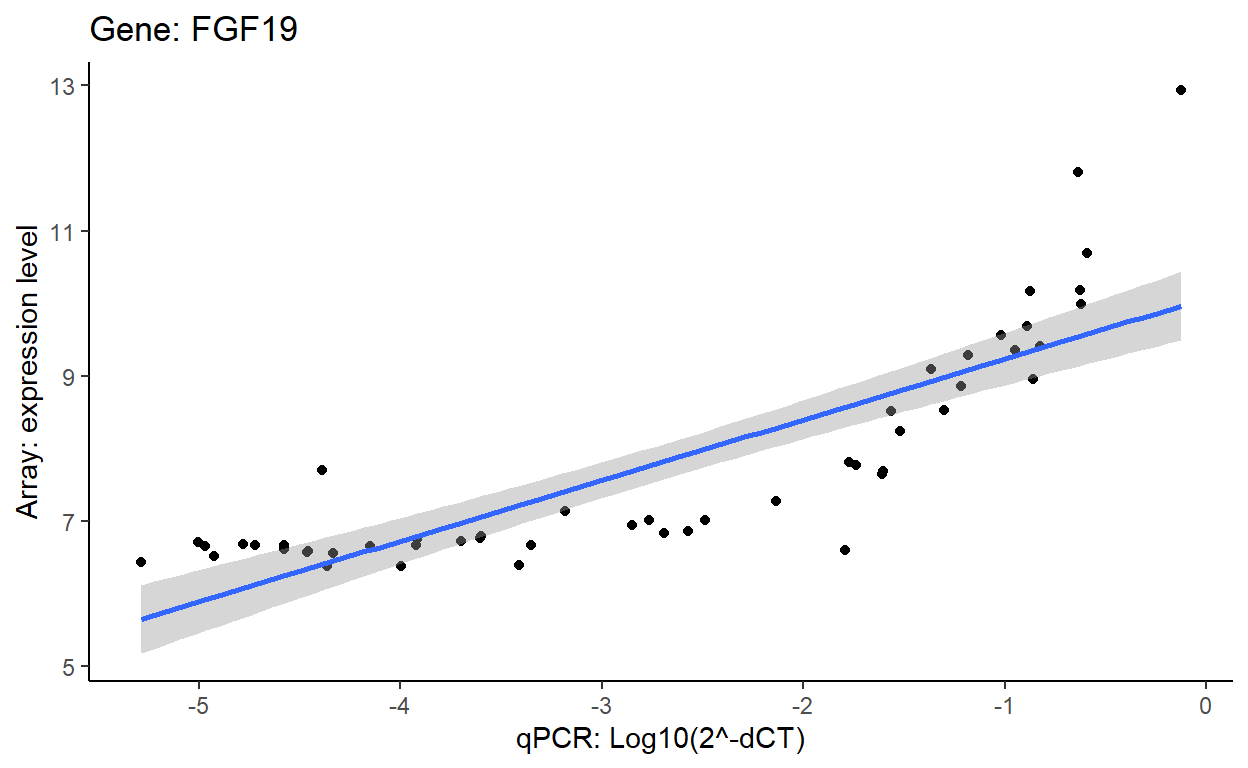 | Spearman's rank correlation rho  p-value = < 2.2e-16  rho = 0.8914027 |

| 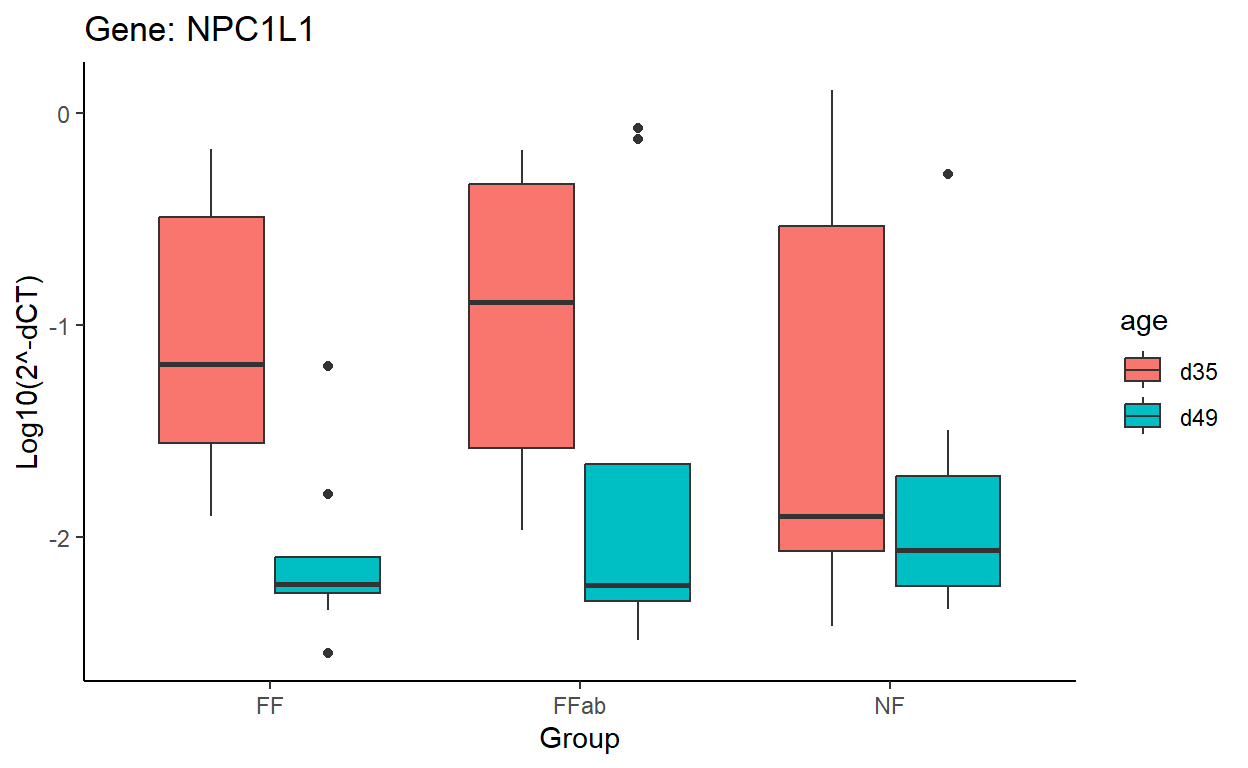 | 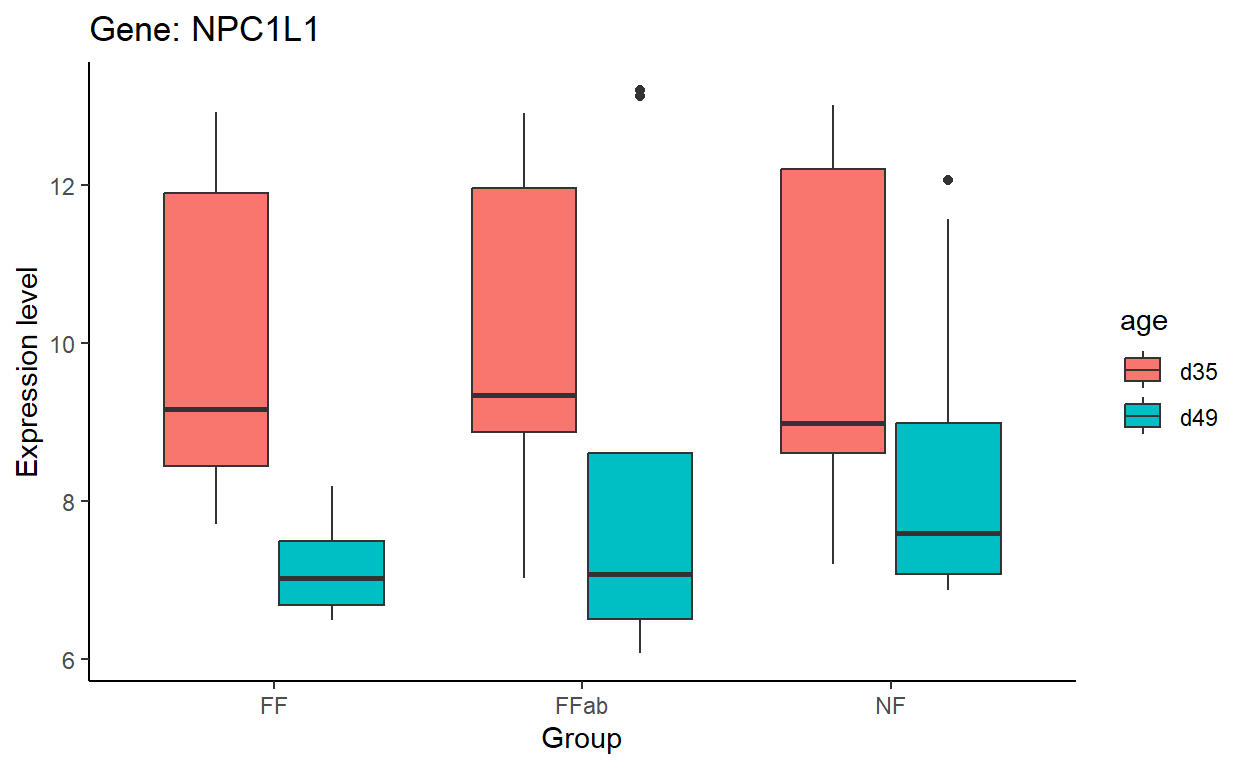 |
| --- | --- |
| 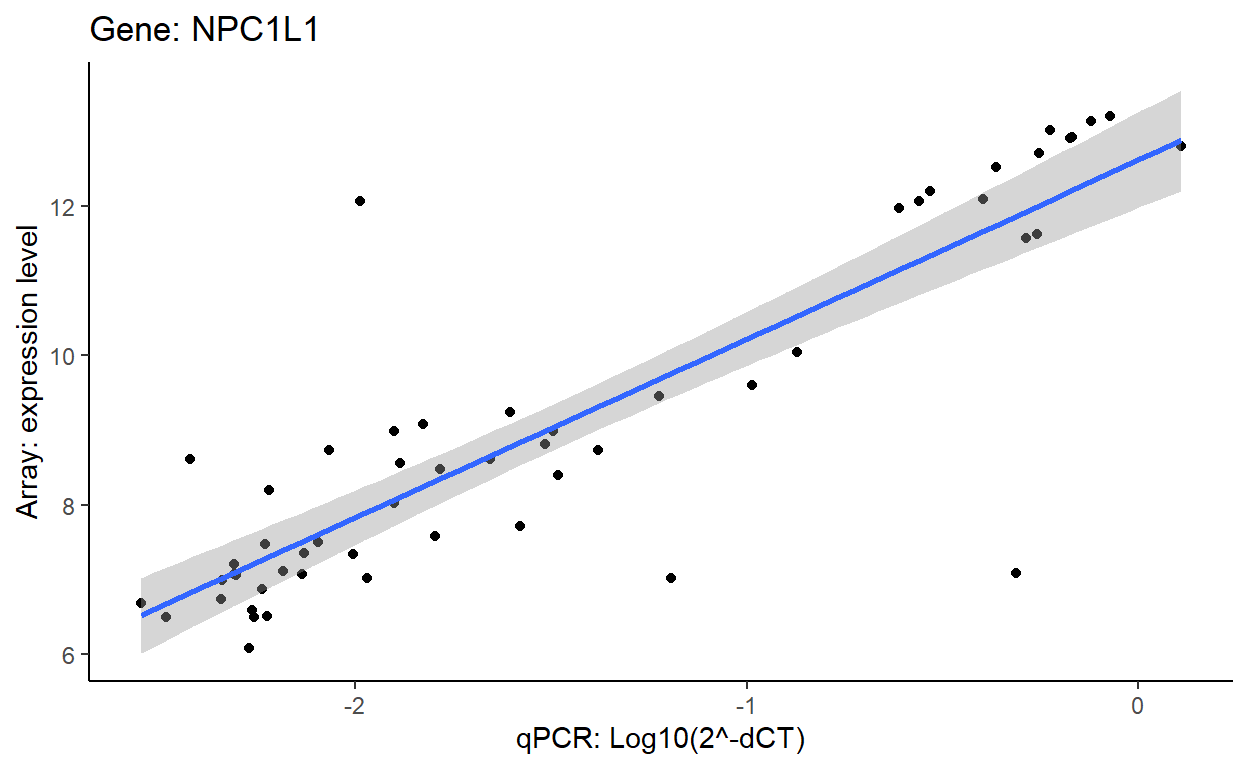 | Spearman's rank correlation rho  p-value = < 2.2e-16  rho = 0.8375902 |

| 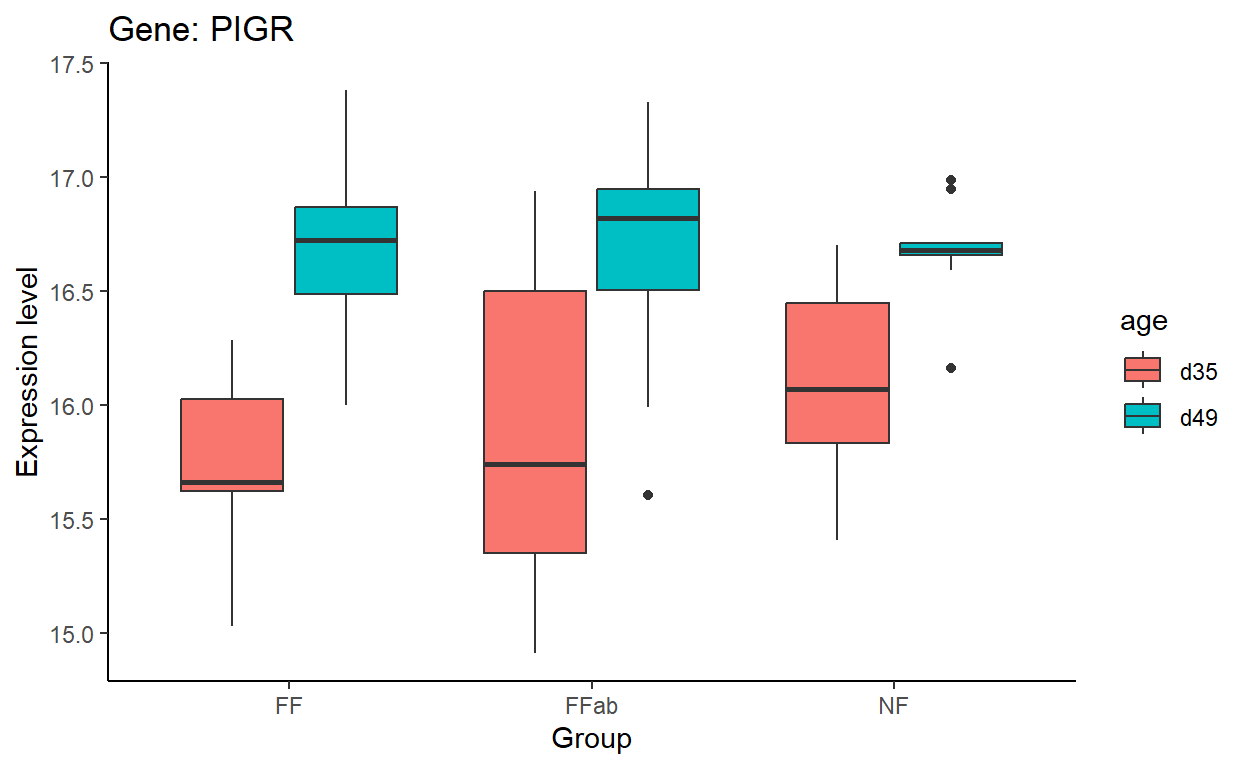 | 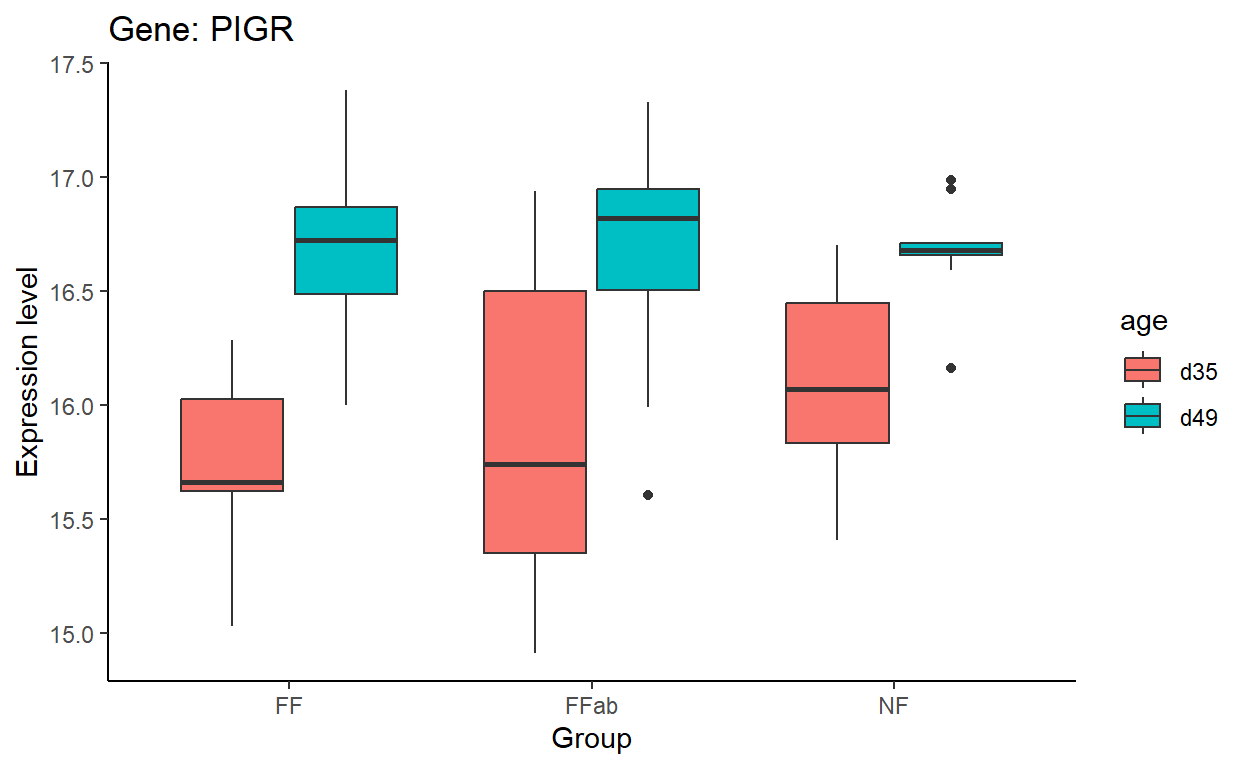 |
| --- | --- |
| 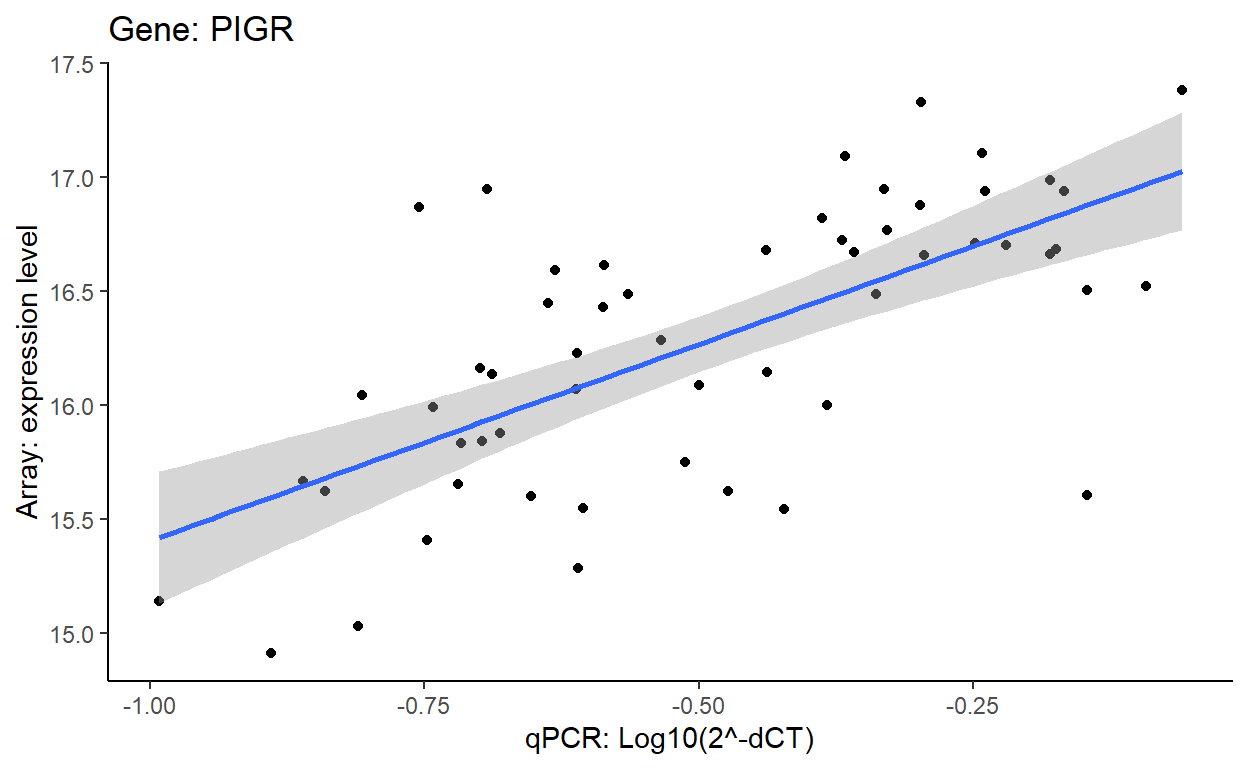 | Spearman's rank correlation rho  p-value = 1.538e-07  rho = 0.6342197 |

| 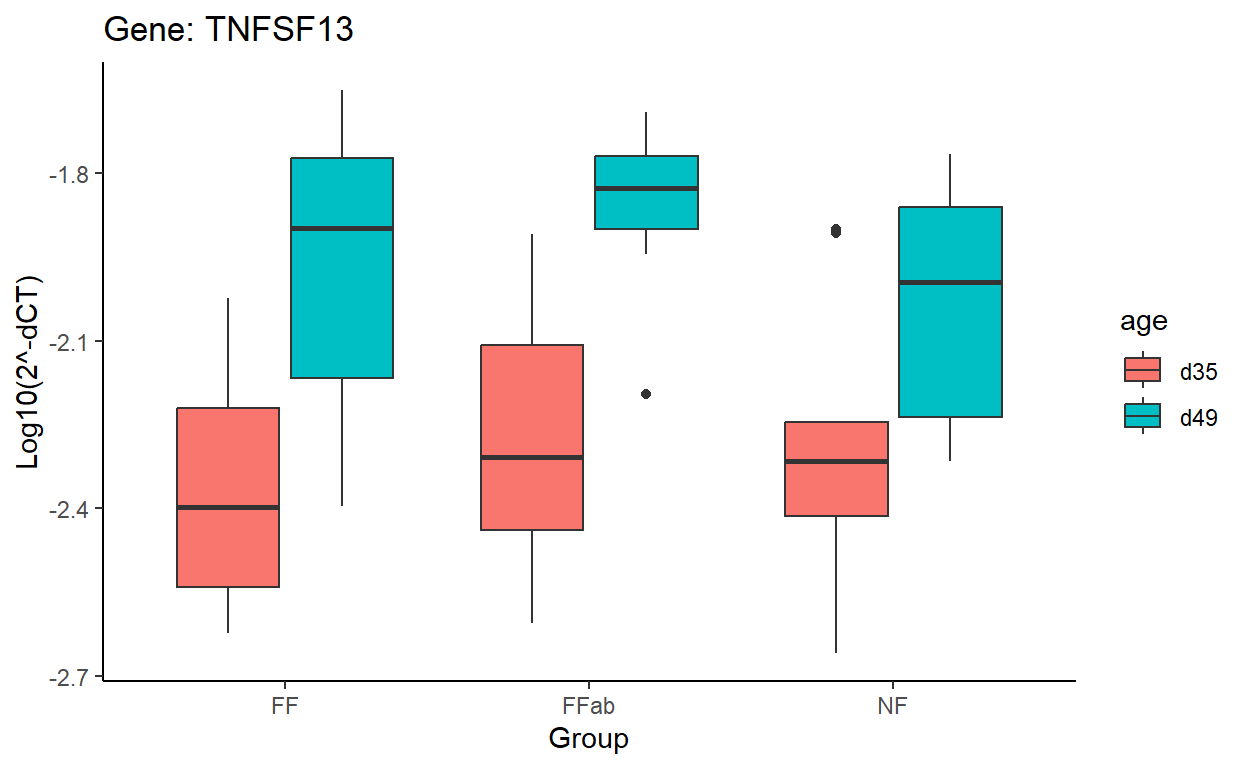 | 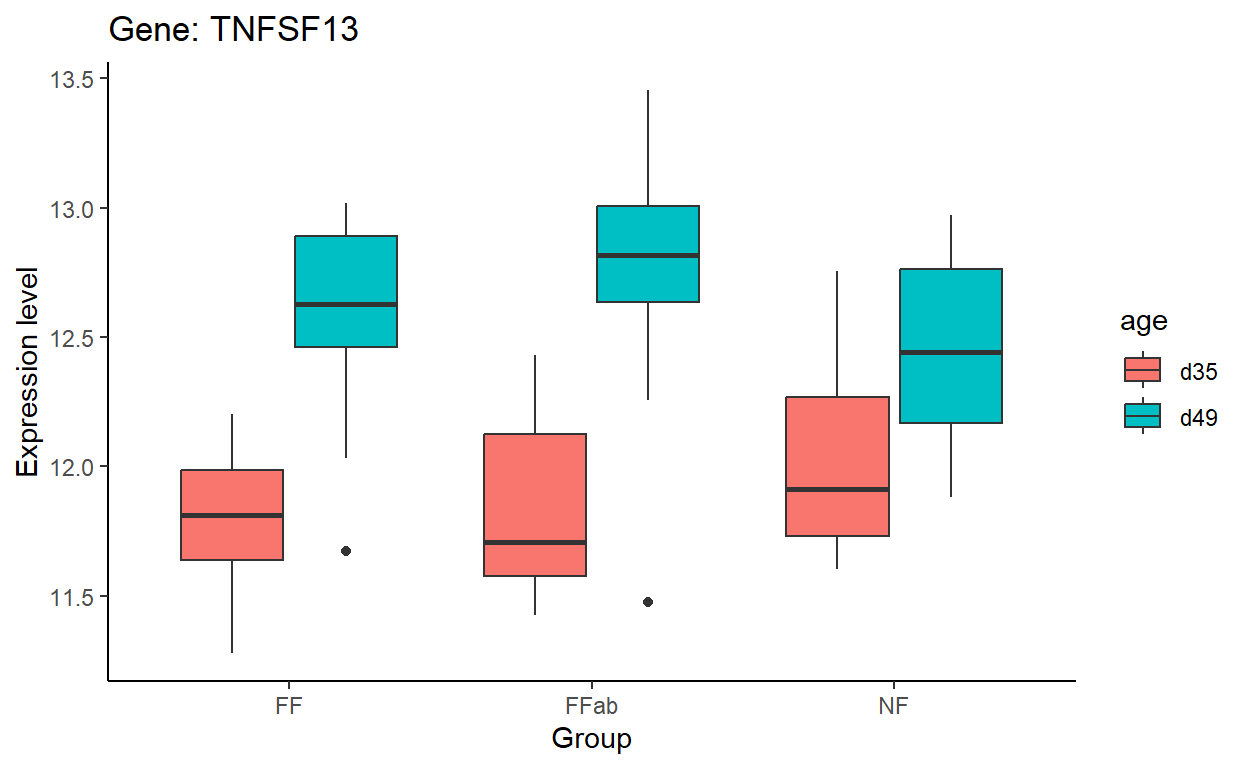 |
| --- | --- |
| 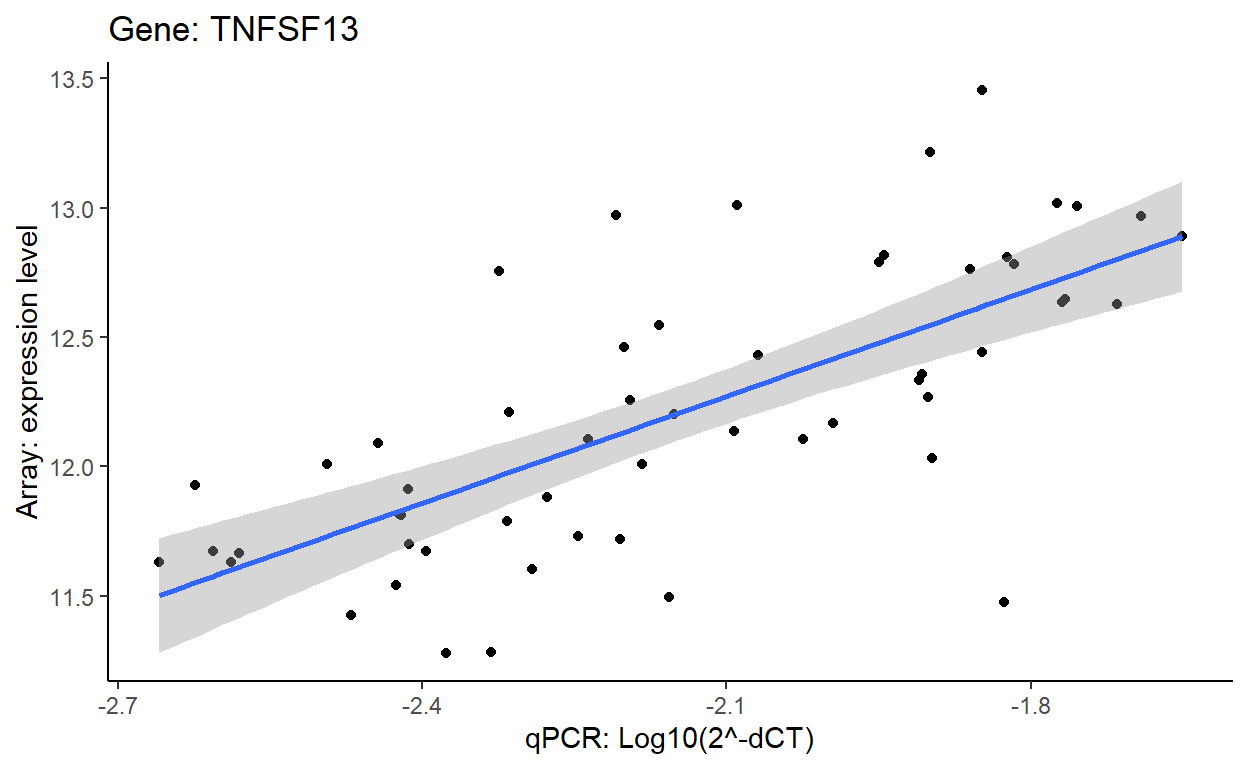 | Spearman's rank correlation rho  p-value = 7.537e-10  rho = 0.7121448 |

| 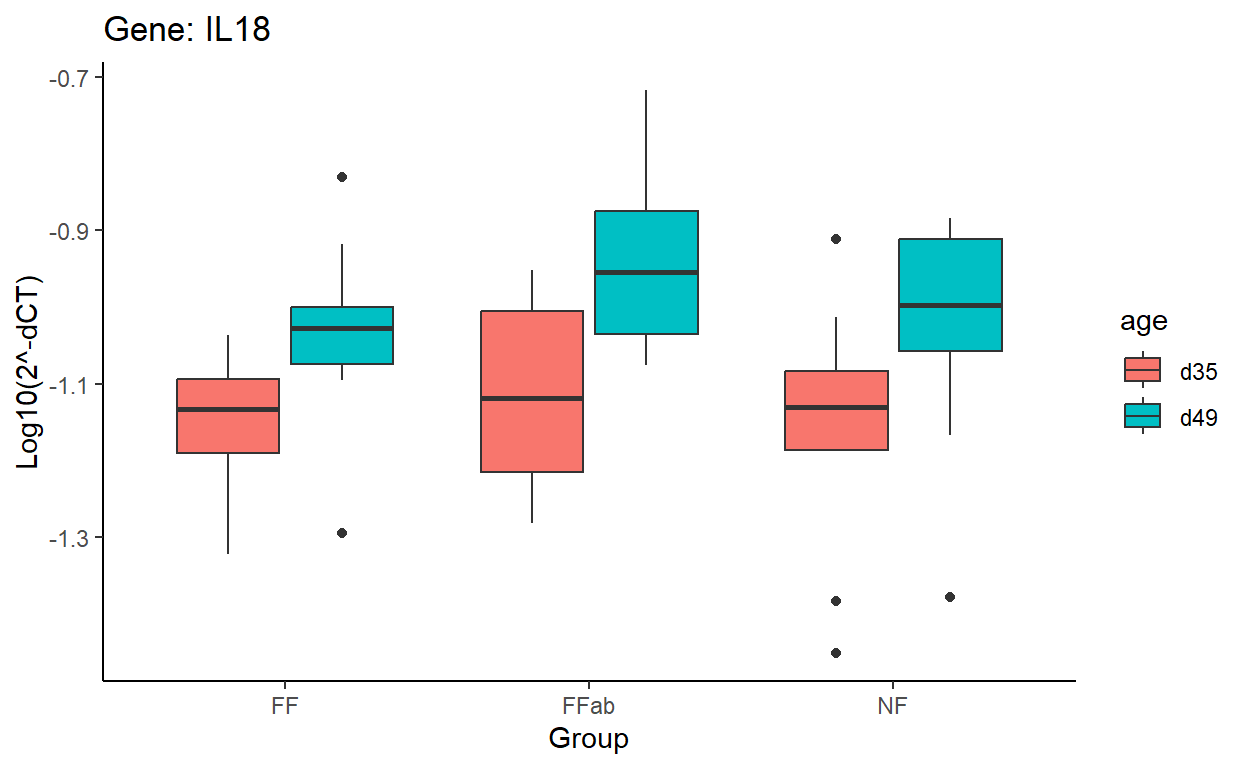 | 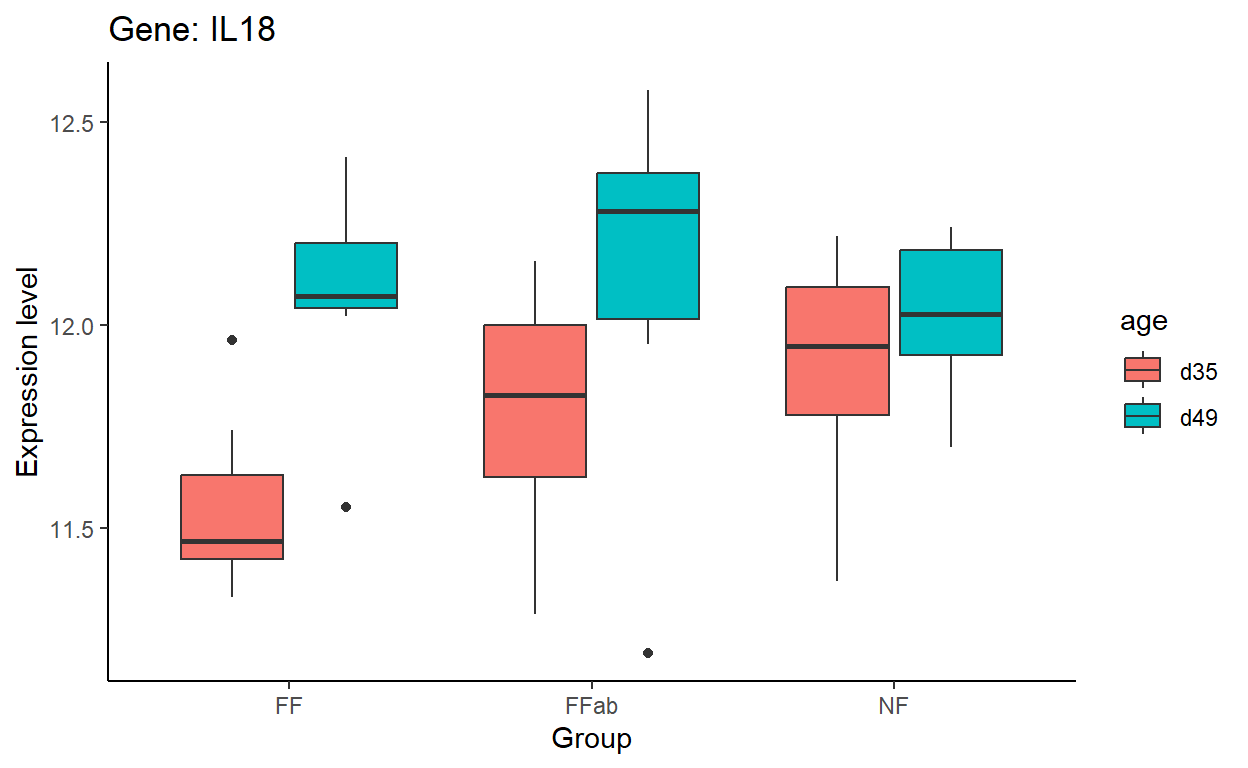 |
| --- | --- |
| 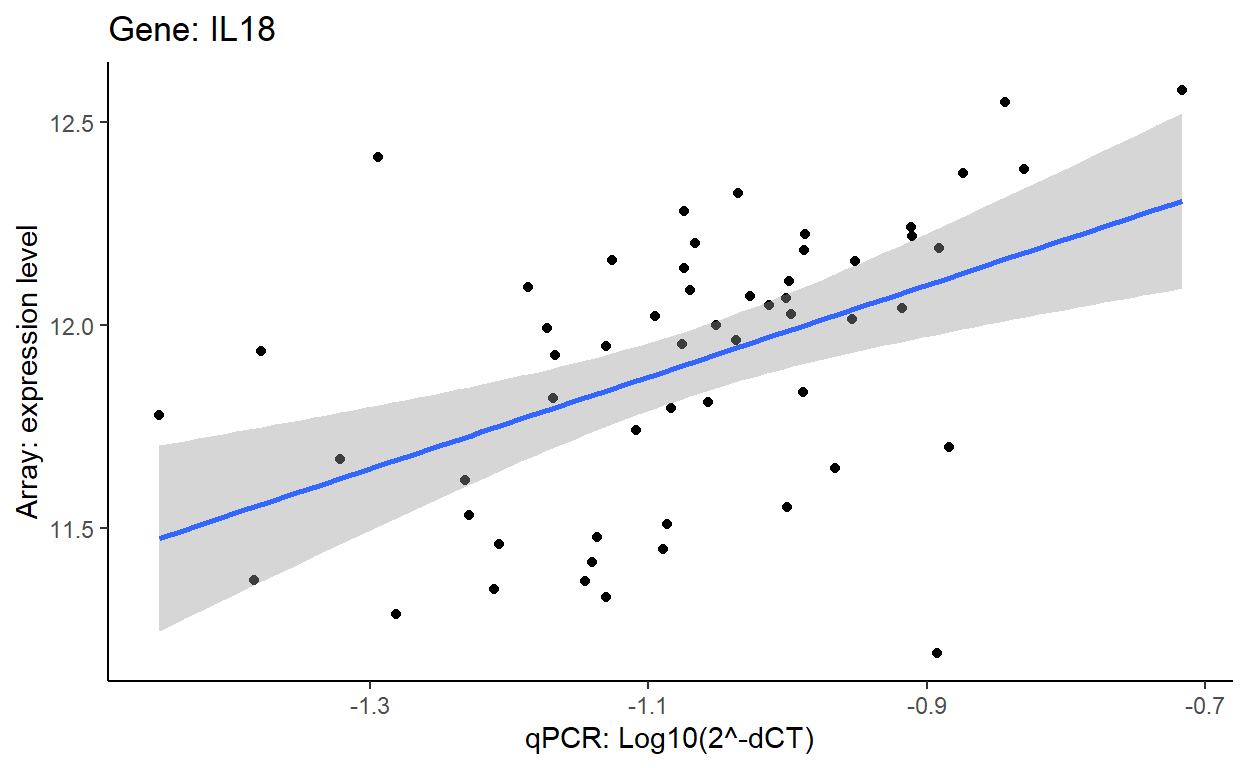 | Spearman's rank correlation rho  p-value = 3.295e-05  rho = 0.5317157 |

| 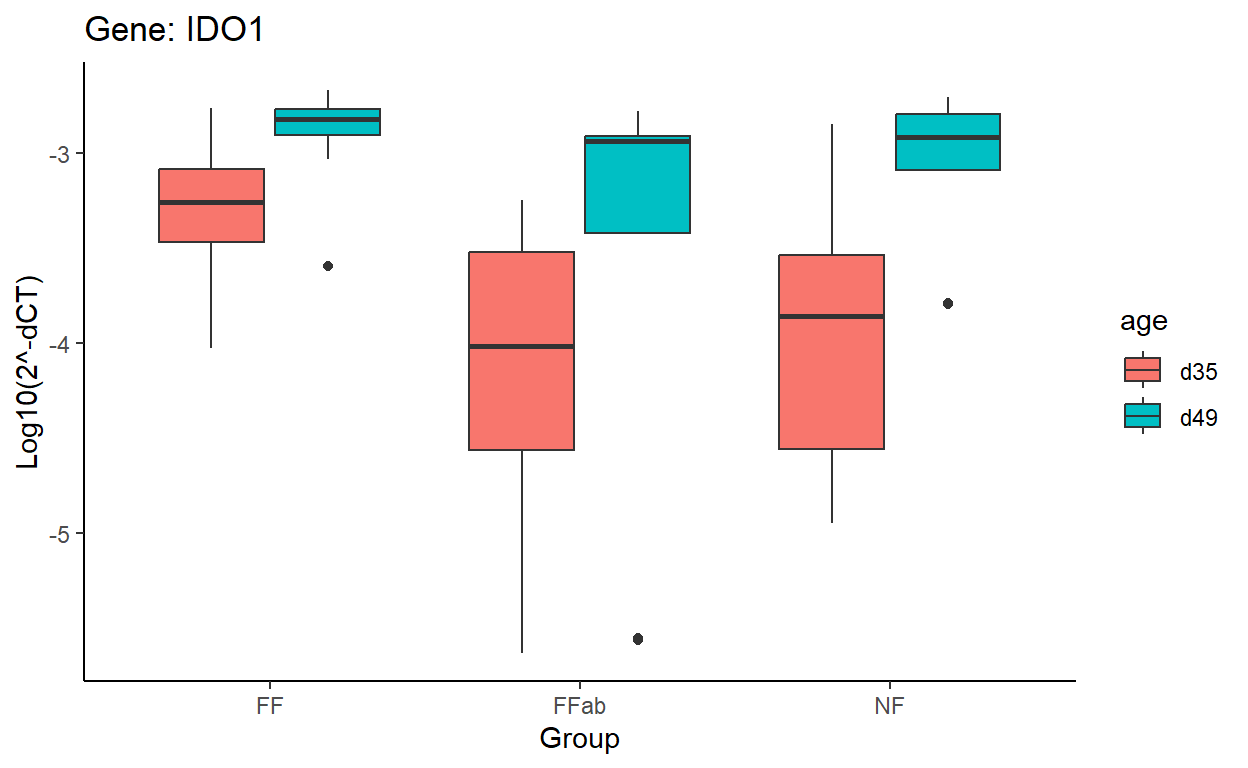 | 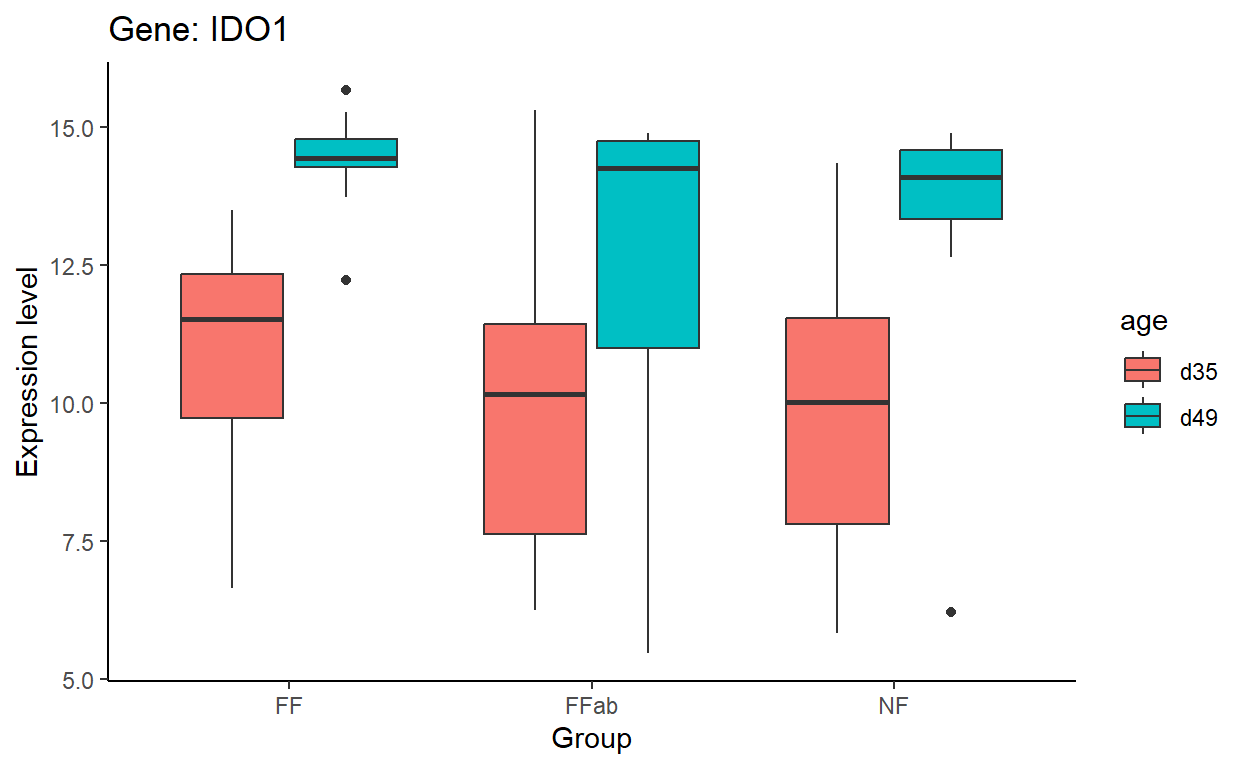 |
| --- | --- |
| 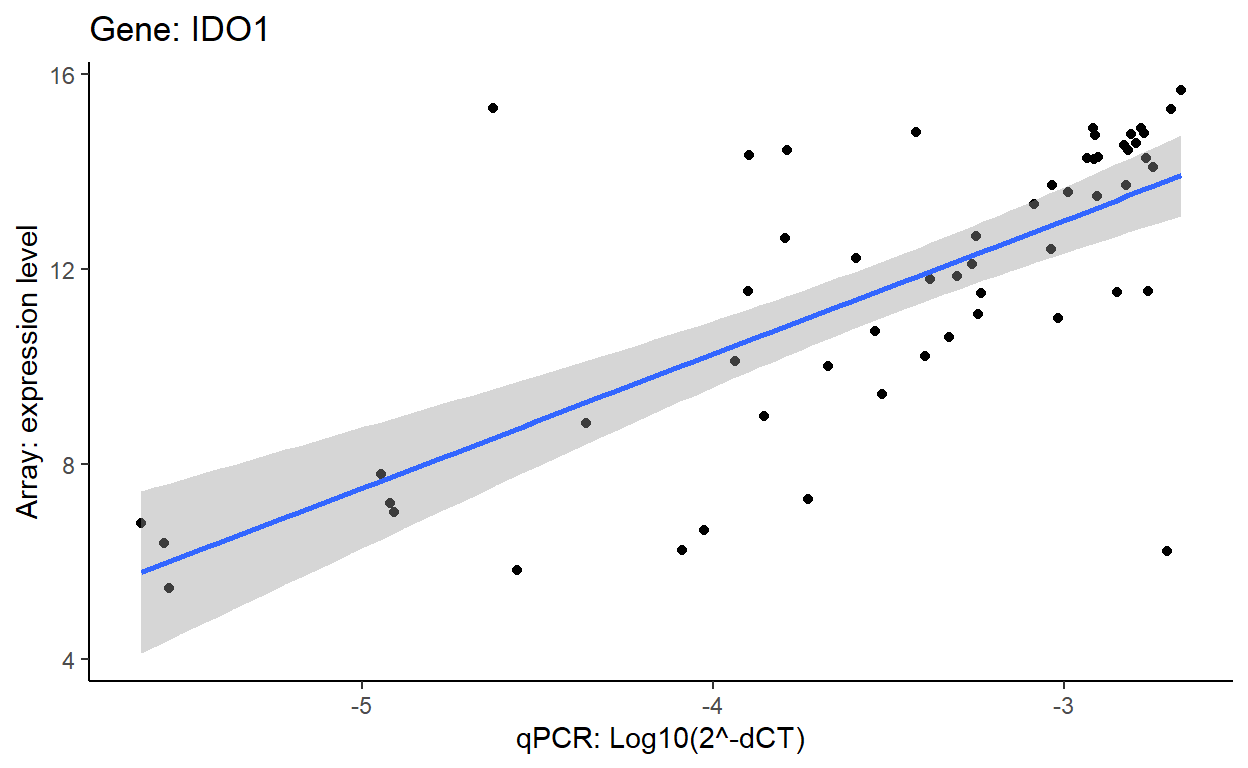 | Spearman's rank correlation rho  p-value = 1.139e-07  rho = 0.6392796 |

| 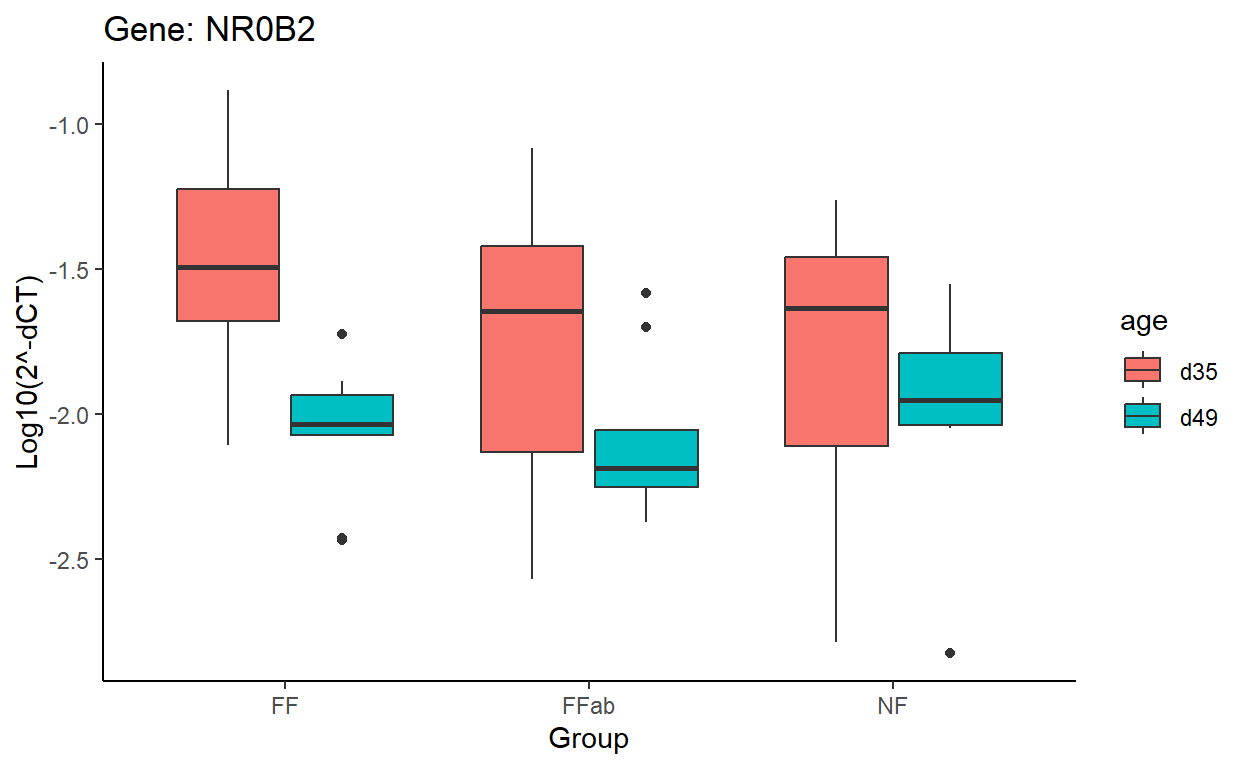 | 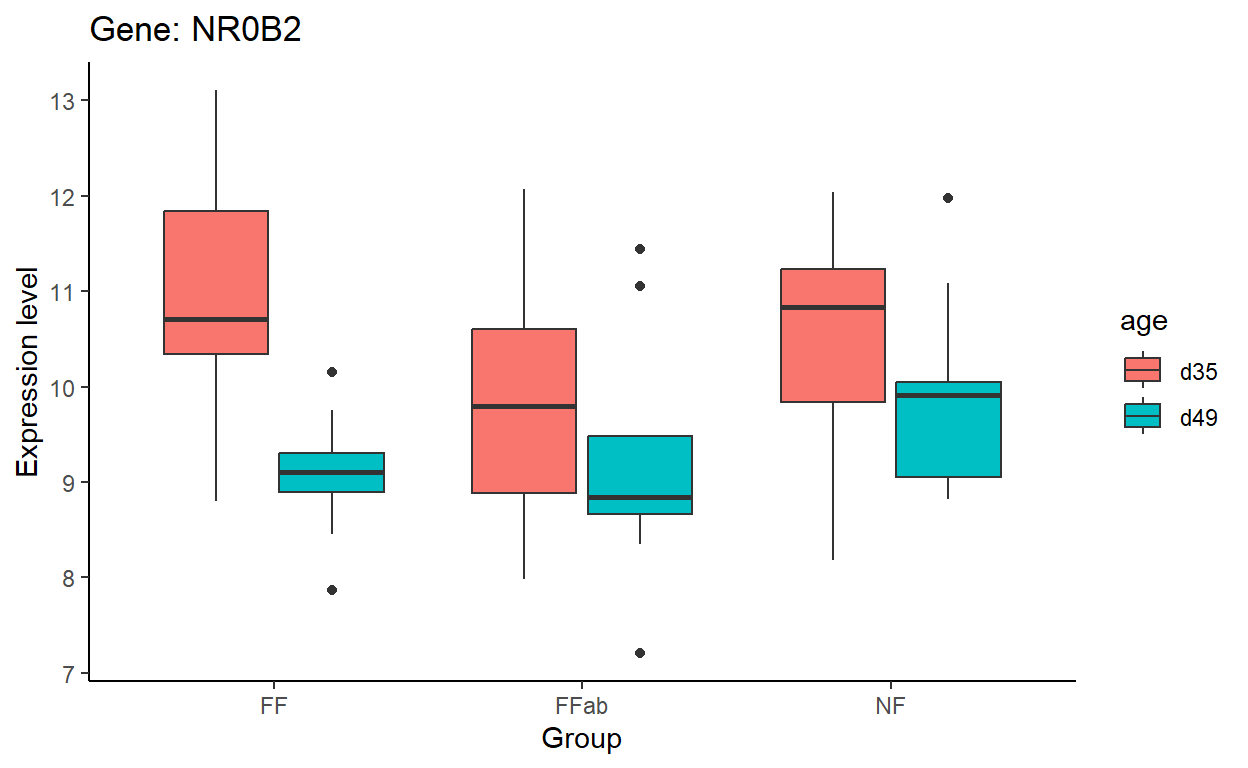 |
| --- | --- |
| 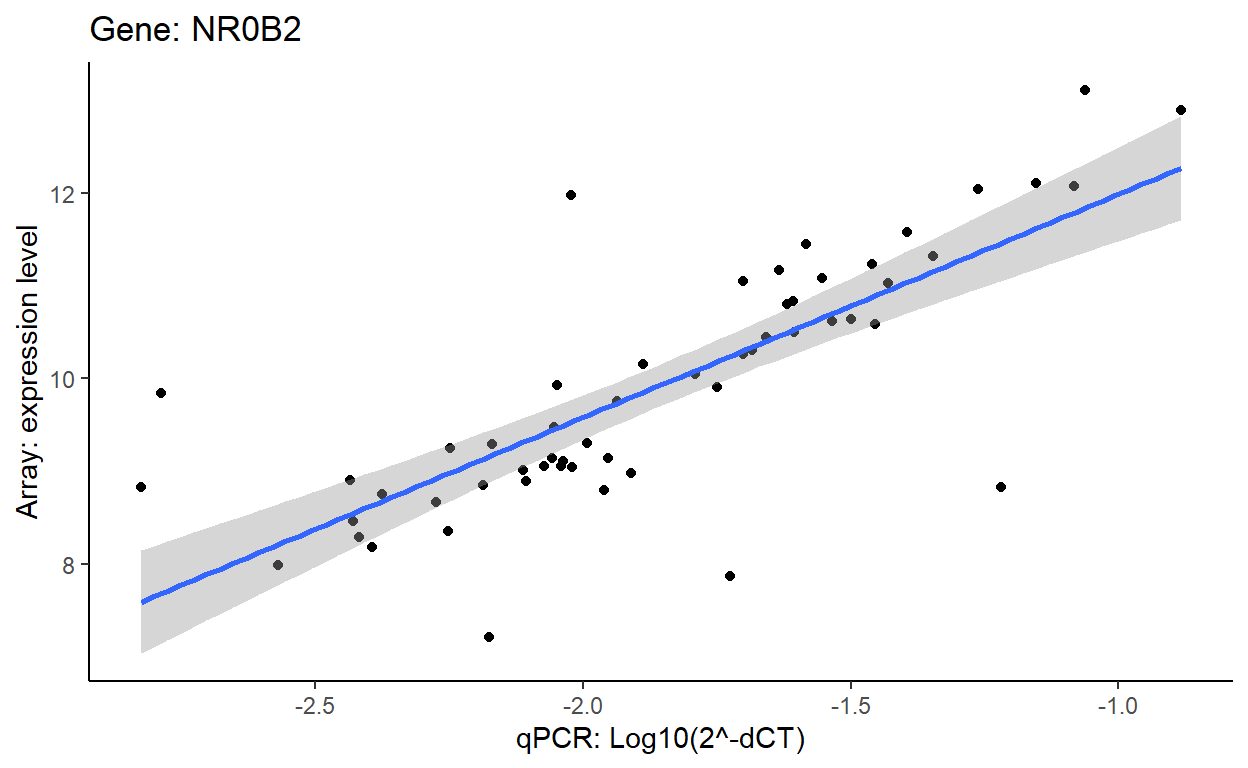 | Spearman's rank correlation rho  p-value = < 2.2e-16  rho = 0.7994532 |

# Supplementary material for: Coprophagia in early life tunes expression of immune genes after weaning in rabbit ileum
**Source:** Sci Rep. 2024 Apr 17;14:8898. doi: 10.1038/s41598-024-59591-6
**Supplement:** Supplementary file 11 — Supplementary Information 10.

**Additional file 1: Additional material for outlier illustrations, PCA of unique annotated expressed probe microarray data**. The file Additional_file1_outlier&PCA.docx is a world file, which contains a hierarchical clustering analysis of samples using 1-correlation as distance matrix and ward.D linkage, a nMDS plot of 1-corr matrix distance of the samples and a PCA of unique annotated expressed probe microarray data.

**Additional file 2: Workflow of annotation improvement of expressed genes of the microarray platform.** The file Additional_file2_pipeline.docx is a Word file, which describes the workflow improving annotation of the expressed genes using BetterBunny and manual BLAST on NCBI

**Additional file 3: List of the differentially expressed genes (|log2(fold change)|> 0.5 and p.adj value < 0.05) in rabbit ileum according to age (day 35 vs day 49).** The file Additional_file3_list_oligo_AGE.csv is a csv (comma-separated values) file which contains the differentially expressed genes in the ileum according to age (day 35 vs day 49) with a gene symbol approved by the HUGO Gene Nomenclature Committee or with and Ensembl gene identifier for rabbit genome (ENSOCUG) and associated probe name, probe sequence, Human Ensembl Gene identifier (ENSG), log2(fold-change) and P.adj.value.

**Additional file 4: List of the differentially expressed genes (|log2(fold change)|> 0.5 and p.adj value < 0.05) during the two weeks following weaning (day 35 vs day 49) in the ileum of rabbit that ingested feces from unrelated doe without antibiotic treatment (FF group : ingestion of Feces from non-medicated unrelated doe) in the nest during early life.** The file Additional_file4_list_oligo_d35vs49_FF.csv is a csv (comma-separated values) file which contains the differentially expressed genes in ileum with a gene symbol approved by the HUGO Gene Nomenclature Committee or with and Ensembl gene identifier for rabbit genome (ENSOCUG) and associated probe name, probe sequence, rabbit chromosome name location and Human Ensembl Gene identifier (ENSG)

**Additional file 5: List of the differentially expressed genes (|log2(fold change)|> 0.5 and p.adj value < 0.05) during the two weeks following weaning (day 35 vs day 49) in the ileum of rabbit that had no access to feces ingestion in early life in the nest (NF group : No Feces ingestion).** The file Additional_file5_list_oligo_d35vs49_NF.csv is a csv (comma-separated values) file which contains the differentially expressed genes in ileum with a gene symbol approved by the HUGO Gene Nomenclature Committee or with and Ensembl gene identifier for rabbit genome (ENSOCUG) and associated probe name, probe sequence, Human Ensembl Gene identifier (ENSG), log2(fold-change) and P.adj.value.

**Additional file 6: List of the differentially expressed genes (|log2(fold change)|> 0.5 and p.adj value < 0.05) during the two weeks following weaning (D35 vs D49) in the ileum of rabbit that ingested feces from doe with antibiotic treatment (FFab group : ingestion of Foreign Faeces from AntiBiotics treated unrelated doe) in the nest during early life.** The file Additional_file6_list_oligo d35vs49_FFab.csv is a csv (comma-separated values) file which contains the differentially expressed genes in ileum with a gene symbol approved by the HUGO Gene Nomenclature Committee or with and Ensembl gene identifier for rabbit genome (ENSOCUG) and associated probe name, probe sequence, Human Ensembl Gene identifier (ENSG), log2(fold-change) and P.adj.value.

**Additional file 7: Microbiota alpha, beta diversity and taxonomic composition in ileal content of rabbit at 35 and 49 days of age** in NF group, where ingestion of hard feces was prevented, in the FF and FFab groups where pups had access in the nest to feces excreted by foreign females receiving either no antibiotic or medicated with tiamulin and tetracycline. Additional_file7_ileal_microbiota.docx is a word file which provides graphical presentations of alpha, beta diversity and taxonomic composition of ileal content

**Additional file 8: List of GO terms enriched from the FF group annotated upregulated genes list (DE genes with Ensembl gene annotation for rabbit) using g:profiler**. The Additional_file8_list GO terms 35d-49d-FF up-regulated genes.csv file is a csv (comma-separated values) file which contains a list of GO terms enriched by g:Profiler in Biological Process (BP), Molecular Function (MP) and Cellular Content (CC) terms associated with their computed -log10(pvalue) and gene contribution indication.

**Additional file 9: IgA levels in ileal content of rabbit after weaning**. The file Additional_file9_ileal_IgA.docx is a word file which provides a graphical presentation of ileal IgA levels of young rabbits at day 35 and day 49 in the NF group, where ingestion of feces was prevented, in the FF and the FFab groups where pups had access in the nest to feces excreted by unrelated does receiving either no antibiotic or treated with tiamulin and tetracycline.

**Additional file 10:** **Primer sequences for qRT-PCR validation.** The file Additional_file10_qPCR_gene_expression_validation.docx is a Word file which contains gene names, description and primer sequences of the 14 genes used for qRT-PCR validation. Selected microarray or qRT-PCR gene expression graphs and correlations are also included.

How the deposited data were processed for this re-analysis (not part of the article)

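The authors deposited, for each of 57 arrays, a Feature Extraction text file with the signal of every spot as intensity, and a table of normalized log2 values for 33284 probes. The spot files hold 62976 spots, of which 1319 are controls, for 42089 probes. The values used here start from the authors' background-subtracted processed signal (intensity), averaged over the spots of a probe, set to log2 and quantile normalized in limma. The notes of the record name version 10.7.3.1 of the extraction software and the headers of the files 10.10.1.1. The deposited log2 table has the same quantiles in each array (median 8.78). It correlates with the values used here with a median r of 0.989, and with the median spot signal without background correction at 0.998. It is one of the alternatives.

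A probe was kept when at least 50% of its spots stood well above background in at least 75% of the arrays of a group, which left 31722 probes. Names came from the accession of a probe (11479 probes), its gene identifier (8920), the paper's tables (150) or, for the few left, the gene name in the files, and 21436 probes without a gene entered no count. Each of the 7988 genes tested is read from 1 probe, that of median level where there are several, and 109 of them are named by the paper's tables alone.

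limma fitted 1 mean per group of treatment and day over the paper's 56 arrays, and contrasts gave the age change in each treatment, the differences between these changes, and the treatments at each day. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 0.5. Lists of genes were fixed beforehand and tested with camera (preset correlation 0.01, and again with an estimated one), with at least 5 members measured, and their p-values were adjusted over 42 lists. The mean of a list in each rabbit was compared with two-sided exact permutation tests within a treatment. For differences between treatments, 100000 permutations were drawn. PERMANOVA used 9999 permutations. For the slides, differences between days were taken within each slide and averaged.

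The genes named are, in each comparison, the 10 largest and 10 smallest changes past the threshold, those the paper names in its text, tables and figures, up to 4 members of a list with the smallest adjusted p, and for the differences between treatments all past the threshold or the 3 with the smallest p. The paper's values for its genes had been seen in its tables. The lists, contrasts and thresholds were set before the data were examined, as were the alternatives apart from those named as added later.

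The steps were tested on simulated data, with genes planted at 1.5-fold, 2-fold and 3-fold on arrays of this design. The test of a difference in age change between FF and NF recovered 10 of 38 interferon genes planted at 2-fold, and the age change in FF 20 of 38. Software: R 4.3.3, limma 3.58.1, statmod 1.5.0, vegan 2.7.1, data.table 1.17.8, Python 3.11.15 and numpy 2.4.6. GO terms, qPCR, sequencing of bacteria and immunoglobulin assays were not analysed here. Some genes are not reported here.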

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

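The lists and genes searched for rabbits that stand apart were chosen after the list results had been seen, as were the tests for pancreas tissue and for a dim array. The test of an exchanged day was not.

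Dixon's test flags about 1 in 20 groups by chance, which is 3.9 of the 78 groups reported here, and 9 had a rabbit apart from the others. For the interferon list these were an FF rabbit of day 35 (10.4 against 8.56 ± 0.375 SD in the others), an NF rabbit of day 35 (10.4 against 8.58 ± 0.307) and an NF rabbit of day 49 (11.9 against 9.68 ± 0.386). DDX60 was at 10.2 in that FF rabbit (others 5.94 ± 0.765). Another NF rabbit of day 49 had high genes of dietary fat absorption (13.4 against 11.4 ± 0.236) and low genes of striated muscle (6.85 against 7.61 ± 0.145). The others were an FF rabbit of day 35 for antimicrobial proteins (8.09 against 9.27 ± 0.286), an FFab rabbit of day 49 for IgA secretion (7.39 against 8.26 ± 0.176) and an NF rabbit of day 49 for mucins (10.68 against 9.93 ± 0.145).

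The high interferon genes of the FF rabbit of day 35 could come from an array of day 49 placed under day 35. Over 100 genes that change with age it scored 0.786, within the range of the other FF rabbits of day 35 (0.591 to 0.889) and under those of day 49 (from 1.34), which argues against this. A response of this rabbit to an infection stays open and was not tested.

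In NF rabbit 78 of day 35, the array the paper set aside, the mean of the pancreas genes exceeded that of the other NF rabbits of the day by 7.39 on the log2 scale, with a median excess over the genes of 7.22. CPB1 (12.6), CLPS (12.1), PNLIP (10.0), PLA2G1B (4.43) and CELA1 (2.86) lay above all 56 other arrays, and INS (2.29) did not. The array had a median signal of 144 against 153.5 to 248 in the other NF arrays of day 35, though kept arrays of other groups went down to 137.5. This test replaced a first test on the share of spots well above background (68.0% against 66.0% to 79.2%) after that had been seen. A dim array alone could lower many lists, but no other list departed as far as that of the pancreas. In size, the largest departure among them was a deficit, -2.13 in T and natural killer cells. The largest excess among them was 1.36, in red blood cells. Whether pancreas tissue in the sample is the reason stays open, since the median excess (7.22) is taken over the genes that make the pattern and decides nothing. No biological explanation was tested.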

How the results depend on the processing

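The count in FF stayed far above those in NF and FFab in each setting run. With the fold change minimum 63.3% to 70.8% of its genes were higher at day 49, and without it 52.5% were. The counts in NF and FFab rest on few genes near the threshold. No analysis paired by rabbit was possible because each rabbit was sampled once, and days were compared within slides instead. Leaving out a single rabbit, testing components 3 to 5, testing probes without a name and leaving out genes named by the paper's tables were chosen after seeing the data. The filter on signal over background removes dim genes, so that a gene silent at one age can be read only as a bound. Where a value moved, the cause was not tested.

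Genes changed with age over all rabbits (285) were 178 with a normexp background, 1060 with no fold change minimum and 808 over every kept probe. In FF (352) they were 628 with no fold change minimum and 990 over every kept probe. In NF (3) they were 8 with the authors' value table, 6 with the median signal, 0 with probes well above background on every array, 10 with the slide as random block, 7 with all 57 arrays, 15 with array weights and 5 over every kept probe, and from 3 to 12 without single rabbits (12 without the NF rabbit of day 49 highest in fat absorption genes). In FFab (6) they were 11 with the value table, 3 with probes well above background on every array, 15 with the random block, 24 with array weights and 0 with only the arrays compared.

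Without the filter on dim probes TNNC1 turned to -0.40 in FF and -0.29 in NF. A gene can then be read from another probe, since more probes enter the choice of median level. The correlations of age changes without this filter were 0.523 for FF and NF, 0.526 for FF and FFab and 0.464 for NF and FFab. The list of minerals, ions and water in NF turned to -0.00281 with probes well above background on every array, and the pancreas list in NF to -0.693 with all 57 arrays. The FF minus FFab difference of the interferon score, 1.01, lies at the threshold, with p = 0.0492 or 0.0500 depending on the permutations drawn. It lay over 0.05 with 75th percentile scaling (p = 0.0553), the mean of probes (0.0506), the median signal (0.0502) and the probes of the paper's tables (0.0513), for the list without the paper's FF genes (0.773, p = 0.0820) and for the interferon genes the paper names, chosen on these samples (1.11, p = 0.0511), and under it with the value table (0.887, p = 0.0413), no filter (1.02, p = 0.0488), normexp (0.861, p = 0.0474) and probes well above background on every array (0.955, p = 0.0426), by permutation tests. Without single rabbits it ran from 1.01 to 1.20 (1.20, p = 0.0125, without the FF rabbit of day 35 highest in interferon genes).

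Of the other comparisons of a setting with the values reported, 5750 of single genes and 3242 of lists kept direction and call, 84 and 51 gained a call, and 62 and 60 lost it. Under the filter that asks for signal on every array, dim genes such as OASL have no value.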

Differences from the paper's values

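Each value below differs from the paper's. The alternatives compared were set before the data were examined: the authors' value table, 75th percentile scaling, normexp background, median signal, no filter, signal on every array, mean of probes, probes of the paper's tables, slide as fixed or random block, all 57 arrays, array weights, no fold change minimum and only the arrays compared. An alternative not named as reaching the paper's value did not, or gave no value. Counts use the paper's thresholds.

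In NF the paper's count of genes changed with age is 10, and here it is 3; the value table (8), the random block (10), all 57 arrays (7) and array weights (15) came within 1.5 times of it. Of these the paper's count of higher genes is 7, and here 2 (within: 6, 7, 6 and 9 in the same order), and its count of lower genes 3, and here 1 (within: value table 2, median signal 2, no fold change minimum 2, only the arrays compared 2, random block 3). In FFab the paper's count of lower genes is 1, and here 0 (within: value table 1, mean of probes 1, fixed block 1).

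The paper's fold in FF for OAS2 is 1.7, and here 3.23 (within: value table 1.68, median signal 1.72, normexp 1.51). For IFI44L the paper's is 2.7, and here 5.76 (2.67, 2.87 and 2.32), for CXCL11 the paper's is 2.7, and here 5.52 (2.68, 2.70 and 2.25), and for IFNG the paper's is 1.5, and here 2.97 (1.53, 1.59 and 1.39). The paper's fall of FGF19 in FF is 3.37 on the log2 scale, and here 3.96 (within: value table 3.37, median signal 3.34, normexp 3.04, array weights 3.80). For NPL the paper's fall is 1.57, and here 2.51 (within: value table 1.57, median signal 1.54).

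The largest fall among the genes changed in NF is 0.77 in the paper, and here 1.58 (within: value table 0.747, mean of probes 1.06, median signal 0.736, normexp 0.547). In FFab the paper's is 0.60, and here no gene fell, with a smallest rise of 0.61, a fall of -0.61 (within: value table 0.605, mean of probes 0.512). The second component holds about 9.6% in Fig. 3 of the first additional file, read by eye, and here 15.6%, with no alternative run.

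The paper counts OASL, IDO1, CXCL9 and DGAT1 among the genes changed in FF. Here their adjusted p were 0.0680, 0.0725, 0.0528 and 0.0589. OASL is called with the value table (0.0283), the fixed block (0.0280), the random block (0.0295) and array weights (0.0218). IDO1 is called with the value table (0.0393), normexp (0.0368), the median signal (0.0466), array weights (0.0379) and only the arrays compared (0.0101). CXCL9 is called with the value table (0.0372), signal on every array (0.0458), the mean of probes (0.0497), the fixed block (0.0394), the random block (0.0299) and array weights (0.0321). DGAT1 is called with the value table (0.0398), the random block (0.0416), array weights (0.0209) and only the arrays compared (0.00670). Settings chosen after seeing the values, each without 1 rabbit, call some of these. Without the FF rabbit of day 35 highest in interferon genes, OASL (0.0277) and CXCL9 (0.0221) are called. Without the NF rabbit of day 49 highest in fat absorption genes, IDO1 (0.0452), CXCL9 (0.0452) and DGAT1 (0.0295) are. Without the NF rabbit of day 49 highest in interferon genes, OASL (0.0497) and CXCL9 (0.0421) are. Among the genes named here, the first of these settings ends 1 call and the other two end 0. Of the probes in the paper's table for FF, 349 of 350 are measured here, all in the paper's direction (r = 0.973 across probes), and 300 pass. Of its 10 probes for NF, 2 pass (r = 0.936), and of its 9 for FFab, 4 pass (r = 0.878). All of these too are in the paper's direction.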

Other observations

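The tests of the slide and of the array signal were chosen after the result was seen; those on other groupings of the arrays were not.

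Genes of fat tissue rose in the NF rabbits, with a list mean of 0.41 over 18 genes (camera, adjusted p = 3.6e-04 with an estimated correlation; exact permutation p = 0.00259, adjusted p = 0.0314, 8 of 8 slides), although 0 of them passed and 5 did adjusted over the list alone. In FFab the mean was 0.29 (estimated correlation, adjusted p = 0.0267; 1 passed, 3 adjusted over the list alone) and in FF 0.20 (adjusted p = 0.157). In FF the lipase LPL (1.68 ± 0.28) and FABP4 (1.72 ± 0.47) rose and RBP4 fell. The difference in this change between FF and NF was -0.21 (permutation p = 0.201).

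At day 49 the interferon genes stood higher in FF than in FFab, by 0.93 in the list mean, with 0 of 38 past the threshold and 22 adjusted over the list alone (camera, adjusted p = 0.0351 with an estimated correlation). At day 35 the mean difference was -0.09, with 0 of 38 in both counts. Of 12 genes of tryptophan breakdown 1 rose in FF, IDO2, and 1 fell, KYNU, which lost its call with only the FF arrays fitted. The list mean was 0.631 higher per rabbit in FF (exact permutation p = 8.7e-05), 0.544 in NF (p = 0.00662) and 0.461 in FFab (p = 0.0496), but in FF it rests mostly on IDO1 and IDO2, with a median of 0.19 over the list and adjusted p = 0.226 in camera. The interferon list holds RIG-I under 2 symbols, DDX58 and RIGI, so that this gene counts as 2 of its members.

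Other groupings of the arrays within the design were drawn 100 times for each result. Genes changed with age were 285 over all rabbits (highest other 1) and 352 in FF (highest other 164). For both, 1 of the 100 groupings was as large, the real one included. For NF (3, highest other 48) 3 groupings were as large. The lead of FF over the larger of the NF and FFab counts was 346 (highest other 381), also with 3. Both shares lie under 0.05, but other groupings gave larger values. Some of the genes tested are named through the paper's tables of changed genes alone, and so were picked on the real grouping. That favours the real counts and the lead, and no groupings without these genes are given. How far it raised them was not tested, so that these shares alone do not exclude chance. Under other groupings the lead had a median of 72, and the highest of the 3 counts a median of 134 against 10 for the lowest, so that unequal counts are usual among these groupings. Chance cannot be excluded in FFab (6; highest other about 200; 10). For treatment (highest other 5) and the differences in age change of FF and NF (84), FF and FFab (1) and NF and FFab (5) the real count is 0, so that all 100 groupings are as large and the comparison decides nothing. Groupings that call about 200 or 48 genes where the real one calls 6 or 3 point to a structure of the samples. The median of the other groupings was 0 for both. The slides are such a structure: on the second component (15.6%) arrays of slides 7 to 9 scored from -36.3 to -13.8. Those of the other slides scored -8.96 or more. Whether groupings uneven over these slides raised the counts was not tested.

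More genes changed with age in FF than in NF or FFab. The slides argue little for it: with the slide as a fixed block FF had 368 genes. FF arrays of day 49 had 2.58 points more spots well above background than those of day 35 (75.4% against 72.8%; interval -1.26 to 6.59, permutation p = 0.236), so that a difference in signal cannot be told apart from the effect of age at this spread. In FFab the difference was nearly as large (2.22 points, with a spread as wide, permutation p = 0.322) with 6 genes called, which leaves signal little ground for the lead over FFab, and in NF it was 0.608 points (p = 0.746), where it stays open. Access to feces stays among the open explanations, and the direct tests of a difference between the treatments called no gene: 0 by limma, with 354 and 222 at an unadjusted p under 0.05. Both counts lie below a share of 0.05 of the 7988 genes, which chance alone would give.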
